# Speedy A governs non-homologous XY chromosome desynapsis as a unique prerequisite for XY loop-axis organization

**DOI:** 10.1038/s44318-025-00528-8

**Published:** 2025-08-18

**Authors:** Dongteng Liu, Yuxiang Zhang, Dongliang Li, Binjie Jiang, Xudong Zhao, Yanyan Li, Zexiong Lin, Yu Zhao, Zhe Hu, Shuzi Deng, Zheng Li, Haonan Lu, Karen K L Chan, William S B Yeung, Philipp Kaldis, Chencheng Yao, Hengbin Wang, Louise T Chow, Kui Liu

**Keywords:** SpdyA, Telomeres, Non-homologous XY Desynapsis, XY Loop-axis Organization, Mouse Pachytene Spermatocytes, Cell Cycle, Development, DNA Replication, Recombination & Repair

## Abstract

In mouse early pachytene spermatocytes, the X and Y chromosomes undergo rapid non-homologous (NH) synapsis and desynapsis, but the functional significance remains unknown. Here, we report that pachynema-specific knockout of Speedy A (SpdyA) from telomeres caused persistent *Y-X NH synapsis*, with the entire Y axis synapsed onto the X axis. This persistent *Y-X NH synapsis* did not interrupt meiotic sex chromosome inactivation, recombination, or sex body formation, but it disrupted X-Y loop-axis organization and homologous X-Y desynapsis, leading to spermatocyte death. Similarly, persistent *Y-X NH synapsis* was also observed in pachytene spermatocytes lacking TRF1, where SpdyA was frequently lost from the X-Y non-pseudoautosomal region (non-PAR) telomeres. Mechanistic studies revealed that Serine 48 of SUN1 is a key SpdyA/CDK2 phosphorylation site required for Y-X NH desynapsis. We propose that SpdyA governs Y-X NH desynapsis by stabilizing the linkage between the X-Y non-PAR telomeres and their LINC complexes, and that this process is regulated independently from other aspects of pachynema progression. Our findings suggest a key role for Y-X NH desynapsis in establishing proper X-Y loop-axis organization.

## Synopsis

In mouse spermatocytes, the X and Y chromosomes undergo rapid non-homologous synapsis and desynapsis during early pachynema. This study reveals that X-Y desynapsis initiated by the atypical CDK activator Speedy A is essential for X-Y loop-axis organization.

- Speedy A governs the initiation of Y-X non-homologous (NH) desynapsis in mouse spermatocytes.
- Disruption of Y-X NH desynapsis does not affect MSCI, crossover formation, or sex body formation in mouse spermatocytes.
- Y-X NH desynapsis is a prerequisite for proper X-Y loop-axis organization in late pachynema.

## Abstract (web summary)

Non-homologous desynapsis initiated by an atypical CDK activator is essential for proper chromosome organization in pachynema-stage mouse spermatocytes.

## Introduction

In mouse spermatocytes, meiotic prophase I is a relatively lengthy stage where homologous chromosomes undergo pairing, synapsis, and recombination (Baudat et al, 2013; Zickler and Kleckner, 1999). Following synapsis, spermatocytes enter a prolonged substage of pachynema, where Meiotic Sex Chromosome Inactivation (MSCI), crossover formation, and the development of the sex body are accomplished. The X and Y chromosomes share a short region of homology (~0.7 Mb) known as the pseudoautosomal region (PAR) where X-Y recombination occurs (Kauppi et al, 2012). X-Y pairing occurs at the zygonema-to-pachynema transition and is mediated by SPO11-induced double-strand breaks (DSBs) in the PAR at late zygonema (Kauppi et al, 2011). Recent studies have advanced our understanding of how X-Y chromosomes achieve efficient DSB formation for recombination (Acquaviva et al, 2020; Boekhout et al, 2019; Giannattasio et al, 2023; Lampitto and Barchi, 2024; Papanikos et al, 2019). First, the PAR in mouse spermatocytes undergoes a prominent rearrangement of its loop-axis structure, with DNA in the PAR being packaged into many smaller chromatin loops and the axes becoming disproportionately long relative to DNA length compared to autosomes (Acquaviva et al, 2020; Kauppi et al, 2011). This higher-order structure of the PAR potentially promotes a high frequency of DSB formation (Acquaviva et al, 2020; Kauppi et al, 2012). Second, the sister axes of the PARs in X and Y chromosomes undergo a distinctive splitting, and then the SPO11-auxiliary RMMAI proteins (REC114, MEI4, MEI1, ANKRD31 and IHO1) are recruited to the *cis-*acting mo-2 minisatellites on the PAR (Acquaviva et al, 2020; Boekhout et al, 2019; Papanikos et al, 2019). As a result, with the concomitant expression of SPO11β and SPO11α isoforms, DSB formation is boosted in the PAR, leading to X-Y recombination (Giannattasio et al, 2023; Lampitto and Barchi, 2024).

It has long been noticed that the X and Y chromosomes undergo dynamic configurational changes during pachynema (Acquaviva et al, 2020). As illustrated in Fig. EV1, during pachynema in mouse spermatocytes, the X and Y chromosomes first undergo a non-homologous (NH) synapsis with synaptonemal complex (SC) built between the entire (or nearly entire) Y axis and the X axis (Fig. EV1A-a). However, this NH X-Y synapsis is transient and is promptly subjected to NH desynapsis, and the SC between the X and Y axes is gradually shortened (Fig. EV1A-b), and by mid-pachynema the SC is restricted to the PAR (Fig. EV1A-c). By late pachynema, crossover occurs and chiasma is formed between the X and Y chromosomes, followed by homologous desynapsis of the X and Y chromosomes at the PAR, leading to an “end-to-end” attachment of the X and Y chromosomes (Fig. EV1A-d). These changes in the X-Y configuration have been observed in various mammalian species, including humans (Chandley et al, 1984; Solari, 1988; Tres, 1977; Tres, 1979), but the regulatory machineries and physiological significance of such dynamic X-Y configurational changes remain unclear.

**Figure EV1:**
Dynamic configuration changes of X and Y chromosomes and SpdyA localization at sex chromosome axes and telomeres during pachynema. (**A**) Illustration of the dynamic changes in the X and Y chromosome configuration during pachynema. X and Y chromosomes were immunostained for SYCP3 (red) and SYCP1 (green). (a) At early pachynema, the X and Y chromosomes exhibit extensive side-by-side pairing, with the Y chromosomal axis fully aligned along the X chromosomal axis and with synaptonemal complex (SC) formation occurring between the aligned regions. This configuration is transient and rarely observed. (b) As pachynema progresses, the SC between the X and Y chromosomes gradually shortens. (c) By mid-pachynema, the SC becomes restricted to the PAR. (d) At late pachynema, desynapsis occurs and a chiasma forms, resulting in an “end-to-end” attachment between the X and Y chromosomes. Scale bars, 1 μm. (**B**) The localization of SpdyA at telomeres (arrows) and at the unsynapsed axes of X and Y chromosomes at early pachynema. X and Y chromosomes were immunostained for SYCP3 (red), SYCP1 (blue) and SpdyA (green). Scale bar, 1 μm. (**C**) SpdyA localization at the unsynapsed region (dashed circle) of late-synapsing autosomes at late zygonema. Scale bar, 2 μm.

Speedy A (SpdyA) is a non-canonical activator of cyclin-dependent kinases (CDKs) and was first reported in *Xenopus* oocytes (Lenormand et al, 1999). Later, SpdyA was found to be localized at chromosome telomeres in prophase I germ cells in both male and female mice, and it is indispensable for tethering telomeres onto the nuclear envelope (NE) at zygonema (Mikolcevic et al, 2016; Tu et al, 2017), which is an essential step for homology searching, recombination, and synapsis (Scherthan, 2007). We and others have reported that knockout of the *Spdya* gene in mice disrupts the telomere-NE attachment and interferes with synapsis, leading to zygonema arrest in spermatocytes and oocytes and subsequent infertility in mice (Mikolcevic et al, 2016; Tu et al, 2017). It is worth mentioning that telomeres are attached to the NE via multiple proteins, including components of the LINC (linker of nucleoskeleton and cytoskeleton) complex, SUN1 (Sad1 and UNC84 domain-containing 1) and KASH5 (KASH domain-containing 5) as well as TERB1 (telomere repeat-binding bouquet formation protein 1), TERB2, and MAJIN (membrane anchored junction protein), which form the TTM complex [for reviews and papers, see (Burke, 2018; Wang et al, 2022)]. The telomere shelterin component TRF1 (telomeric repeat-binding factor 1) can directly bind to SpdyA to protect telomeres from fusion (Wang et al, 2018).

In mouse pachytene spermatocytes, SpdyA localizes to telomeres as well as to the unsynapsed region of X-Y axes (Fig. EV1B). In addition, axial localization of SpdyA is also observed at the unsynapsed region of late-synapsing autosomes in late zygotene spermatocytes (Fig. EV1C). In this study, we found that knockout of SpdyA in early pachytene mouse spermatocytes caused a persistent NH synapsis of X and Y chromosomes with the entire Y axis synapsed onto the X axis, which to our surprise did not disrupt general pachynema events such as MSCI, crossover formation, and sex body formation. This *full Y-X NH synapsis* led to disrupted X-Y loop-axis organization in the sex body, abnormal ubiquitination on sex chromosomes, and eventually non-occurrence of X-Y desynapsis at late pachynema, leading to cell death. Our further analyses of a hypomorphic-SpdyA mouse model showed that the X-Y chromosomes were more vulnerable to reduced telomeric SpdyA than autosomes, which easily suffer from *full Y-X NH synapsis*. Moreover, our mechanistic analyses revealed that SpdyA initiates the Y-X NH desynapsis by stabilizing the linkage between the non-PAR telomeres of X-Y and the LINC complex at early pachynema. The Y-X NH desynapsis is emphasized in this study as a prerequisite for proper X-Y loop-axis organization in the sex body and the eventual X-Y desynapsis, which is essential for preventing the generation of sperms with X-Y aneuploidy.

## Results

### Specific deletion of the *Spdya* gene in mouse pachytene spermatocytes

To study the specific functions of SpdyA in pachytene spermatocytes, we generated a pachynema-specific knockout of the *Spdya* gene using the *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice (Fig. 1A). Briefly, two consecutive intraperitoneal (i.p.) injections of tamoxifen (20 mg/kg body weight) were administered to male mice at postnatal day (PD) 16 and PD17, and testes were collected 5 days post-injection. As shown in Fig. 1B, compared to control *Spdya*^*fl/fl*^ spermatocytes, where SpdyA protein localized to telomeres (Fig. 1B, a–a″, arrowheads) and sex chromosome axes (Fig. 1B-a′, arrows), the conditional *Spdya*-knockout (*Spdya*^*cKO*^) spermatocytes exhibited a depletion of SpdyA signals at telomeres (Fig. 1B, b–b″, arrowheads) and sex chromosome axes (Fig. 1B-b′, arrow). At the same time, the *Spdya*^*cKO*^ cells displayed normal pachytene SYCP1 (synaptonemal complex protein 1) signals on autosomes (Fig. 1B, b–b″) and aggregated γH2AX (histone variant H2AX phosphorylated at serine 139) signals in the sex body area (Fig. 1B-b, dashed circle). Quantitative analysis revealed that 68.8% of pachytene spermatocytes in tamoxifen-treated *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice (*n* = 229) were *Spdya*^*cKO*^ pachytene cells (Fig. 1B-c).

**Figure 1:**
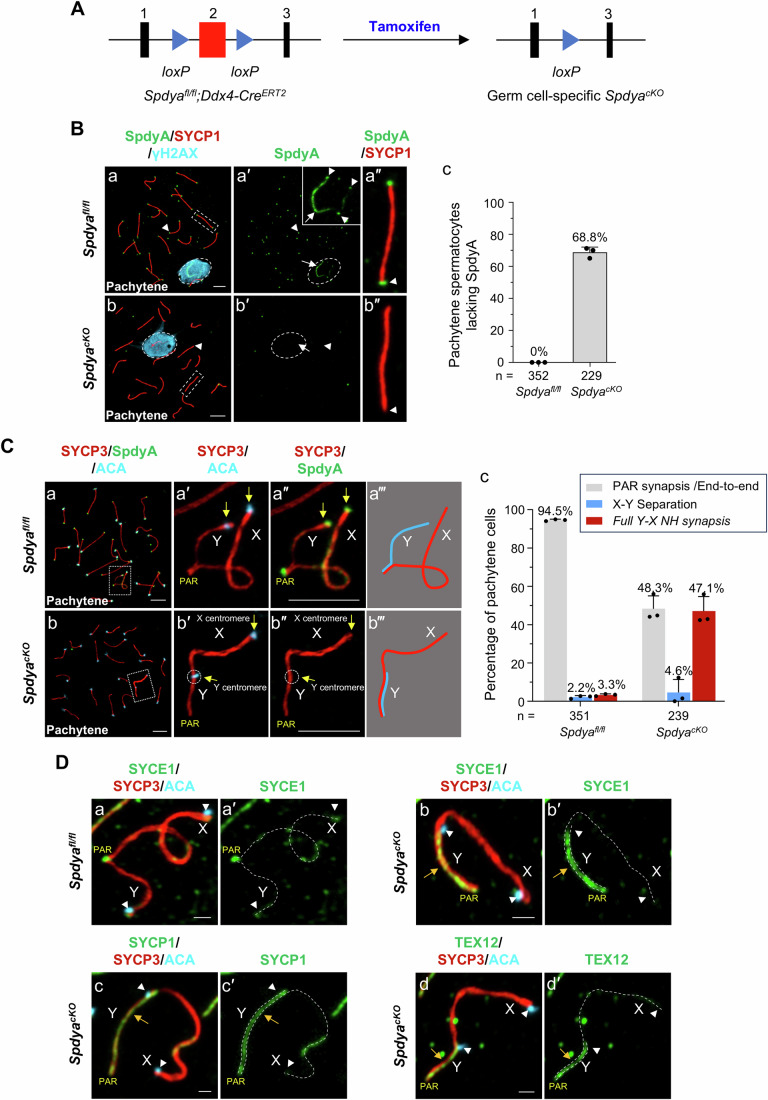
Specific *Spdya* deletion resulted in *full Y-X NH synapsis* in mouse pachytene spermatocytes. (**A**) illustration of the tamoxifen-induced deletion of exon 2 of *Spdya* in the germ cells of *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice. (**B**) Chromosome spreads of *Spdya*^*fl/fl*^ (a–a″) and *Spdya*^*cKO*^ (b–b″) spermatocytes immunostained for SpdyA (green), SYCP1 (red) and γH2AX (light blue). Scale bars, 5 μm. (c) Percentages of pachytene spermatocytes lacking SpdyA in testes from tamoxifen-treated *Spdya*^*fl/fl*^ and *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice. (**C**) *Spdya*^*fl/fl*^ (a–a″) and *Spdya*^*cKO*^ (b–b″) pachytene spermatocytes immunostained for SpdyA (green), SYCP3 (red), and ACA (light blue). Compared to PAR-synapsed X-Y configuration in *Spdya*^*fl/fl*^ cells (a, dashed rectangle is enlarged in (a, a″), illustrated in a‴), X and Y chromosomes in *Spdya*^*cKO*^ cells exhibited *full Y-X NH synapsis* (b, dashed rectangle is enlarged in (b′–b″), illustrated in b‴). Yellow arrows indicate centromeres of sex chromosomes. Scale bars, 5 μm. (c) Percentages of pachytene cells with different X-Y configurations in *Spdya*^*fl/fl*^ and *Spdya*^*cKO*^ testes. (**D**) *Spdya*^*fl/fl*^ (a–a′) and *Spdya*^*cKO*^ (b–d′) spermatocytes immunostained for SYCE1 (a–b′), SYCP1 (c–c′) or TEX12 (d–d′, green), SYCP3 (red) and ACA (light blue). White arrowheads indicate centromeres of X and Y chromosomes. Yellow arrows indicate continuous SYCE1 (b–b′), SYCP1 (c–c′) or TEX12 (d–d′) along the entire Y chromosome axis in *Spdya*^*cKO*^ cells exhibiting *full Y-X NH synapsis*. Scale bars, 1 μm. Data information: In (**B**, **C**), data are presented as the mean ± SD. “*n*” is the total number of pachytene spermatocytes scored from three mice per genotype. Source data are available online for this figure.

### Deletion of the *Spdya* gene resulted in persistent *full Y-X NH synapsis* in pachytene spermatocytes

In mice, centromeres are located near one end of the chromosomes (Kipling et al, 1994), and the centromeres of X and Y chromosomes are distal to the PAR (Fig. 1C, a′–a″, yellow arrows). In *Spdya*^*cKO*^ pachytene spermatocytes, the centromere of the Y chromosome, as shown by staining with the ACA antibody, was frequently located on the X axis (Fig. 1C, b′–b″, dashed circle). This indicates that the Y chromosome axis was fully aligned with the X axis. Indeed, continuous signals of SYCE1 (synaptonemal complex central element protein 1), SYCP1, and TEX12 (testis expressed 12) were observed along the entire Y axis (Fig. 1D,b–d′, yellow arrows; and arrowheads pointing at centromeres of X and Y chromosomes). This is indicative of an NH X-Y synapsis, which is a transient X-Y configuration typically observed at early pachynema (Fig. EV1A-a). We termed such an X-Y configuration in *Spdya*^*cKO*^ pachytene cells a “*full Y-X NH synapsis*”. This is distinct from the PAR-synapsed X and Y chromosomes in control *Spdya*^*fl/fl*^ cells (Fig. 1D, a–a′), where the centromeres of the X and Y chromosomes remain apart from each other (Fig. 1D, a–a′, arrowheads). Quantitative analysis revealed that 47.1% of *Spdya*^*cKO*^ pachytene cells exhibited *full Y-X NH synapsis*, compared to only 3.3% of *Spdya*^*fl/fl*^ cells (Fig. 1C-c).

### High frequency of *full Y-X NH synapsis in Spdya*^*cKO*^ mice with synchronized meiotic prophase I

Under normal physiological conditions, the progression of meiotic prophase I in mouse spermatocytes is asynchronous. To compare cells at the same substages, we adopted a well-established mouse model with synchronized meiotic prophase I (Hogarth et al, 2013; Romer et al, 2018). This was achieved by administering a retinoic acid (RA) synthesis inhibitor to neonatal male mice, followed by RA treatment at PD9, designated as RA0 (Appendix Fig. S1A). As summarized in Appendix Fig. S1A, in the synchronization model, the male germ cells entered the pachytene stage at RA9 (i.e., PD18), which lasted about 4.5 days. The spermatocytes then entered the diplotene stage at RA13.5 (i.e., PD23) (for details, see Supplementary Result 1 and Appendix Fig. S1B).

To achieve synchronized deletion of SpdyA in mid-pachytene cells, we administered two consecutive i.p. tamoxifen injections (20 mg/kg body weight) at RA7.25 and RA8.25 (i.e., PD16 and PD17) and collected *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ testicular cells at RA11.25 (i.e., PD20, Fig. 2A). Based on SYCP3 and SYCP1 staining (Fig. 2B, a–b), almost all cells in the synchronized (*Sync*)-*Spdya*^*fl/fl*^ group and *Sync-Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ group were pachytene spermatocytes (Fig. 2B-c). In the *Sync-Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice, 97.2% (*n* = 677) of pachytene cells lacked SpdyA protein at telomeres (Fig. 2B-b, arrowhead) and sex chromosome axes (Fig. 2B-b, arrow, 2B-d). These cells were termed *Sync-Spdya*^*cKO*^ pachytene cells.

**Figure 2:**
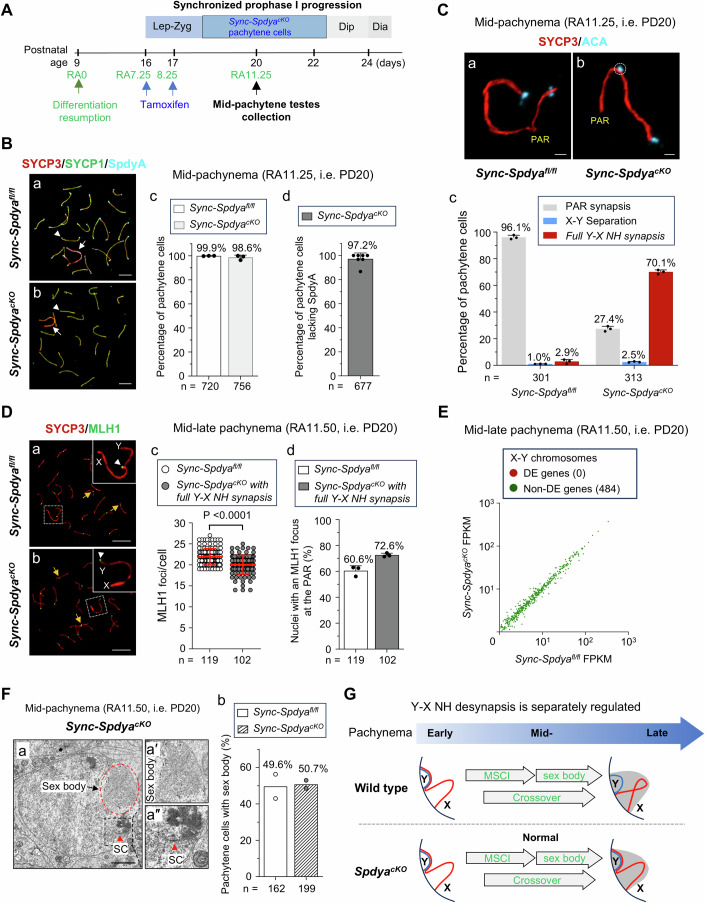
The *full Y-X NH synapsis* was not a result of retarded pachynema progression. (**A**) tamoxifen treatment regimen to obtain mid-pachytene *Sync-Spdya*^*cKO*^ spermatocytes in synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ male mice. (**B**) Chromosome spreads of *Sync-Spdya*^*fl/fl*^ (a–a′) and *Sync-Spdya*^*cKO*^ (b–b′) spermatocytes at RA11.25, immunostained for SYCP3 (red), SYCP1 (green) and SpdyA (light blue). Arrowheads indicate telomeres and arrows indicate sex chromosome axes. Scale bars, 5 μm. (c) Percentages of pachytene cells in *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes collected at RA11.25. (d) Percentage of pachytene cells lacking SpdyA in testes from tamoxifen-treated synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice at RA11.25. (**C**) Compared to PAR-synapsed X-Y in *Sync-Spdya*^*fl/fl*^ pachytene cells (a), sex chromosomes exhibited *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells (b). Scale bars, 1 μm. (c) Percentages of pachytene cells with different X-Y configurations in *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA11.25. (**D**) Chromosome spreads of mid-late pachytene *Sync-Spdya*^*fl/fl*^ (a) and *Sync-Spdya*^*cKO*^ spermatocytes (b) immunostained for SYCP3 (red) and MLH1 (green, arrows). Sex chromosomes within the dashed boxes are shown at higher magnification in the insets. Arrowheads indicate the MLH1 focus at the PAR. Scale bars, 5 μm. (c) Scatter plot showing a modest reduction in total MLH1 focus counts per cell in *Sync-Spdya*^*cKO*^ spermatocytes (closed dots) compared to *Sync-Spdya*^*fl/fl*^ spermatocytes (open dots). (d) Percentages of nuclei with an MLH1 focus at the PAR in *Sync-Spdya*^*fl/fl*^ cells and *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis*. (**E**) Transcription level comparison of sex chromosome-linked genes between *Sync-Spdya*^*cKO*^ and *Sync-Spdya*^*fl/fl*^ pachytene testes in bulk RNA-seq analysis. DE gene: differentially expressed gene. FPKM: Fragments Per Kilobase Million. Only protein-coding genes with an average FPKM > 1 in both groups were included in the scatter plot. (**F**) TEM images of representative pachytene spermatocytes in *Sync-Spdya*^*cKO*^ (a–a″) testis at RA11.50. The sex body (red dashed oval, and a′) and SC (box, and a″) were observed in *Sync-Spdya*^*cKO*^ spermatocytes. Scale bars, 2 µm. (b) Percentages of pachytene cells with sex bodies in mid-late pachytene *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes based on TEM images. (**G**) Illustration of the Y-X NH desynapsis as an independent process, separate from general pachynema events (i.e., MSCI, crossover, and sex body formations). Data information: In (**B**–**D**), data are presented as the mean ± SD. In (**F**), data are presented as the mean with individual values. “*n*” represents the total number of pachytene spermatocytes scored per genotype: from at least three mice in (**B**–**D**), and from two mice in (**F**). Statistical analyses in (**D**) were performed using Mann–Whitney test, and *P* = 0.00000000513. Source data are available online for this figure.

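The 484 sex-linked genes of Fig. 2E were the same 484 genes that passed the FPKM filter in the deposited values. Their log2 fold changes ranged from -0.99 to 1.23, and 1 gene changed by more than 2-fold. The 2 groups did not overlap in 24 of these genes, or 4.96%, of which 22 were higher in the *Sync-Spdya* cKO libraries. Chance gives 2.86% on average for 4 libraries against 4. Genes that vary together spread this share between groupings, and whether 4.96% exceeds that spread was not tested. Among autosomal genes the groups did not overlap in 6.30%.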

We immediately noticed that at RA11.25, numerous *Sync-Spdya*^*cKO*^ pachytene cells exhibited *full Y-X NH synapsis* (Fig. 2C), as indicated by the Y chromosome centromere ACA signal on the X axis (Fig. 2C-b, dashed circle). Quantification analysis showed that 70.1% of *Sync-Spdya*^*cKO*^ pachytene cells exhibited *full Y-X NH synapsis*, while only 27.4% exhibited PAR synapsis (Fig. 2C-c). As a control, 96.1% of *Sync-Spdya*^*fl/fl*^ pachytene cells displayed PAR-synapsed X-Y configurations (Fig. 2C, a, c).

### The *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells was not a result of retarded pachynema progression

We wondered whether the high frequency of *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells was caused by a delayed progression from early to mid-late pachynema. By immunostaining of ANKRD31 (ankyrin repeat domain-containing 31), we found that at RA9.25 (i.e., at early pachytene stage), similar to *Sync-Spdya*^*fl/fl*^ pachytene cells, *Sync-Spdya*^*cKO*^ pachytene cells with *full Y-X NH synapsis* exhibited a single ANKRD31 blob at the PAR (Appendix Fig. S2A-b, arrow). This suggests the normal recruitment of the RMMAI proteins to the mo-2 array in the PAR, which is indicative of normal DSB formation at the PAR in *Sync-Spdya*^*cKO*^ cells. Moreover, at RA11.25 (i.e., at mid-pachytene stage), the majority of both *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ spermatocytes displayed aggregated γH2AX staining in the sex chromosome area (Appendix Fig. S2B, a–b, arrowheads). Also, 94.4% of *Sync-Spdya*^*cKO*^ and 95.5% of *Sync-Spdya*^*fl/fl*^ pachytene spermatocytes were H1t-positive (Appendix Fig. S2B). These data suggest that the *Sync-Spdya*^*cKO*^ spermatocytes had reached the generally regarded mid- to late pachytene stages.

We next evaluated crossover formation in *Sync-Spdya*^*cKO*^ pachytene cells with *full Y-X NH synapsis* by staining mid-late pachytene (RA11.50) chromosome spreads for MLH1 (MutL homolog 1). Compared to *Sync-Spdya*^*fl/fl*^ pachytene cells, *Sync-Spdya*^*cKO*^ cells showed a modest yet significant reduction in total MLH1 focus counts (Fig. 2D, arrows in a and b, 2D-c). However, 72.6% of the *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis* exhibited one MLH1 focus in the PAR of the sex chromosomes versus 60.6% in the *Sync-Spdya*^*fl/fl*^ control cells (Fig. 2D, arrowheads in insets of a and b; and Fig. 2D-d). These results indicate that the *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene spermatocytes is unlikely due to retarded pachynema progression. It seems that crossover formation in the PAR was not interrupted in *Sync-Spdya*^*cKO*^ pachytene cells, and that Y-X NH desynapsis appeared independent from meiotic recombination.

Next, to determine whether *full Y-X NH synapsis* disrupts MSCI, we first performed bulk RNA sequencing (RNA-seq) analyses with *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA11.50. 

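Bulk RNA-seq was analysed from whole testes of 4 *Sync-Spdya* fl/fl mice and 4 *Sync-Spdya* cKO mice, with 1 library per mouse. In these mice spermatogenesis was synchronized, and RA11.50 is the time after the retinoic acid injection, when the paper describes the testes as mid-late pachytene. *Sync-Spdya* cKO mice lose exon 2 of *Spdya* after tamoxifen activates the germ cell *Ddx4-Cre* ERT2. The paper gives the 2 tamoxifen injections at RA7.25 and RA8.25, while the sample labels give RA7.5 and RA8.5, and the paper names Trizol for RNA purification where the labels name a column kit. The authors deposited FPKM values, the fragments on a gene per kilobase of its length and relative to a scaled library size, for 54532 genes. FPKM multiplied by the gene length came out as a whole multiple of 1 fragment's worth for 100% of the values above 0. The tolerance was 0.02, and this gave back the fragments counted on genes. These ranged from 13978342 to 17867570 in the *Sync-Spdya* fl/fl libraries (median 15708216) and from 15494873 to 19583091 in the *Sync-Spdya* cKO libraries (median 16539567). The scaled library size was 0.938 to 1.05 times the fragment total of each library. The authors' count-based test was not run here. The deposited FPKM values were tested as log2(FPKM + 0.1) with limma, over the 12141 protein-coding genes with a mean FPKM above 1 in both groups. Log2 fold changes on this scale understate the change of genes with low FPKM. A gene was called DE at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. *Spdya* itself (ENSMUSG00000052525, chromosome 17 of GRCm38, 71552061 to 71589533) had 20.8, 21.0, 23.8 and 19.7 FPKM in the *Sync-Spdya* fl/fl libraries and 30.5, 22.2, 26.1 and 17.7 FPKM in the *Sync-Spdya* cKO libraries. Its log2 fold change was 0.15 (standard error 0.16, limma adjusted p = 0.787), 0.03 without cKO replicate 1 and 0.29 without cKO replicate 4, so its level over the whole gene did not separate the groups and gave no check of the labels. Exon 2 (71556240 to 71556489) makes up 250 of the 2198 bases over which the authors counted, or 11.4%. Groups are therefore the libraries as labelled.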

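Of the 12141 genes tested, 484 lay on the sex chromosomes (474 on X and 10 on Y) and 11636 on autosomes. No sex-linked gene reached a limma adjusted p below 0.05, with or without the fold change threshold, and 47 of the 484 had an unadjusted p below 0.05. On autosomes 2 genes were called DE, both lower in the *Sync-Spdya* cKO libraries, and 1274 had an unadjusted p below 0.05. These 2 unadjusted counts depended on single libraries: the sex-linked count was 24, 27 and 29 without cKO replicates 3, 4 and 2 and 73 without control replicate 4, and the autosomal count was 659, 775 and 831 without cKO replicate 4, cKO replicate 3 and control replicate 3. *Ccdc42* (ENSMUSG00000045915, chromosome 11, 68587021 to 68597966), which encodes a coiled-coil protein, had 9.20 ± 1.29 FPKM in the *Sync-Spdya* fl/fl libraries and 3.54 ± 0.425 FPKM in the *Sync-Spdya* cKO libraries (SD, n = 4 each). Its log2 fold change was -1.35 (standard error 0.14, limma adjusted p = 0.0215). *5330417C22Rik* (ENSMUSG00000040412, chromosome 3, 108455694 to 108536536) had 9.88 ± 1.89 and 3.80 ± 0.493 FPKM (SD, n = 4 each), a log2 fold change of -1.35 (standard error 0.15, limma adjusted p = 0.0282). In both genes every *Sync-Spdya* cKO library lay below every *Sync-Spdya* fl/fl library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Autosomal calls were named only where the groups did not overlap, so that p was fixed by the choice and adds no evidence. Of the fits that each left out 1 library, those without control replicates 2 or 3 or cKO replicates 1, 3 or 4 called 0 autosomal genes, that without control replicate 4 called 1, and that without cKO replicate 2 called 3. Fitting the replicate number as a block called 0 autosomal genes. Weighting each library by its residual spread (limma array weights) moved the counts most, to 55 autosomal and 2 sex-linked DE genes. The 5 sex-linked genes with the smallest p all lay on X and were higher in the *Sync-Spdya* cKO libraries, each without overlap between the groups. *Msl3* (168654117 to 168673898) had 6.16 ± 0.685 and 10.4 ± 1.22 FPKM (SD, n = 4 each), a log2 fold change of 0.75 (standard error 0.12, limma adjusted p = 0.127). The log2 fold changes of *Ofd1*, *Scml2*, *Rtl8b* and *Tsx* were 0.50, 0.54, 0.48 and 0.66, with limma adjusted p between 0.149 and 0.155. With array weights all 5 had an adjusted p below 0.05.

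**Figure D1:**
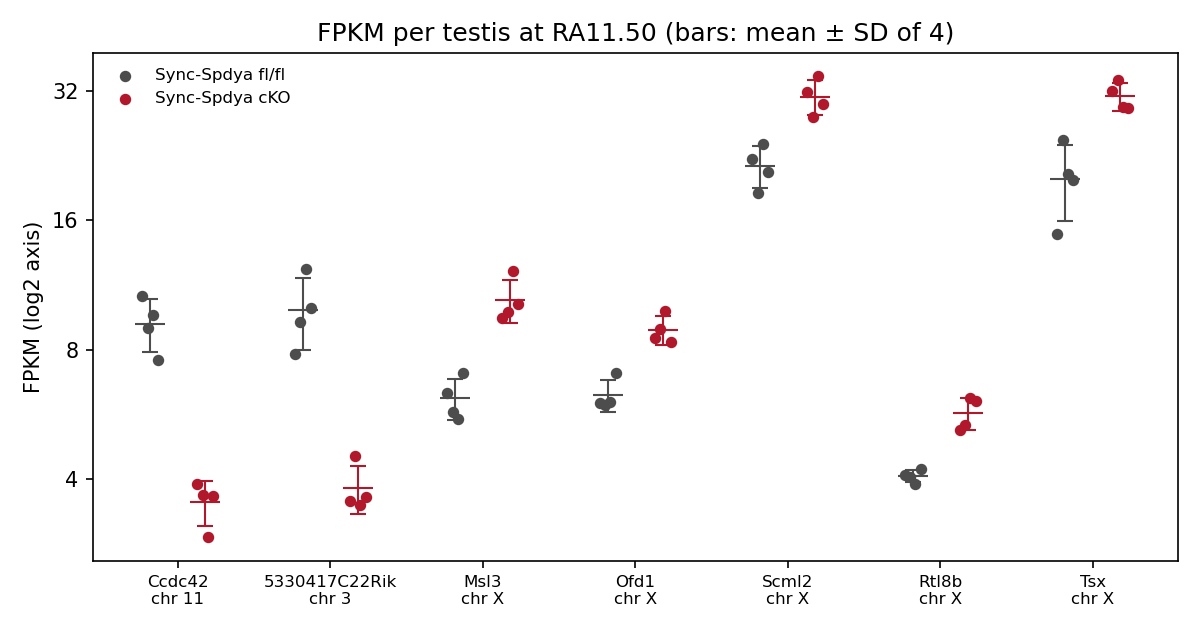
FPKM (log2 axis) of 7 genes in each of the 4 *Sync-Spdya* fl/fl and 4 *Sync-Spdya* cKO testes, with bars for the mean and SD of each group. *Ccdc42* and *5330417C22Rik* are lower in all 4 *Sync-Spdya* cKO testes, and the 5 X-linked genes are higher in all 4.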

The transcriptional profiles of the two groups were highly similar (Appendix Fig. S3A), with no differentially expressed (DE) protein-coding genes on sex chromosomes (0 out of 484) (Fig. 2E) and only 34 DE genes on autosomes (Dataset EV1; Appendix Fig. S3B). To focus on spermatocyte transcriptomes, we further performed single-cell RNA sequencing (scRNA-seq) analyses with *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA11.75 (Fig. EV2). After filtering out low-quality cells, a total of 19,708 *Sync-Spdya*^*fl/fl*^ and 19,767 *Sync-Spdya*^*cKO*^ testicular cells were retained for analysis. Uniform manifold approximation and projection (UMAP) analysis showed unsupervised clustering of these cells, and 3 spermatogenic and 7 somatic cell types were identified by established cell-specific markers (Fig. EV2A) (Ernst et al, 2019; Green et al, 2018). Marker gene expression differences among these main cell types were visualized with a heatmap (Fig. EV2B). Compared to *Sync-Spdya*^*fl/fl*^ testes, *Sync-Spdya*^*cKO*^ testes showed a lower percentage of spermatocytes and a higher percentage of spermatogonia, indicative of spermatocyte loss (Fig. EV2C). Finally, 3623 *Sync-Spdya*^*fl/fl*^ and 2187 *Sync-Spdya*^*cKO*^ spermatocytes were subjected to DE gene analysis, and 22 autosomal genes (Dataset EV2) but no sex chromosome genes were identified as DE genes (Fig. EV2D). Therefore, both bulk RNA-seq and scRNA-seq analyses suggest that MSCI occurs normally in *Sync-Spdya*^*cKO*^ pachytene spermatocytes.

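The mean log2(FPKM + 0.1) over the 474 X-linked genes, minus that over the autosomal genes of the same library, was -0.53 ± 0.11 in the *Sync-Spdya* fl/fl libraries and -0.45 ± 0.12 in the *Sync-Spdya* cKO libraries (SD, n = 4 each). The difference of 0.08 was within the spread between libraries (exact permutation test, two-sided, p = 0.457), and it was 0.05 without cKO replicate 4, the lowest value with each library left out in turn, and 0.14 without cKO replicate 1, the highest. For the 10 Y-linked genes the level was -1.21 ± 0.19 and -1.18 ± 0.11 (SD, n = 4 each; exact permutation test, two-sided, p = 0.83), and the sign of their difference changed when genes with lower FPKM were included, where it was -0.10, and without control replicate 2, where it was -0.03. Gene by gene, 321 of the 474 X-linked genes (67.7%) had a log2 fold change above 0, against 51.3% of autosomal genes. Limma's camera test with a preset correlation between genes of 0.01 ranked the X-linked genes above the rest (p = 0.00165). This call did not hold with the correlation estimated from the data, which was 0.149 (p = 0.406), or under fry (p = 0.266). From the absence of DE genes on the sex chromosomes in bulk RNA-seq, together with single-cell data that are not analysed here, the paper proposes that MSCI occurs normally in *Sync-Spdya* cKO pachytene spermatocytes.

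**Figure D2:**
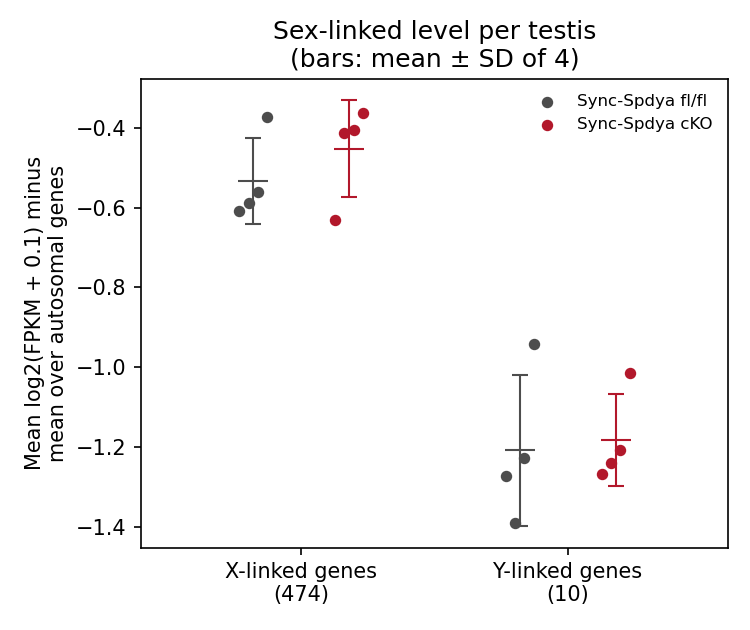
Mean log2(FPKM + 0.1) of the 474 X-linked and 10 Y-linked genes minus the mean over autosomal genes, for each of the 4 *Sync-Spdya* fl/fl and 4 *Sync-Spdya* cKO testes, with bars for the mean and SD. The points of the 2 groups overlap on both chromosomes.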

**Figure EV2:**
Single-cell RNA-seq analysis revealed no differential expression of sex chromosome-linked genes in mid-late *Sync-Spdya*^*cKO*^ pachytene spermatocytes. (**A**) UMAP and clustering analysis of single-cell transcriptome data from testicular cells collected at RA11.75 from tamoxifen-treated *Spdya*^*fl/fl*^ and *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice. Each dot represents a single cell, colored according to its cluster identity. UMAP, Uniform Manifold Approximation and Projection. (**B**) Heatmap showing expression of marker genes for 10 identified cell types (right). The pachytene cell marker *Hspa2* is highly expressed in spermatocytes. Spermatogonia 1 and 2 likely represent undifferentiated and differentiating spermatogonia, respectively, based on their marker gene profiles. (**C**) Proportion of the three types of spermatogenic cell types. (**D**) Differential expression analysis of 2187 *Sync-Spdya*^*cKO*^ and 3623 *Sync-Spdya*^*fl/fl*^ pachytene spermatocytes. DE genes, differentially expressed genes; Log2FC, log_2_ fold change. Cutoff criteria: |log2FC| ≥ 0.58 and adjusted *P* value < 0.05.

In addition, transmission electron microscopy (TEM) analyses of mid-late pachytene (RA11.50) testes revealed that sex body formation was unaffected—49.6% of observed *Sync-Spdya*^*fl/fl*^ pachytene cells and 50.7% of *Sync-Spdya*^*cKO*^ pachytene cells exhibited oblong sex bodies (Fig. 2F).

Collectively, these results suggest that Y-X NH desynapsis in pachytene spermatocytes is separately regulated from autosomal pachynema progression, crossover formations, MSCI, and sex body formation. Indeed, when Y-X NH desynapsis is interrupted in *Sync-Spdya*^*cKO*^ pachytene spermatocytes, crossover formation, MSCI, and sex body formation still take place normally (Fig. 2G). This suggests the presence of distinct and autonomous regulatory mechanisms for Y-X NH desynapsis.

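Lists of genes written down before the data were examined were compared between the testes as the mean log2(FPKM + 0.1) of each library. The 12 X-linked genes of a list of genes silenced by MSCI, among them *Uba1*, *Usp9x* and *Zfx*, averaged 3.78 ± 0.15 in the *Sync-Spdya* fl/fl libraries and 3.77 ± 0.12 in the *Sync-Spdya* cKO libraries (SD, n = 4 each; exact permutation test, two-sided, p = 0.943). The 8 genes of the Y-linked list, among them *Zfy1*, *Zfy2* and *Kdm5d*, averaged 1.91 ± 0.16 in both groups (SD, n = 4 each; exact permutation test, two-sided, p = 0.971). The sign of both differences changed when each library was centred on its autosomal median, to 0.01 for each list. It also changed without control replicate 4, to 0.02 for the X-linked and 0.07 for the Y-linked list, and without cKO replicate 1, to 0.04 and 0.05. *Zfy1* and *Zfy2* are near-identical copies whose fragments the authors' counting could have split. The 8 detected genes of a list of X-linked genes expressed in spermatogonia averaged 4.00 ± 0.25 and 4.09 ± 0.08 (SD, n = 4 each; exact permutation test, two-sided, p = 0.514). Their difference was 0.02 without control replicate 1 and 0.21 without control replicate 3. With Benjamini-Hochberg adjustment over all 12 lists tested, these p became 0.971, 0.971 and 0.686. These genes are also expressed in other cells of the testis, so the whole-testis level is not that of spermatocytes alone.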

### Continuous SpdyA function is required to maintain Tel-NE attachment and ensure spermatocyte survival throughout pachynema

We found that 47.4% of mid-pachytene *Sync-Spdya*^*cKO*^ cells (RA11.25) exhibited telomere (Tel)-NE detachment, with at least one TRF1 focus observed within the nuclear interior (Fig. EV3A-b, arrows, c). In contrast, only 11.6% of *Sync-Spdya*^*fl/fl*^ cells showed Tel-NE detachment (Fig. EV3A-c). Consequently, *Sync-Spdya*^*cKO*^ testes (RA13.25), in which *Spdya* was ablated for an extended period, were smaller in size and lacked late pachytene spermatocytes (Figs. EV3B, a, c, asterisk, EV3C, Regimen A). By comparison, the control *Sync-Spdya*^*fl/fl*^ testes contained late pachytene spermatocytes (Fig. EV3B-b). These results suggest that SpdyA is not only essential for initiating the Tel-NE tethering during zygonema, but is also critical for maintaining Tel-NE attachment and supporting spermatocyte survival throughout pachynema.

**Figure EV3:**
SpdyA is essential for spermatocyte survival throughout pachynema. (**A**) Compared to *Sync-Spdya*^*fl/fl*^ cells (a), mid-pachytene (RA11.25) *Sync-Spdya*^*cKO*^ cell (b) exhibited severe Tel-NE detachment (arrows). Testis sections were immunostained for TRF1 (green), SYCP1 (red) and Lamin B1 (blue). Arrowheads indicate Tel-NE attachment. Scale bars, 5 µm. (c) Percentages of pachytene cells with Tel-NE detachment in mid-pachytene *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA11.25. “*n*” represents the total number of pachytene spermatocytes scored from three mice per genotype. (**B**) Following tamoxifen regimen shown in Fig. 2A, the *Sync-Spdya*^*cKO*^ testes collected at RA13.25 were smaller in size and lacked late pachytene spermatocytes. LP, late pachytene spermatocyte; asterisk indicates loss of spermatocytes. Scale bars, 30 µm. (**C**) Summary of tamoxifen treatment regimens used to obtain mid- and late pachytene *Sync-Spdya*^*cKO*^ spermatocytes. Regimens A and B correspond to those shown in Figs. 2A and 3A, respectively. Dashed lines with crosses indicate stages at which *Sync-Spdya*^*cKO*^ spermatocytes could not be obtained. (**D**) Following Regimen B, late pachytene *Sync-Spdya*^*cKO*^ spermatocytes collected at RA13 exhibited apoptosis. Testis sections were immunostained for c-PARP (green) and γH2AX (red). Nuclei were counterstained with DAPI. Scale bars, 30 μm. “*n*” represents the total number of seminiferous tubules scored from three mice per genotype. Data information: All values are presented as the mean ± SD. Statistical analyses were performed using two-tailed Student’s *t* test in (**A**) with *P* = 0.000025, and Mann–Whitney test in (**D**) with *P* < 0.000000000000001.

As expected, *Sync-Spdya*^*cKO*^ testes collected one month later (RA45, i.e., PD54) were smaller in size than the control *Sync-Spdya*^*fl/fl*^ testes and exhibited meiotic arrest at zygonema in the majority of seminiferous tubules, with a marked reduction in tubules containing spermatids (Appendix Fig. S4A–C). Consequently, few spermatozoa were detected in the epididymides of adult *Sync-Spdya*^*cKO*^ mice (Appendix Fig. S4D), which may result in infertility.

### Non-occurrence of X-Y desynapsis in late pachytene *Sync-Spdya*^*cKO*^ spermatocytes

We next obtained late pachytene *Sync-Spdya*^*cKO*^ cells at RA13 (i.e., PD22) after a delayed tamoxifen injection (Figs. 3A and EV3C, Regimen B) and examined whether the *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ spermatocytes affected homologous desynapsis in the PAR at late pachynema. If PAR desynapsis was unaffected, we would expect to observe separation of the PAR ends (Fig. 3B). Our results showed that compared to the normal PAR desynapsis in late pachytene *Sync-Spdya*^*fl/fl*^ cells which led to an end-to-end associated X-Y chromosome configuration (Fig. 3C, a–a′, red arrowhead), a proportion of late pachytene *Sync-Spdya*^*cKO*^ cells still exhibited *full Y-X NH synapsis* with continuous SYCP1 signals along the entire Y axis (Fig. 3C, b–b′, arrow). Quantification analysis revealed that 34.3% of late pachytene *Sync-Spdya*^*cKO*^ cells still exhibited *full Y-X NH synapsis* with non-occurrence of X-Y desynapsis (Fig. 3C-c).

**Figure 3:**
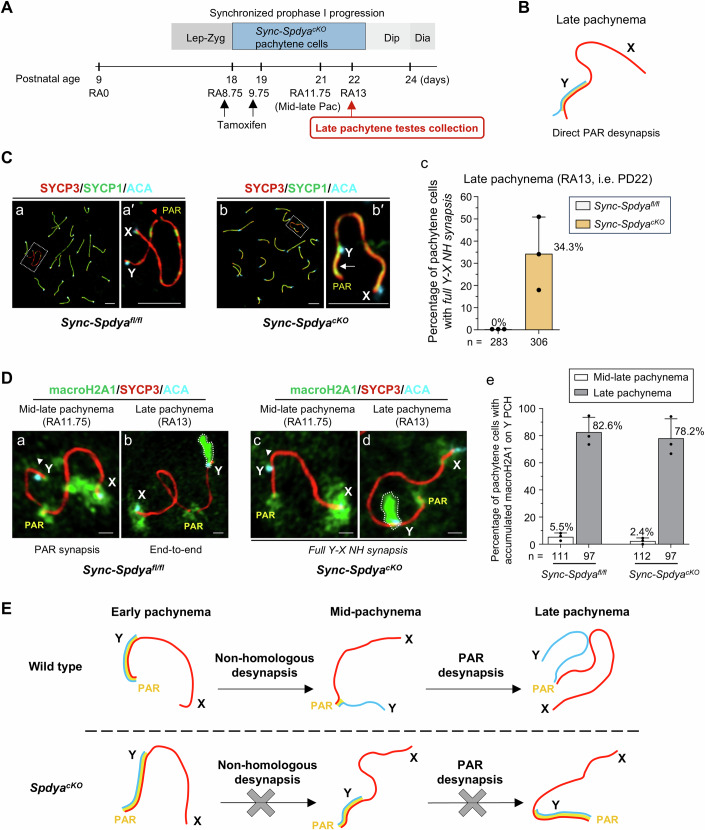
The persistent *Y-X NH synapsis* led to non-occurrence of X-Y desynapsis in late pachytene *Sync-Spdya*^*cKO*^ spermatocytes. (**A**) tamoxifen treatment regimen to obtain late pachytene *Sync-Spdya*^*cKO*^ spermatocytes in synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ male mice. (**B**) illustration of direct PAR desynapsis without Y-X NH desynapsis, a configuration ruled out by the following analysis. (**C**) Chromosome spreads of late pachytene (RA13) *Sync-Spdya*^*fl/fl*^ (a–a′) and *Sync-Spdya*^*cKO*^ (b–b′) spermatocytes immunostained for SYCP3 (red), SYCP1 (green) and ACA (light blue). Scale bars, 5 µm. (c) Percentages of pachytene cells exhibiting *full Y-X NH synapsis* in late pachytene *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA13. (**D**) Chromosome spreads of mid-late and late pachytene *Sync-Spdya*^*fl/fl*^ (a, b) and *Sync-Spdya*^*cKO*^ (c, d) spermatocytes immunostained for MacroH2A1 (green), SYCP3 (red) and ACA (light blue). Arrowheads indicate the PCH region of Y chromosome at mid-late pachynema (a, c), which exhibited low abundance of MacroH2A1. However, similar to late pachytene *Sync-Spdya*^*fl/fl*^ cells (b), MacroH2A1 was accumulated on the PCH region of Y chromosome (dashed circle) in late pachytene *Sync-Spdya*^*cKO*^ cells. Scale bars, 5 µm. (e) Percentages of *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ pachytene cells with accumulated macroH2A1 on the Y PCH. (**E**) Illustration of the failures of Y-X NH desynapsis and X-Y desynapsis in *Spdya*^*cKO*^ pachytene spermatocytes. Data information: In (**C**, **D**), data are presented as the mean ± SD. “*n*” represents the total number of pachytene spermatocytes scored from three mice per genotype. Source data are available online for this figure.

To determine whether the *Sync-Spdya*^*cKO*^ cells at RA13 were actually arrested at the mid-late pachytene stage, we stained the chromosome spreads with histone variant macroH2A1, a marker for late pachynema(Hoyer-Fender et al, 2004; Turner et al, 2001). In wild-type *Sync-Spdya*^*fl/fl*^ spermatocytes, the macroH2A1 signal was very weak on the pericentric heterochromatin (PCH) of the Y chromosome at mid-late pachynema (Fig. 3D-a, arrowhead, RA11.75), but it became highly enriched in this region by late pachynema (Fig. 3D-b, dashed circle, RA13). Surprisingly, 78.2% of late pachytene *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis* exhibited accumulated macroH2A1 on the PCH of the Y chromosome (Fig. 3D-d, dashed circle), which was comparable to the 82.6% of *Sync-Spdya*^*fl/fl*^ cells showing the same pattern of macroH2A1 (Fig. 3D-e). These data indicate that the RA13 *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis* had indeed progressed to the late pachytene stage; however, their sex chromosomes still failed to undergo X-Y desynapsis, a process that seems to be autonomous and separately regulated.

Immunostaining of late pachytene *Sync-Spdya*^*cKO*^ testis sections with γH2AX and c-PARP (cleaved poly ADP ribose polymerase), an apoptosis marker, revealed a significant increase in c-PARP-positive pachytene cells (Fig. EV3D-b, arrows), indicating apoptosis of *Sync-Spdya*^*cKO*^ spermatocytes at late pachynema.

As summarized in Fig. 3E, in wild-type spermatocytes, the Y-X NH synapsis and the subsequent NH desynapsis are natural processes during early-to-mid-pachynema, which is followed by PAR desynapsis by late pachynema. In *Spdya*^*cKO*^ spermatocytes, however, the X and Y chromosomes underwent normal Y-X NH synapsis but failed to proceed with NH desynapsis, remaining fully aligned at mid-pachynema (Fig. 3E). Consequently, by late pachynema, PAR desynapsis also failed, resulting in a complete failure of X-Y desynapsis (Fig. 3E). In contrast, our results indicate that SpdyA is dispensable for autosomal desynapsis (Appendix Fig. S5).

### The persistent *full Y-X NH synapsis* interfered with sex chromosomal loop-axis organization within the sex body

To explore the functional significance of the Y-X NH desynapsis in pachytene spermatocytes, we looked into the X-Y loop-axis organization as a proxy of chromosome compaction within the sex body at pachynema. By measuring the lengths of the X and Y axes (Fig. 4A, a–b), we found that while X axis length was only modestly shortened (Fig. 4A–c), both the Y axis length and the Y/X axis ratio were significantly reduced in late pachytene *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis*, compared to *Sync-Spdya*^*fl/fl*^ cells (Fig. 4A, d–e). These results indicate that *full Y-X NH synapsis* may perturb the lengthening of the entire Y axis, and to a lesser extent the X axis, in *Sync-Spdya*^*cKO*^ cells during late pachynema, whereas X-Y axis lengthening proceeds normally in *Sync-Spdya*^*fl/fl*^ cells.

**Figure 4:**
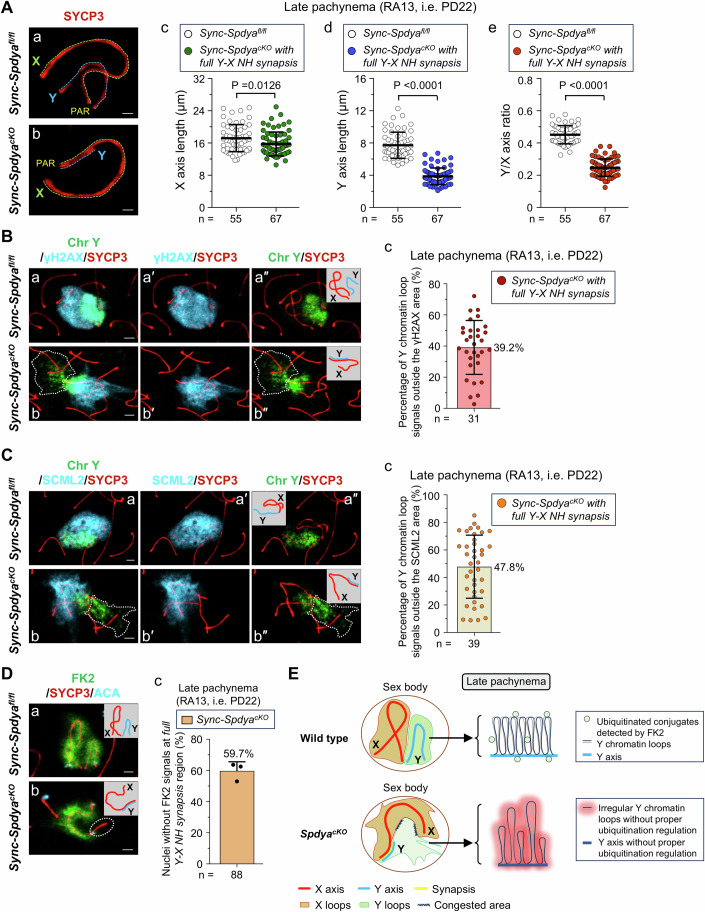
The persistent *Y-X NH desynapsis* disrupted X-Y loop-axis organization and ubiquitination within the sex body in late pachytene *Sync-Spdya*^*cKO*^ spermatocytes. (**A**) X-Y axis length measurements in late pachytene (RA13) *Sync-Spdya*^*fl/fl*^ (a) and *Sync-Spdya*^*cKO*^ (b) spermatocytes. Green and blue dashed lines show X and Y chromosome axes, respectively. (c–e) Measured lengths of the X axis (c), Y axis (d), and the calculated Y/X axis length ratio (e) in late pachytene *Sync-Spdya*^*fl/fl*^ cells and *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis*. Each dot represents a single nucleus. (**B**) Immuno-FISH staining of late pachytene *Sync-Spdya*^*fl/fl*^ (a–a″) and *Sync-Spdya*^*cKO*^ (b–b″) spermatocytes for γH2AX (light blue), Chr Y (green) and SYCP3 (red). The white dashed line-enclosed area indicates Y chromatin signals located outside the γH2AX area. Scale bars, 2 µm. (c) Percentage of Y chromatin loop signals outside γH2AX area in *Sync-Spdya*^*cKO*^ spermatocytes, based on the fluorescence intensity measurements of Y loops inside and outside the γH2AX domain. (**C**) Immuno-FISH staining of late pachytene *Sync-Spdya*^*fl/fl*^ (a–a″) and *Sync-Spdya*^*cKO*^ (b–b″) spermatocytes for SCML2 (light blue), Chr Y (green) and SYCP3 (red). The white dashed line-enclosed area indicates Y chromatin signals located outside the SCML2 area. Scale bars, 2 µm. (c) Percentage of Y chromatin loop signals outside SCML2 area in *Sync-Spdya*^*cKO*^ spermatocytes. (**D**) *Sync-Spdya*^*fl/fl*^ (a) and *Sync-Spdya*^*cKO*^ (b) spermatocytes immunostained for FK2 (green), SYCP3 (red) and ACA (light blue) showing the absence of FK2 signals in the *full Y-X NH synapsis* region (dashed circle in (b)) of X-Y chromosomes in *Sync-Spdya*^*cKO*^ spermatocytes. Scale bars, 2 µm. (c) Percentage of late pachytene *Sync-Spdya*^*cKO*^ spermatocytes lacking FK2 signals at the *full Y-X NH synapsis* region. (**E**) Illustration of a proposed mechanism underlying SpdyA-mediated X-Y loop-axis organization at late pachynema. Data information: All values are presented as the mean ± SD. “*n*” represents the total number of pachytene spermatocytes scored per genotype: from two mice in (**A**–**C**), and from three mice in (**D**). Statistical analyses were performed using Mann–Whitney test, and both exact *P* values in (**A**-d) and (**A-**e) ˂ 0.000000000000001. Source data are available online for this figure.

We hypothesized that the Y-X NH desynapsis is important for Y axis lengthening and the X-Y loop-axis organization that are needed for the sex chromosomal compaction within the pachytene sex body. As shown by immuno-FISH staining of γH2AX and Chr Y, in wild-type *Sync-Spdya*^*fl/fl*^ cells the entire Y chromosome with all its chromatin loops was enclosed within the aggregated γH2AX area (Fig. 4B, a–a″); however, in *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis*, part of the irregular Y loops was found outside of the γH2AX area (Fig. 4B, b–b″, dashed line-enclosed part of the Y loops). By measuring the fluorescence intensity of Y loops, we found that an average of 39.2% of the Y chromatin loop fluorescent signals in *Sync-Spdya*^*cKO*^ cells was located outside the γH2AX area (Fig. 4B-c), showing that the γH2AX phosphorylation on the Y loops was inadequate in late pachytene *Sync-Spdya*^*cKO*^ cells. Notably, compared to the oval-shaped γH2AX domain in *Sync-Spdya*^*fl/fl*^ cells, the γH2AX domain in *Sync-Spdya*^*cKO*^ cells also appeared irregular, implying that the X chromosome compaction might also be disrupted (Fig. 4B, a–b″).

We next studied whether the disrupted Y loop-axis organization was associated with aberrant post-translational modifications within the sex body in late pachytene *Sync-Spdya*^*cKO*^ cells. The germline-specific Polycomb protein SCML2 (Sex comb on midleg-like 2) is recruited to X-Y chromatin at the early-to-mid-pachytene transition, suppressing the ubiquitination of H2A Lysine 119 (K119) on the X-Y chromosomes (Hasegawa et al, 2015; Luo et al, 2015). As shown in Fig. 4C, a–a″, the Y chromatin signals were within the SCML2 area in *Sync-Spdya*^*fl/fl*^ cells, showing that SCML2 was correctly loaded onto the Y loops. However, in late pachytene *Sync-Spdya*^*cKO*^ cells with *full Y-X NH synapsis*, the Y loops were located largely outside the SCML2 signals on sex chromosomes (Fig. 4C, b–b″, dashed line-enclosed part of the Y loops). In these *Sync-Spdya*^*cKO*^ cells, an average of 47.8% of the Y chromatin fluorescent signals per cell were SCML2-negative (Fig. 4C-c), showing that part of the Y chromatin lacked SCML2-mediated suppression of H2A K119 ubiquitination. Similar to the γH2AX staining (Fig. 4B, b–b′), the SCML2 domain also appeared dispersed and irregular in *Sync-Spdya*^*cKO*^ cells (Fig. 4C, b–b′), indicative of disrupted X loops. Similar to *Sync-Spdya*^*fl/fl*^ cells, late pachytene *Sync-Spdya*^*cKO*^ cells with end-to-end associated X-Y chromosomes showed compact Y chromatin loops enclosed within aggregated γH2AX or SCML2 areas (Appendix Fig. S6A, B).

Moreover, immunostaining with FK2 antibody in late pachytene *Sync-Spdya*^*cKO*^ cells did not detect ubiquitinated conjugates in the *full Y-X NH synapsis* region, including the *X-Y* axes and loops (Fig. 4D-b, dashed circle). Quantification showed that as many as 59.7% of the *Sync-Spdya*^*cKO*^ cells exhibited an absence of FK2 signals at the *full Y-X NH synapsis* region (Fig. 4D-c), suggesting that the defective configuration of the Y loops might result from insufficient polyubiquitination of the Y-X NH-synapsed region, or vice versa.

As summarized in Fig. 4E, in wild-type pachytene spermatocytes, the NH desynapsed X and Y chromosomes undergo widespread polyubiquitination and dramatic loop-axis organization, including axis lengthening and chromatin loop shortening, which leads to sufficient X-Y chromosome compaction within the sex body. However, in *Spdya*^*cKO*^ pachytene spermatocytes exhibiting *full Y-X NH synapsis*, it is presumed that because ubiquitination regulation is limited in the region with *full Y-X NH synapsis*, the X-Y axis lengthening is suppressed with aberrantly extended X-Y chromatin loops, leading to insufficient X-Y chromosome compaction within the sex body, which can be a reason for the observed cell death. Therefore, we propose that Y-X NH desynapsis is required for proper X-Y loop-axis organization, which permits sex chromosome compaction within the confined space of the sex body.

### The *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells was caused by a defective LINC complex

To investigate if the *full Y-X NH synapsis* phenotype in *Sync-Spdya*^*cKO*^ pachytene cells was caused by presumed telomere detachment from the NE, we analyzed paraffin sections of *Sync-Spdya*^*cKO*^ testes at early pachynema (RA10.25), which was when 75.5% of the *Sync-Spdya*^*cKO*^ pachytene spermatocytes showed *full Y-X NH synapsis* (Fig. 5A). We found that autosomal Tel-NE attachment remained intact in 88.6% of early pachytene *Sync-Spdya*^*cKO*^ pachytene cells, similar to *Sync-Spdya*^*fl/fl*^ controls (Fig. 5B). The quadruple staining of testis section with HORMAD1 (HORMA Domain-Containing 1), Lamin B1, SYCP1 and ACA antibodies (Fig. 5C, a–b′) revealed that, similar to *Sync-Spdya*^*fl/fl*^ cells (illustrated in Fig. 5C-a″), the fully NH-synapsed X and Y chromosomes in *Sync-Spdya*^*cKO*^ pachytene cells exhibited intact Tel-NE attachment (illustrated in Fig. 5C-b″). It is worth noting that, under the *full Y-X NH synapsis* configuration, the middle part of the X axis was brought very close to the NE by the non-PAR telomere of the Y chromosome (Fig. 5C, b–b″, red arrows; yellow arrowheads mark the Y centromere), which might lead to excessive tension.

**Figure 5:**
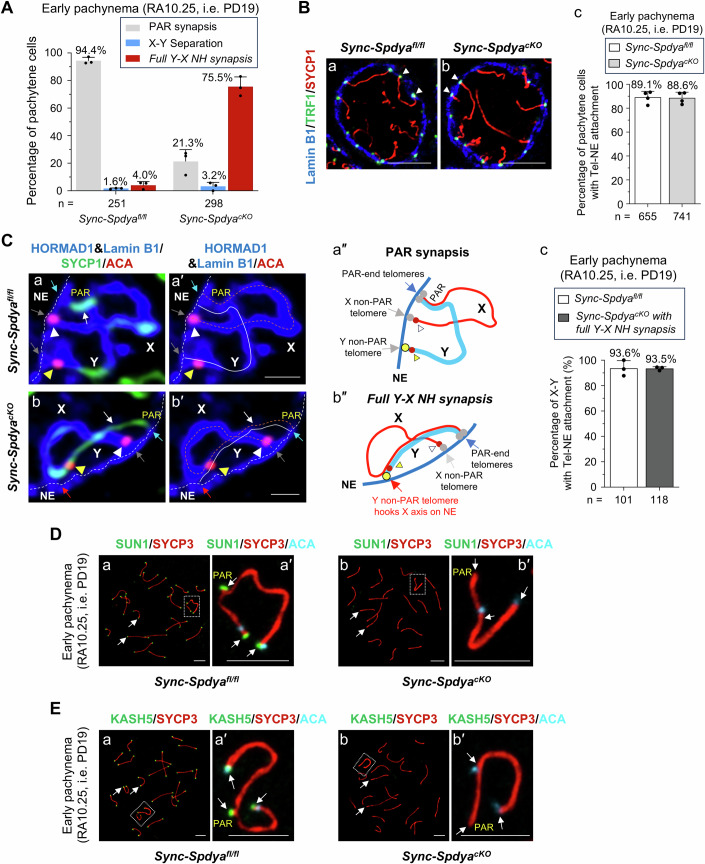
The *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells was caused by defective LINC complex. (**A**) Percentages of pachytene cells with different X-Y configurations in early pachytene *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes collected at RA10.25, following the tamoxifen regimen shown in Fig. 2A. (**B**) Early pachytene (RA10.25) *Sync-Spdya*^*fl/fl*^ (a) and *Sync-Spdya*^*cKO*^ (b) testis section immunostained for TRF1 (green), SYCP1 (red) and Lamin B1 (blue), showing intact autosomal Tel-NE attachment (white arrowheads) in *Sync-Spdya*^*cKO*^ spermatocytes at early pachynema. Scale bars, 5 µm. (c) Percentages of pachytene cells with Tel-NE attachment in *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes at RA10.25. (**C**) IF analyses of RA10.25 *Sync-Spdya*^*fl/fl*^ (a, a′) and *Sync-Spdya*^*cKO*^ (b, b′) testis sections with Lamin B1 (blue, for labeling the NE as indicated by the white dashed line), HORMAD1 (also blue, for labeling the unsynapsed region of the X and Y chromosome axes), SYCP1 (green, for labeling the synapsed region as indicated by the white arrows), and ACA (red, for labeling the centromeres of X and Y chromosomes, as indicated by the white and yellow arrowheads, respectively). (a′, b′) The orange dashed lines and solid white lines indicate the X and Y chromosome axes, respectively. Scale bars, 1 μm. (a″, b″) Illustration of Tel-NE attachment of X-Y chromosomes in early pachytene *Sync-Spdya*^*fl/fl*^ (a″) and *Sync-Spdya*^*cKO*^ (b″) spermatocytes. (c) Comparable percentages of X-Y chromosomes with Tel-NE attachment in *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ pachytene spermatocytes. (**D**) *Sync-Spdya*^*fl/fl*^ (a–a′) and *Sync-Spdya*^*cKO*^ (b–b′) pachytene spermatocytes immunostained for SUN1 (green), SYCP3 (red) and ACA (light blue). Scale bars, 5 µm. (**E**) *Sync-Spdya*^*fl/fl*^ (a–a′) and *Sync-Spdya*^*cKO*^ (b–b′) pachytene spermatocytes immunostained for KASH5 (green), SYCP3 (red) and ACA (light blue). Scale bars, 5 µm. Data information: All values are presented as the mean ± SD. “*n*” represents the total number of pachytene spermatocytes scored from three mice per genotype. Source data are available online for this figure.

Further quantitative analyses revealed that X-Y chromosomes in 93.6% of the *Sync-Spdya*^*fl/fl*^ pachytene cells and 93.5% of the *Sync-Spdya*^*cKO*^ pachytene cells with *full Y-X NH synapsis* exhibited Tel-NE attachment (Fig. 5C-c). These results show that the *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ pachytene cells is not a direct consequence of Tel-NE detachment.

Next, we examined whether the persistent *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ cells could be a result of weakened Tel-NE attachment. Staining of chromosome spreads collected at RA10.25 showed that the telomeric localization of TRF1, TERB1 and MAJIN were intact in *Sync-Spdya*^*cKO*^ pachytene cells (Appendix Fig. S7). However, compared to *Sync-Spdya*^*fl/fl*^ pachytene cells where SUN1 signals were observed at telomeres (Fig. 5D, a–a′, arrows), *Sync-Spdya*^*cKO*^ pachytene cells completely lost their SUN1 signals at telomeres of both autosomes and sex chromosomes (Fig. 5D, b–b′, arrows). These cells also lacked KASH5 signals at telomeres of both autosomes and sex chromosomes (Fig. 5E, b–b′, arrows). These results indicate that the LINC complex became defective when the telomeres lacked SpdyA, even though Tel-NE attachment was temporarily maintained. It is possible that the persistent *full Y-X NH synapsis* in *Sync-Spdya*^*cKO*^ cells was caused by defective LINC complexes with weakened pulling force on the non-PAR telomeres of Y chromosome, which failed to efficiently pull the telomeres away from the X axis (Fig. 5C-b″, red arrow) for the initiation of Y-X NH desynapsis.

### Disruption of the TRF1-SpdyA-LINC axis resulted in *full Y-X NH synapsis*

To confirm that the *full Y-X NH synapsis* in *Spdya*^*cKO*^ pachytene spermatocytes was a result of the weakened telomere-LINC complex, we disrupted the telomere shelterin complex by deleting the *Trf1* gene in pachytene spermatocytes, also using the synchronized mouse model (Fig. 6A, for details see Supplementary Results 2 and 3 and Appendix Fig. S8). As shown in Fig. 6B, we immediately noticed a high percentage of persistent *full Y-X NH synapsis* (Fig. 6B, b–c) in 66.2% of the *Sync-Trf1*^*cKO*^ pachytene cells (Fig. 6B-d).

**Figure 6:**
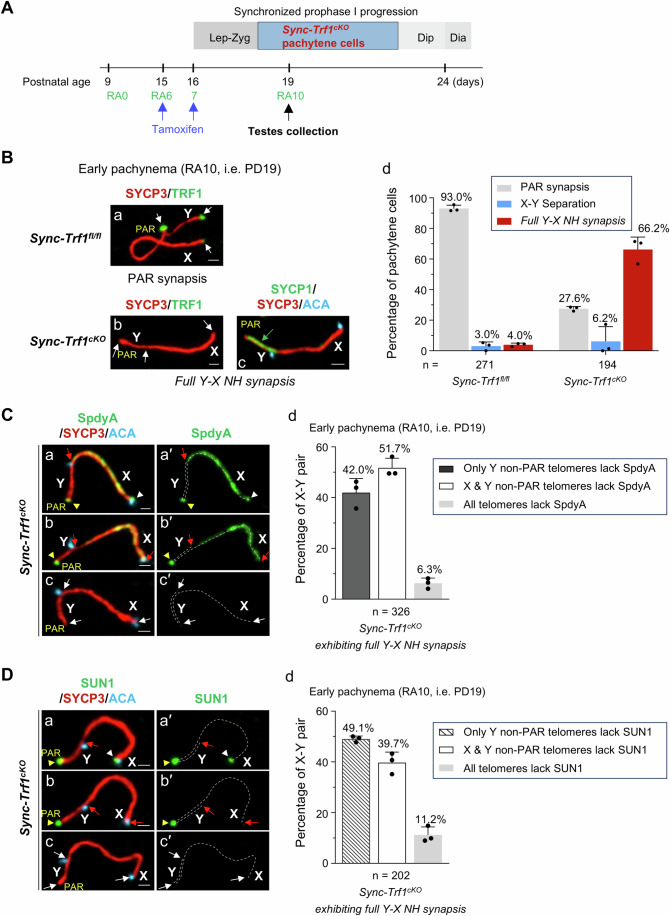
Pachytene stage-specific disruption of TRF1 resulted in *full Y-X NH synapsis.* (**A**) tamoxifen treatment regimen to obtain *Sync-Trf1*^*cKO*^ pachytene spermatocytes in synchronized *Trf1*^*fl/–*^*;Ddx4*-*Cre*^*ERT2*^ male mice. (**B**) Compared to *Sync-Trf1*^*fl/fl*^ pachytene cells (a) that exhibited PAR synapsis between X and Y chromosomes, large numbers of *Sync-Trf1*^*cKO*^ pachytene cells (b) exhibited *full Y-X NH synapsis*, as confirmed by continuous SYCP1 signals along the entire Y chromosome axis (c, green arrow). White arrow indicates the telomere. (d) Percentages of pachytene cells with different X-Y configurations in *Sync-Trf1*^*fl/fl*^ and *Sync-Trf1*^*cKO*^ testes at RA10. (**C**) In *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*, SpdyA (green) was frequently lost from non-PAR telomere of Y (a–a′, red arrows) or both non-PAR telomeres of X and Y chromosomes (b–b′, red arrows). Yellow and white arrowheads indicate the unaffected PAR-end telomeres (a–b′) and non-PAR X telomeres (a–a′), respectively. A minority of sex chromosomes with *full Y-X NH synapsis* showed a loss of SpdyA from all telomeres (c–c′, white arrows), as well as from the sex chromosome axes. Scale bars, 1 μm. (d) Percentages of X-Y pairs with SpdyA signal lost from different telomeres in *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*. (**D**) In *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*, SUN1 was also frequently lost from non-PAR telomeres of Y (a***–***a′, red arrows) or both non-PAR telomeres of X and Y chromosomes (b–b′, red arrows). Arrowheads indicate SUN1 signals at unaffected telomeres. A minority of sex chromosomes with *full Y-X NH synapsis* showed a loss of SUN1 from all telomeres (c–c′, white arrows). Scale bars, 1 μm. (d) Percentages of X-Y pairs with SUN1 signal lost from different telomeres in *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*. Data information: All values are presented as the mean ± SD. “*n*” represents the total number of pachytene spermatocytes scored from three mice per genotype. Source data are available online for this figure.

Interestingly, in *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*, we observed three distinct SpdyA expression patterns at telomeres of sex chromosomes:

1. The SpdyA signal was lost only from the non-PAR telomeres of the Y chromosome (Fig. 6C, a–a′, red arrows), while it remained intact at the PAR-end telomeres (Fig. 6C, a–a′, yellow arrowheads) and at the non-PAR telomeres of X chromosome (Fig. 6C, a–a′, white arrowheads).
2. The SpdyA signal was lost from the non-PAR telomeres of both X and Y chromosomes (Fig. 6C, b–b′, red arrows), while it remained intact at the PAR-end telomeres (Fig. 6C, b–b′, yellow arrowheads).
3. The SpdyA signal was lost from all of the telomeres of X and Y chromosomes (Fig. 6C, c–c′, white arrows).

Quantitative analysis revealed that among the *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis*, 42.0% lacked SpdyA specifically at the non-PAR telomeres of the Y chromosome, 51.7% lacked SpdyA at the non-PAR telomeres of both X and Y chromosomes, and 6.3% lacked SpdyA at all telomeres (Fig. 6C, D).

Interestingly, in *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis,* we also observed three SUN1 expression patterns on their sex chromosomes:

1. The SUN1 signal was lost from the non-PAR telomeres of Y chromosomes (Fig. 6D, a–a′, red arrows), whereas it was still present at the PAR-end telomeres (Fig. 6D, a–a′, yellow arrowheads) and at the non-PAR telomeres of the X chromosomes (Fig. 6D, a–a′, white arrowheads).
2. The SUN1 signal was lost from the non-PAR telomeres of both X and Y chromosomes (Fig. 6D, b–b′, red arrows), whereas it was still present at the PAR-end telomeres (Fig. 6D, b–b′, yellow arrowheads).
3. The SUN1 signal was lost from all telomeres (Fig. 6D, c–c′, white arrows).

Quantification showed that 49.1% of the *Sync-Trf1*^*cKO*^ pachytene cells with *full Y-X NH synapsis* lacked SUN1 at non-PAR telomeres of the Y chromosome, 39.7% lacked SUN1 at non-PAR telomeres of both X and Y chromosomes, and 11.2% lacked SUN1 at all telomeres (Fig. 6D-d).

These data suggest that the non-PAR telomeres of the X and Y chromosomes are more vulnerable to TRF1 disruption than the PAR-end telomeres. The loss of TRF1 leads to the loss of SpdyA and SUN1, which occurred more often at the non-PAR telomeres, especially from the non-PAR telomeres of the Y chromosome. This is likely the reason for the impaired Y-X NH desynapsis in *Sync-Trf1*^*cKO*^ pachytene cells.

### Pachytene spermatocytes were vulnerable to hypomorphic-SpdyA-induced *full Y-X NH synapsis*

We generated a hypomorphic-SpdyA mouse model, the *Spdya*^*A125V*^ knock-in mice, which recapitulate a missense mutation originally identified in a patient with non-obstructive azoospermia (NOA, Appendix Fig. S9). The SpdyA^A125V^ protein was unstable and had a shortened half-life (see Supplementary Result 4 and Appendix Fig. S10). Adult *Spdya*^*A125V*^ male mice exhibited reduced testis size and a marked decrease in elongated spermatids compared to their *Spdya*^*+/+*^ littermates (Fig. EV4A, B). In *Spdya*^*A125V*^ pachytene cells, SpdyA signals were reduced at telomeres and along the sex chromosome axes (Fig. EV4C), and up to 47.0% of these cells exhibited *full Y-X NH synapsis*, as well as 11.5% X-Y separation (Fig. EV4D). Quantitative analysis of meiotic prophase I stages revealed a significant reduction in diplotene spermatocytes in *Spdya*^*A125V*^ testes (Fig. EV4E), likely due to pachytene spermatocyte apoptosis observed in *Spdya*^*A125V*^ seminiferous tubules (Fig. EV4F).

**Figure EV4:**
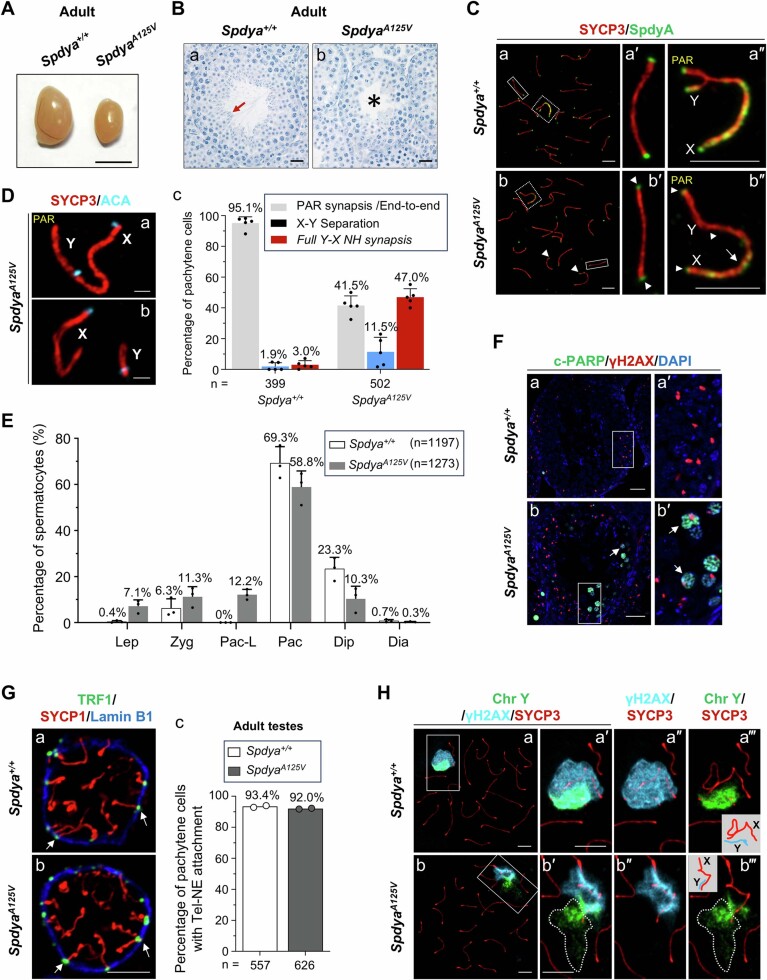
Adult *Spdya*^*A125V*^ mice is a hypomorphic-SpdyA model in which pachytene spermatocytes exhibited *full Y-X NH synapsis* and apoptosis. (**A**) The size of testis was smaller in the 3-month-old (adult) *Spdya*^*A125V*^ mice. Scale bar, 5 mm. (**B**) Histological analyses of testes from adult *Spdya*^*+/+*^ (a) and *Spdya*^*A125V*^ (b) mice. Red arrow indicates great amounts of elongated spermatids in *Spdya*^*+/+*^ seminiferous tubule, but they were difficult to find in *Spdya*^*A125V*^ seminiferous tubule (asterisk). Scale bars, 30 μm. (**C**) SpdyA signal intensity was strikingly reduced at telomeres (b–b″, arrowheads) and sex chromosome axes (b″, arrow) in *Spdya*^*A125V*^ pachytene spermatocyte. Magnified views (a′–a″, b′–b″) are indicated by solid and dashed rectangles in (a–b). Scale bars, 5 μm. (**D**) Numbers of *Spdya*^*A125V*^ pachytene cells exhibited *full Y-X NH synapsis* (a) and X-Y separation (b). Scale bars, 1 μm. (c) Percentages of pachytene cells with different X-Y configurations in testes from *Spdya*^*+/+*^ and *Spdya*^*A125V*^ adult male mice. (**E**) Analyses of meiotic stages in spermatocytes from adult *Spdya*^*+/+*^ and *Spdya*^*A125V*^ mice, based on immunostaining of chromosome spreads. Lep, leptotene; Zyg, zygotene; Pac-L, pachytene-like; Pac, pachytene; Dip, diplotene; Dia, diakinesis spermatocytes. (**F**) IF analyses of *Spdya*^*+/+*^ (a–a′) and *Spdya*^*A125V*^ (b–b′) testis sections immunostained for c-PARP (green) and γH2AX (red). Solid rectangles indicate areas magnified in (a′–b′). Arrows indicate apoptotic spermatocytes. Scale bars, 30 μm. (**G**) IF analyses of *Spdya*^*+/+*^ and *Spdya*^*A125V*^ testis sections with Lamin B1 (blue), TRF1 (green) and SYCP1 (red). Arrows indicate Tel-NE attachment. Scale bars, 5 μm. (c) Percentages of *Spdya*^*+/+*^ and *Spdya*^*A125V*^ pachytene cells with intact Tel-NE attachment. (**H**) Sex chromosomes in late pachytene *Spdya*^*A125V*^ spermatocytes with *full Y-X NH synapsis* displayed disrupted loop-axis organization. Chromosome spreads were subjected to immuno-FISH staining for γH2AX (light blue), Chr Y (green) and SYCP3 (red). Magnified views (a′–a‴, b′–b‴) are indicated by solid rectangles in (a, b). White dashed line-enclosed area indicates Y chromatin signals located outside the γH2AX area. Scale bars, 5 µm. Data information: In (**D**, **E**), values are presented as the mean ± SD; In (**G**), data are presented as the mean with individual values. “*n*” represents the total number of pachytene spermatocytes scored per genotype: from five mice in (**D**), from three mice in (**E**), and from two mice in (**G**).

We further found that *Spdya*^*A125V*^ pachytene spermatocytes exhibited normal Tel-NE attachment (Fig. EV4G), as well as normal H1t replacement and crossover formation (Appendix Fig. S11). However, in late pachytene *Spdya*^*A125V*^ cells with *full Y-X NH synapsis*, the loop-axis organization of the Y chromosome—and possibly also the X chromosome—was disrupted (Fig. EV4H). This defect was not observed in *Spdya*^*A125V*^ cells with end-to-end associated sex chromosomes (Appendix Fig. S6C). Based on these findings, we conclude that the disrupted loop-axis organization of sex chromosomes, caused by persistent *full Y-X NH synapsis*, is likely one of the key contributors to the elimination of *Spdya*^*A125V*^ pachytene cells, and that pachytene spermatocytes are particularly vulnerable to hypomorphic-SpdyA function.

### Phosphoproteomic screening revealed the phosphorylation of Serine 48 of SUN1 as a key function of SpdyA in mediating Y-X NH desynapsis

SpdyA is characterized as an activator of CDK1/2 (Gonzalez and Nebreda, 2020). To identify the physiological substrates of SpdyA/CDK2 kinases in mediating Y-X NH desynapsis, we performed phosphoproteomic analyses on testes from *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ mice, collected at RA10.25, when over 75% of *Sync-Spdya*^*cKO*^ pachytene cells exhibit *full Y-X NH synapsis* (Figs. 7A and 5A). The phosphoproteomic screening identified five telomere-associated proteins with altered phosphorylation levels, all of which were down-regulated in *Sync-Spdya*^*cKO*^ testes (Fig. 7B-a). Among them, the phosphorylation of SUN1 at Serine 48 [p-SUN1(S48)] was of particular interest because SUN1 is a SpdyA-binding protein and is a critical component of the LINC complex (Fig. 7B-b) (Chen et al, 2021). Phosphoproteomic analysis revealed a 70.8% reduction in p-SUN1(S48) levels in *Sync-Spdya*^*cKO*^ cells, with unchanged total SUN1 protein levels as measured by a simultaneous proteomic analysis (Fig. 7C).

**Figure 7:**
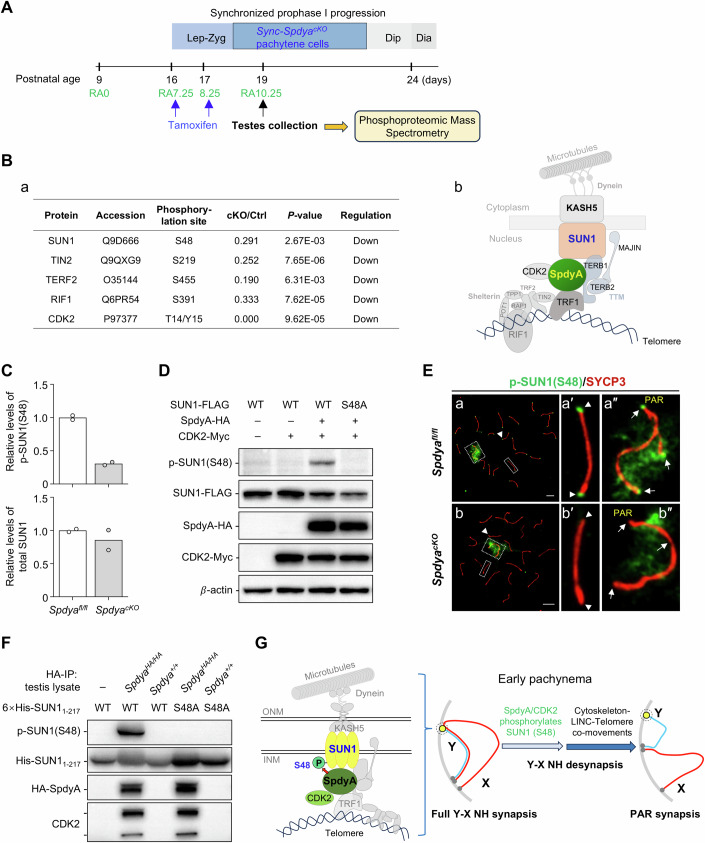
SpdyA mediated the phosphorylation of SUN1 at S48 for Y-X NH desynapsis. (**A**) The collection of synchronized testis samples at RA10.25 for phosphoproteomic mass spectrometry. (**B**) Five telomere-associated proteins with altered phosphorylation levels were identified (a), all of which were down-regulated in *Sync-Spdya*^*cKO*^ testes. (b) SpdyA-SUN1 binding is required for Tel-NE attachment. (**C**) Phosphoproteomic analysis revealed sharply reduced relative levels of phosphorylated S48 of SUN1 [p-SUN1(S48)] with unchanged total SUN1 protein levels in *Sync-Spdya*^*cKO*^ testes compared to those in *Sync-Spdya*^*fl/fl*^ testes at RA10.25. (**D**) The immunoblotting showing that the polyclonal antibody against p-SUN1(S48) detected a p-SUN1(S48) band in HEK293T cell lysates transfected with the *pcDNA3.1-Sun1*^*WT*^*-FLAG* plasmid, but not with the *pcDNA3.1-Sun1*^*S48A*^*-FLAG* plasmid. The p-SUN1(S48) signal was SpdyA-dependent. (**E**) Compared to *Spdya*^*fl/fl*^ cells (a–a″), p-SUN1(S48) signals were absent at the telomeres of both autosomes (b–b′, arrowheads) and sex chromosomes (b″, arrows) in *Spdya*^*cKO*^ pachytene cells. Scale bars, 5 μm. (**F**) Kinase assay showing that endogenous SpdyA/CDK2 complex, immunoprecipitated from *Spdya*^*HA/HA*^ testes, mediates SUN1 phosphorylation at S48. The experiment was performed with three biological replicates, and one representative result is shown. (**G**) Illustration of the phosphorylation of SUN1(S48) mediated by SpdyA/CDK2 at the non-PAR telomeres of Y chromosome (yellow dot in the dashed circle), which may be a key in conveying the cytoskeletal forces needed to drive the telomere movements of X-Y chromosomes and thus ensure Y-X NH desynapsis. Source data are available online for this figure.

To detect the levels of p-SUN1(S48), we first generated a rabbit polyclonal antibody against this phosphorylation site using a synthetic phosphorylated peptide LEPVFD (pS) PRMSR as the antigen. The specificity of the antibody was validated using multiple approaches. First, the antibody detected a p-SUN1(S48) band by Western blot in HEK293T cells transfected with *pcDNA3.1-Cdk2-Myc* and *pcDNA3.1-Spdya*^*WT*^*-HA* plasmids together with only *pcDNA3.1-Sun1*^*WT*^*-FLAG* plasmid (Fig. 7D), but not in cells with the *pcDNA3.1-Sun1*^*S48A*^*-FLAG* plasmid or in cells lacking *pcDNA3.1-Spdya*^*WT*^*-HA* plasmid (Fig. 7D). This indicated that the phosphorylation of S48 of SUN1 was achieved by SpdyA. The specificity of this antibody was further validated by three other means as summarized in Appendix Fig. S12.

Using this specific antibody, we observed p-SUN1(S48) signals at telomeres of autosomes (Fig. 7E, a–a′, arrowheads) and sex chromosomes (Fig. 7E-a″, arrows) in *Spdya*^*fl/fl*^ pachytene cells. The p-SUN1(S48) signals observed in the sex body region were non-specific, as the unphosphorylated SUN1 was exclusively located at telomeres (Fig. 7E; Appendix Fig. S12B). In *Spdya*^*cKO*^ pachytene cells, however, the p-SUN1(S48) signal was absent at telomeres of autosomes (Fig. 7E, b–b′, arrowheads) and sex chromosomes (Fig. 7E-b″, arrows), consistent with our result from the phosphoproteomic analysis (Fig. 7C).

We next tested whether immunoprecipitated endogenous SpdyA from WT mouse testis could phosphorylate the SUN1 protein at S48. We immunoprecipitated HA-SpdyA from testis lysates from male mice carrying endogenous HA-SpdyA (i.e., the *Spdya*^*HA/HA*^ mice). As expected, endogenous CDK2 was also pulled down along with HA-SpdyA (Fig. 7F). The immunoprecipitates were then used for an in vitro kinase assay with recombinant 6×His-SUN1_1–217_ (WT), or 6×His-SUN1_1–217_ (S48A) proteins as substrates. As shown in Fig. 7F, the p-SUN1(S48) signal was only detected in the group of immunoprecipitated HA-SpdyA with 6×His-SUN1_1–217_ (WT). These results confirmed that the SpdyA/CDK2 complex is able to phosphorylate SUN1 at S48.

In this context, as illustrated in Fig. 7G, we propose that the phosphorylation of SUN1 (S48) is maintained by SpdyA/CDK2 and that this is important for maintaining the integrity of the LINC complex, which in turn is required to facilitate the movement of the non-PAR telomeres of the Y chromosome in order to guide the NH desynapsis of the Y axis from the X axis (Fig. 7G). Taken together, our results suggest that the SpdyA/CDK2-mediated phosphorylation of SUN1 (S48) stabilizes the LINC complex and is thus key for driving the cytoskeleton-LINC-telomere co-movements of sex chromosomes and their NH desynapsis.

## Discussion

We and others previously reported that SpdyA plays an essential role in tethering telomeres to the NE during leptonema to zygonema in order to ensure proper autosomal synapsis and prophase I progression (Mikolcevic et al, 2016; Tu et al, 2017). In this study, we extended our focus to pachytene spermatocytes and generated a mouse model in which SpdyA was specifically knocked out in pachytene spermatocytes. We revealed a novel function of SpdyA in regulating Y-X NH desynapsis, which is surprisingly independent from the generally regarded events of pachynema progression, such as MSCI, crossover formation, and sex body formation. In addition, we found that Y-X NH desynapsis is critical for proper X-Y loop-axis organization and ubiquitination within the sex body. Therefore, the NH desynapsis of sex chromosomes is a distinct, independently regulated process that contributes to proper pachytene X-Y chromosome compaction during meiosis.

Why X and Y chromosomes undergo NH synapsis is unclear. It has been shown that partial homologous synapsis can cause NH synapsis between X^16^ and 16 chromosomes in T(X;16)16H male mice (Turner et al, 2006). It is possible that PAR synapsis drives extensive Y-X NH synapsis as an automatic process without specific regulation, as indicated by the nearly complete NH synapsis between Y chromosome and the inverted X chromosome in In(X)1H male mice (Ashley, 1987). Conversely, our study shows that Y-X NH desynapsis, which promptly follows Y-X NH synapsis, is predominantly regulated by SpdyA. This implies that Y-X NH synapsis may impede some key meiotic processes, which might be resolved by Y-X NH desynapsis. A reported study using immuno-FISH staining indicated that the Y chromatin loops undergo notable compaction around the Y axis from late zygonema to pachynema (Kauppi et al, 2011). In this study, our analyses of *Spdya*^*cKO*^ spermatocytes revealed that persistent *full Y-X NH synapsis* interrupts Y axis lengthening and disrupts chromatin loop organization, leading to defective X-Y chromosome compaction within the sex body. Thus, we propose that Y-X NH desynapsis acts as an initial step in large-scale loop-axis reorganization during the pachytene stage, including axis lengthening and chromatin loop shortening as well as widespread ubiquitination on X-Y axes and loops. Therefore, this SpdyA-initiated process appears to be essential for establishing a normal X-Y configuration in pachytene spermatocytes.

One intriguing finding in our study is that the fully NH-synapsed X-Y chromosomes do not escape MSCI. 

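In the bulk libraries at RA11.50, the 47 sex-linked genes with an unadjusted limma p below 0.05 were 9.71% of those tested, against 10.9% on autosomes. Of these, 37 were higher and 10 lower in the *Sync-Spdya* cKO libraries, while on autosomes 677 were higher and 597 lower. With each library left out in turn the sex-linked share ranged from 4.94% without cKO replicate 3 to 15.1% without control replicate 4, and the autosomal share from 5.66% without cKO replicate 4 to 15.7% without control replicate 1. The sex-linked share was above the autosomal one without control replicate 4 (15.1% against 15.0%), with array weights (21.3% against 21.0%) and with a mean FPKM above 5 in both groups (9.69% against 8.92%). More autosomal genes were lower than higher without control replicate 4 (929 against 804) and without cKO replicate 1 (795 against 708). The same held with a mean FPKM above 5 (366 against 353) and with all biotypes tested (729 against 681). The excess of higher autosomal genes grew in other settings, such as rescaling to TPM (866 against 354) and without control replicate 1 (1116 against 710). The sex-linked split was 29 higher against 20 lower without control replicate 2, and 41 against 4 without cKO replicate 1.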

Why is this the case? X-Y synapsis is highly regulated and occurs specifically at early pachynema, a stage when MSCI has already been initiated across the X-Y chromosomes. MSCI is typically established by mid-pachynema and is known to remain remarkably stable once established (Royo et al, 2013). It is possible that from early to mid-pachynema, the loop-axis reorganization of sex chromosomes is not as pronounced as it is during the late pachytene stage, thereby allowing MSCI to be properly established in *Spdya*^*cKO*^ pachytene spermatocytes. This hypothesis remains to be tested in future studies.

An important unresolved question in our study is the mechanism underlying the death of spermatocytes with persistent *full Y-X NH synapsis*. At present, it remains challenging to establish a direct causal link between disrupted X-Y loop-axis organization and the cell death seen in the *Spdya*^*cKO*^ mouse model, which exhibits severe Tel-NE detachment that may compromise the nuclear lamina and affect spermatocyte survival (Zetka et al, 2020). However, our analysis of *Spdya*^*A125V*^ mice—where Tel-NE attachment, H1t replacement, and crossover formation are preserved—revealed a strong correlation between *full Y-X NH synapsis* and disrupted X-Y loop-axis organization in late pachytene spermatocytes. We also observed that a large proportion of *Spdya*^*A125V*^ pachytene spermatocytes failed to progress to diplonema and instead underwent apoptosis. These findings suggest a potential role for chromosomal compaction dynamics in meiotic checkpoint surveillance. We propose that further investigation using the *Spdya*^*A125V*^ model will help elucidate how impaired X-Y chromosomal compaction contributes to pachytene spermatocyte apoptosis.

SpdyA facilitates the anchoring of telomeres to the NE through binding with TRF1 (Mikolcevic et al, 2016; Tu et al, 2017; Wang et al, 2018). Our analyses of *Trf1*^*cKO*^ pachytene spermatocytes also revealed persistent *full Y-X NH synapsis*, and notably, the majority of *full Y-X NH synapsis* in *Trf1*^*cKO*^ pachytene cells was accompanied by the absence of SpdyA and SUN1 at the non-PAR telomeres of Y chromosomes, whereas SpdyA and SUN1 were mostly retained at the PAR-end telomeres of X-Y chromosomes. These findings underscore the critical role of intact telomere structures, especially those of the non-PAR telomeres of the sex chromosomes, as a linkage with the LINC complex in mediating Y-X NH desynapsis during early pachynema. We propose that in the configuration of *full Y-X NH synapsis*, the “non-PAR telomeres-LINC” structure of the Y chromosome experiences excessive tension because it must bear the additional tension of anchoring the paired X axis to the NE (Fig. 5C). Thus, the Y chromosomal non-PAR telomeres are more susceptible to telomere defects, which can weaken their functional connections to cytoskeletal dynamics, ultimately leading to the persistent *full Y-X NH synapsis* configuration and the non-occurrence of Y-X NH desynapsis.

In prophase I of mouse spermatocytes, the LINC complex acts as a bridge connecting telomeres to the cytoskeleton in order to regulate telomere movement along the NE (Burke, 2018; Ding et al, 2007; Horn et al, 2013; Morimoto et al, 2012). A recent study reported that SUN1-SpdyA binding is key for linking telomeres to the LINC complex for proper autosomal synapsis in prophase I spermatocytes (Chen et al, 2021). In the current work, we demonstrated that the phosphorylation of SUN1 at S48 was reduced in *Spdya*^*cKO*^ pachytene spermatocytes, and that mouse SpdyA/CDK2 could phosphorylate SUN1 at S48 in an in vitro kinase assay. We thus propose that this SUN1 (S48) phosphorylation is the key step in stabilizing SUN1 in the LINC complex and in maintaining its binding with SpdyA, thereby sustaining the integrity of the telomere-LINC complex at the NE. Therefore, the phosphorylation of SUN1 at S48 within the LINC complex at the non-PAR telomeres of the Y chromosome may be of particular significance in initiating Y-X NH desynapsis.

In conclusion, our study demonstrates that SpdyA plays a crucial role in mediating the NH desynapsis of the X-Y chromosomes at early pachynema. This SpdyA-governed process ensures X-Y desynapsis and proper X-Y loop-axis organization in the sex body. Equally importantly, our study points out that Y-X NH desynapsis and its subsequent pachytene X-Y loop-axis organization are distinct events, separate from MSCI, recombination, and sex body formation, thus representing a previously unknown aspect of pachynema progression. Further studies are required to investigate how X-Y chromosome compaction promotes pachynema progression, as defects in this process may contribute to sterility in some NOA patients.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
HEK293T cells (*H. sapiens*)	ATCC	CRL-3216
C57BL6/J (*M. musculus*)	CYAGEN	N/A
**Recombinant DNA**		
pcDNA3.1(+)	ThermoFisher	V79020
pcDNA3.1-Spdya^WT^-HA	This study	N/A
pcDNA3.1-Spdya^A125V^-HA	This study	N/A
pcDNA3.1-Cdk2-Myc	This study	N/A
pcDNA3.1-Sun1^WT^-FLAG	This study	N/A
pcDNA3.1-Sun1^S48A^-FLAG	This study	N/A
**Antibodies**		
Mouse anti-SYCP3	Abcam	ab97672
Chicken anti-SYCP3	This study	N/A
Guinea pig anti-SYCP1	This study	N/A
Rabbit anti-SYCE1	Proteintech	11063-1-AP
Rabbit anti-TEX12	Proteintech	17068-1-AP
Rat anti-SPDYA	This study	N/A
Mouse anti-γH2AX	Millipore	05-636
Rabbit anti-γH2AX	Cell Signaling Technology	9718
Rabbit anti-SCML2	Luo et al (2015)	N/A
Mouse anti-FK2	Millipore	04-263
Human anti-ACA	Antibodiesinc	15-234
Rat anti-H1t	Lin et al (2024)	N/A
Mouse anti-MLH1	BD PharmingenTM	51-1327GR
Mouse anti-TRF1	Abcam	ab10579
Rabbit anti-TERB1	This study	N/A
Rabbit anti-MAJIN	This study	N/A
Rabbit anti-SUN1	This study	N/A
Rabbit anti-KASH5	This study	N/A
Rabbit anti-ANKRD31	This study	N/A
Rabbit anti-p-SUN1(S48)	This study	N/A
Rabbit anti-HORMAD1	Proteintech	13917-1-AP
Rabbit anti-Lamin B1	Proteintech	12987-1-AP
Rabbit anti-Cleaved PARP (Asp214)	Cell Signaling Technology	94885
Rabbit anti-macroH2A1	Sigma-Aldrich	ABE215
Chicken anti-GFP	Abcam	Ab13970
Mouse anti-DDX4	Abcam	Ab27591
Rabbit anti-SOX9	Millipore	AB5535
Mouse anti-ACTB	Proteintech	66009-1-IG
Rabbit anti-CDK2	Abcam	ab32147
Rabbit anti-HA	Cell Signaling Technology	3724
Rabbit anti-DYKDDDDK (FLAG)	Cell Signaling Technology	14793
Mouse anti-MYC	Proteintech	60003-2-IG
Rabbit anti-HIS	Proteintech	10001-0-AP
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Appendix Table S1
**Chemicals, enzymes, and other reagents**		
2 × Rapid Taq Master Mix	Vazyme	P222-01
Agarose	Biowest	BY-R0100
N,N′-Octamethylenebis (2,2-dichloroacetamide)	Santa Cruz Biotechnology	sc-295819A
Retinoic acid	Sigma-Aldrich	R2625
Corn oil	Sigma-Aldrich	C8267
Tamoxifen	Sigma-Aldrich	T5648
Paraformaldehyde	Sigma-Aldrich	158127
Bouin’s Fixative Solution	Phygene	PH0976
Prolong^TM^ Diamond Antifade Mountant with DAPI	ThermoFisher	P36962
VECTASHIELD antifade mounting medium with DAPI	Vector Laboratories	H-1200
Y whole-chromosome probe	Empire Genomics	MCENY-10-RE
TelC-Cy3 probe	PNA BIO	F1002
UltraPure^TM^ 20x SSC Buffer	ThermoFisher	15557044
Transporter 5	Polysciences	26008
MG132	Selleckchem	S2619
Cycloheximide	MedChemExpress	HY-12320
Pierce^TM^ IP lysis buffer	ThermoFisher	87787
Complete Protease Inhibitor	Roche	4693159001
Anti-HA Agarose	ThermoFisher	26181
Anti-DYKDDDDK (FLAG) Affinity Resin	ThermoFisher	A36801
Protein A Agarose	Roche	11719708001
Protein G Agarose	Roche	11719716001
SurePAGE^TM^, Bis-Tris, 10 × 8, 4–12%, procast gel	Genscript	M00652
Skim milk	Oxoid	LP0031
Ovalbumin	MedChemExpress	HY-W250978
ATP	MedChemExpress	HY-B2176
**Software**		
ZEISS ZEN 3.8	https://www.zeiss.com	
GraphPad Prism 10.0	https://www.graphpad.com	
Image Lab Software	https://www.bio-rad.com	
ImageJ	https://imagej.net	
**Other**		
Carl Zeiss LSM 900 inverted confocal microscope	Zeiss	LSM 900
Bio-Rad ChemiDoc XRS+ Imager	Bio-Rad	
Illumina HiSeq PE150	Illumina	
Illumina Novaseq X plus	Illumina	
TimsTOF Pro2 mass spectrometry	Bruker	

### Mice

All mouse lines used in this study were generated in the C57BL/6J genetic background by Cyagen Biosciences (Suzhou, China) using the CRISPR/Cas9-mediated genome-editing system unless otherwise specified. Briefly, Cas9 mRNA, two gRNAs targeting specific exons of the studied gene, and the donor vector containing the modified sequence were co-injected into fertilized mouse eggs to generate targeted knock-in offspring. The F0 founder mice were identified by PCR and DNA sequencing analysis and bred with wild-type mice to obtain F1 heterozygous mice. The F2 homozygous mice were obtained by in-crossing F1 heterozygous male and female mice. The primers used for genotyping are listed in Appendix Table S1. *Spdya*^*fl/fl*^ mice were generated by inserting two loxP sites flanking exon 2 of the *Spdya* gene. The *Ddx4*-*Cre*^*ERT2*^ mice were generated by inserting a “*Cre*^*ERT2*^*-P2A*” cassette into exon 2 of the *Ddx4* gene (Appendix Fig. S13A). The specificity of the Ddx4-Cre^ERT2^ fusion protein in mediating gene deletion in germ cells upon tamoxifen induction was validated by crossing the *Ddx4*-*Cre*^*ERT2*^ mouse line with *mT/mG* reporter mice (Appendix Fig. S13A–C). The *mT/mG* mice were kindly provided by Dr. Hua Zhang at China Agricultural University. As described previously (Muzumdar et al, 2007), upon Cre recombinase-mediated DNA deletion, the expression of the membrane-targeted red tdTomato fluorescence (mT) would be switched to that of the membrane-targeted green EGFP fluorescence (mG). After multiple rounds of crossing, *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice were obtained.

The *Trf1*^*fl/fl*^ mice were generated by inserting two loxP sites flanking exon 3 of the *Trf1* gene. The *Stra8-EGFPCre* mouse line, which expresses Cre recombinase driven by the endogenous *Stra8* promoter in germ cells, was obtained from Cyagen Biosciences (Stock No: C001283, Suzhou, China). The *Trf1*^*fl/fl*^ mice were first crossed to *Stra8-EGFPCre* mice and *Ddx4*-*Cre*^*ERT2*^ mice separately, and the resulting fertile *Trf1*^*fl/–*^ mice and *Trf1*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice were then crossed with each other to generate *Trf1*^*fl/–*^*;Ddx4*-*Cre*^*ERT2*^ mice.

The *Spdya*^*A125V*^ mice were generated by introducing a single nucleotide substitution (c.C374T) in the *Spdya* gene. The resulting p.A125V mutation in the mouse *Spdya* gene is equivalent to the p.A126V mutation in the human *SPDYA* gene. The *Spdya*^*HA/HA*^ mice were generated by inserting an HA tag downstream of the ATG start codon of the *Spdya* gene. The *Spdya*^*HA/HA*^ mice were fertile.

Mice were housed under controlled environmental conditions with free access to water and food, and illumination was on from 06:00 to 18:00. All experimental protocols were approved by the regional ethics committee of The University of Hong Kong-Shenzhen Hospital, Shenzhen, China.

### Human participants

The human study was approved by the Institutional Ethical Review Committee of Shanghai General Hospital, Shanghai Jiao Tong University School of Medicine (2020SQ199), Shanghai, China. Informed consents for the use of the clinical data, testicular tissue, and peripheral blood for research purposes were obtained from the donors.

For the initial cohort, we selected 1072 idiopathic NOA (iNOA) patients at the Department of Andrology, Urologic Medical Center, Shanghai General Hospital, Shanghai Jiao Tong University School of Medicine, Shanghai, China. Physical examination and repeated semen analysis after centrifugation were performed and analyzed according to the guidelines of the World Health Organization (6th edition). Known causal factors for male infertility, including orchitis, cryptorchidism, varicocele, radiation, chemotherapy, and testicular cancer, were excluded. The genetic screening, including karyotype and Y chromosome microdeletions, was carried out in the NOA patients. The definition of the testis phenotype was based on multiple testis biopsies; one fragment was analyzed by the pathologist, who described the histological features, while the remaining fragments were used to search for spermatozoa by the embryologist. In the end, 318 subjects with maturation arrest were recruited in the present study to undergo WES (whole exome sequencing) and one was identified to harbor bi-allelic *SPDYA* mutation (P21492). One patient with obstructive azoospermia (OA) who had normal spermatogenesis but epididymis obstruction was enrolled as the positive control.

The proband (aged 30, male, Chinese) had been diagnosed with male infertility for 2 years, and routine semen analysis revealed complete azoospermia with normal volume. Physical examination revealed normal testicular volume in both sides (12 mL), non-dilated epididymis, and palpable vas deferens on both sides without anamnestic risk factors for obstruction. The proband had a normal 46, XY karyotype and no Y chromosome microdeletions. Reproductive hormone levels were within the normal range. The patient underwent a microsurgical testicular sperm extraction procedure, but no sperm were successfully retrieved. The clinical information of this patient is summarized in Appendix Table S2.

### WIN 18,446 and retinoic acid treatment

WIN 18,446 [i.e., N,N′-Octamethylenebis (2,2-dichloroacetamide)], which inhibits RA synthesis (Hogarth et al, 2013), was resuspended at 200 mg/ml in DMSO and further diluted with corn oil to a final concentration of 10 mg/ml. Fresh WIN 18,446 suspension was prepared directly before injection to avoid precipitation. RA was resuspended to 100 mM in DMSO and further diluted with corn oil to a final concentration of 4.16 mM. Following an established protocol (Romer et al, 2018), PD2 neonatal male mouse pups were injected *subcutaneously* (s.c.) with WIN 18,446 (100 mg/kg body weight) daily for 7 days to keep spermatogonia in an undifferentiated state (Fig. S2A). At PD9, mice were s.c. injected with a single dose of RA (12.5 mg/kg body weight) to induce synchronous spermatogonial differentiation and prophase I progression. The state of synchronous prophase I was validated by a series of immunostaining for SYCP3 and SYCP1 on testis sections collected at different days post RA restoration (Appendix Fig. S1B).

### Tamoxifen administration for specific targeting of pachytene spermatocytes in juvenile male mice

Tamoxifen was directly dissolved with corn oil to a final concentration of 5 mg/ml. To obtain *Spdya*^*cKO*^ pachytene spermatocytes, *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ male mice were injected i.p. with tamoxifen (20 mg/kg body weight) daily on 2 consecutive days at PD16 and PD17. Testes were collected at PD22, 5 days after the last tamoxifen injection. *Spdya*^*fl/fl*^ littermate mice received identical treatments and were used as controls.

To obtain early or mid-pachytene *Sync-Spdya*^*cKO*^ pachytene spermatocytes with a high frequency of *full Y–X NH synapsis*, synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ mice were i.p. injected with tamoxifen (20 mg/kg body weight) for two consecutive days at RA7.25 and RA8.25 (i.e., PD16 and PD17). Testes were collected either at RA10.25 (i.e., PD19) or at RA11.25 (PD20) for analysis. To obtain late pachytene *Sync-Spdya*^*cKO*^ spermatocytes, synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ were i.p. injected with tamoxifen (20 mg/kg body weight) for 2 consecutive days at RA8.75 and RA9.75 (i.e., PD18 and PD19). Testes were collected at RA13 (i.e., PD22) for analysis. To obtain diplotene *Sync-Spdya*^*cKO*^ spermatocytes, synchronized *Spdya*^*fl/fl*^*;Ddx4*-*Cre*^*ERT2*^ were i.p. injected with tamoxifen (20 mg/kg body weight) for 2 consecutive days at RA10 and RA11 (i.e., PD19 and PD20). Testes were collected at RA14.25 (i.e., PD23) for analysis. The synchronized *Spdya*^*fl/fl*^ littermate mice received identical treatments and were used as controls.

To obtain *Sync-Trf1*^*cKO*^ pachytene spermatocytes, synchronized *Trf1*^*fl/–*^*;Ddx4*-*Cre*^*ERT2*^ and *Trf1*^*fl/fl*^ mice were i.p. injected with tamoxifen (20 mg/kg body weight) for 2 consecutive days at RA6 and RA7 (i.e., PD15 and PD16). Testes were collected at RA10 (i.e., PD19) for analysis.

### Antibody production

To examine the localization of SpdyA on chromosome spreads, polyclonal antibodies against mouse SpdyA (full length) were raised in rats by s.c. injection of 100–200 µg of purified TrxA-6×His-SpdyA on days 0, 15, 30, and 45. The rats were bled on day 54, and serum was prepared. The affinity column was prepared by coupling 1 mg purified TrxA-6×His-SpdyA protein to CNBr-activated Sepharose 4B (GE Healthcare). The antiserum was applied to the column, and the specific antibody was eluted with glycine HCl buffer (pH 2.5), followed by dialysis and concentration quantification. Protein purification, immunization of the animals and antibody affinity purification were performed by Dia-An Biotech, Inc. (Wuhan, China).

To characterize the phosphorylation state of the SUN1 protein, anti-pS48-SUN1 polyclonal antibodies were raised in rabbits immunized with the synthesized phosphorylated peptide LEPVFD (pS) PRMSR, a sequence corresponding to amino acids 42-53 of wild-type mouse SUN1, absorbed with non-phosphorylated peptide LEPVFDSPRMSR, and enriched with the phosphorylated peptide. Peptide synthesis, immunization of the animals and antibody affinity purification were done by YouKe Biological Technology Co. (Shanghai, China).

### Indirect immunofluorescence (IF) analyses

Mouse spermatocyte chromosome spreads were prepared as described previously (Peters et al, 1997). Briefly, after removing the tunica albuginea of the testis, the seminiferous tubules were carefully separated with a pair of fine forceps, subjected to a hypotonic buffer (30 mM Tris-HCl, 17 mM trisodium citrate dihydrate, 5 mM EDTA, 50 mM sucrose, 1 mM PMSF, 2.5 mM DTT, pH 8.2–8.4) for 25 min, and immediately transferred to 100 mM sucrose buffer for 5 min. The cell suspension obtained by gently squeezing the tubules with forceps was added to slides containing fixative buffer [1% paraformaldehyde (PFA), 0.15% Triton X-100, pH 9.2]. The air-dried spreads were then blocked with 5% BSA and incubated with primary antibodies at 4 °C overnight.

For IF analyses of testis sections, testes were fixed in 4% PFA for 24 h, dehydrated, and embedded in paraffin. After rehydration, the 5-μm sections were subjected to antigen retrieval by heating in Tris-EDTA buffer (pH 9.0) for 20 min. The cooled slides were then subjected to 5% BSA blocking and primary antibody staining. Primary antibodies were detected with Alexa Fluor 488-, 594- or 647-conjugated secondary antibodies. The slides were washed with PBS and mounted using Prolong^TM^ Diamond Antifade Mountant with DAPI (Invitrogen). The primary antibodies used for IF analyses are listed in Appendix Fig. S3.

### Immunofluorescence in situ hybridization (immuno-FISH)

The immuno-FISH assay to detect Y chromatin loops was carried out using a Y whole-chromosome probe (Empire Genomics). After IF, spread slides were fixed in 1% PFA (pH 9.2) for 10 min, washed with PBS, and dehydrated with 70%, 85% and 100% ethanol. The air-dried slides were heated in the prewarmed denaturation buffer [70% formamide, 2× saline sodium citrate (SSC), pH 7.0] at 73 °C for 5 min then washed, and dehydrated again with 70%, 85%, and 100% ethanol. The pre-denatured Y chromosome-specific probe was applied to the air-dried and pre-denatured slides and allowed to hybridize in a humid chamber at 37 °C for a minimum of 16 h. Four washes were conducted at 42 °C in 4× SSC with 0.2% Tween 20, each lasting 5 min.

Immuno-FISH to detect telomeres in testis sections was carried out based on a FISH protocol with minor modifications (Scherthan, 2017). In brief, after incubation with secondary antibodies, testis sections were washed, dehydrated, with 70%, 85%, and 100% ethanol and air-dried. After denaturation at 85 °C for 10 min, the sections were hybridized for 2 h at 37 °C with a Cy3-labeled (CCCTAA)_3_ PNA probe (PNA BIO) in hybridization buffer [20 mM Tris, pH 7.4, 60% formamide, 0.5% blocking reagent (Roche)]. The sections were washed sequentially in 2× SSC with 0.1% Tween 20 at 55 °C (twice) and with 2× SSC alone at room temperature (twice) for 5 min each time.

Immunolabeled chromosome spreads and tissue section samples were imaged with a Carl Zeiss LSM 900 inverted confocal microscope driven by Zeiss Efficient Navigation (ZEN) 3.2 software for Windows 10 (64 bits). Airyscan processing and Orthological projection functions were applied to prepare a stacked image for analysis using ZEN 3.2.

### Immunoblotting and co-immunoprecipitation (Co-IP)

For transfection into HEK293T cells, the cDNAs encoding SpdyA^WT^-HA, SpdyA^A125V^-HA, CDK2-Myc, SUN1^WT^-FLAG, and SUN1^S48A^-FLAG were constructed into the *pcDNA3.1* vector (referred as to *pcDNA3.1-Spdya*^*WT*^*-HA*, *pcDNA3.1-Spdya*^*A125V*^*-HA*, *pcDNA3.1-Cdk2-Myc*, *pcDNA3.1-Sun1*^*WT*^*-FLAG*, and *pcDNA3.1-Sun1*^*S48A*^*-FLAG*) and transfected using Transporter 5 (Polysciences). After 48 h, cells were washed three times in cold PBS and lysed in IP lysis buffer (Pierce) supplemented with Complete Protease Inhibitor (Roche) on ice for 20 min. The extracts were then centrifuged at 13,000×*g* for 20 min at 4 °C. The supernatants were used for immunoblots. For Co-IP experiments, cell lysates were incubated with anti-HA agarose (Thermo Scientific Pierce) or anti-FLAG (DYKDDDDK) Affinity Resin (Thermo Scientific Pierce) or with anti-Myc antibody followed by Protein A/G Agarose (Roche) at 4 °C on a tube rotator overnight. Precipitates were then washed with cold Tris-buffered saline with 0.05% Tween 20, resuspended in SDS-loading buffer, and boiled at 95 °C for 5 min. Equal amounts of proteins were loaded and electrophoresed on 4–12% SurePAGE precast protein gels (Genscript) and transferred onto polyvinylidene fluoride membranes (Millipore). The membranes were blocked with 5% skim milk (Oxoid) at room temperature for 1 h and probed with specific antibodies. Immunoreactive bands were detected and analyzed with a Bio-Rad ChemiDoc XRS+ Imager. β-actin was used as the internal loading reference. Each immunoblot was repeated at least three times using independent biological replicates.

### MG132 treatment and cycloheximide chase assays

SpdyA protein overexpressed in HEK293T cells is degraded by the proteasome (Al Sorkhy et al, 2009). To assess the ubiquitination-mediated degradation of the SpdyA protein 4 h after transfection of HEK293T cells with *pcDNA3.1-Cdk2-Myc* and *pcDNA3.1-Spdya*^*WT*^*-HA* or *pcDNA3.1-Spdya*^*A125V*^*-HA* plasmids, the cultures were treated with 5 μM MG132 for 12 h and cell lysates were analyzed by immunoblots. To assess the rate of protein degradation, 48 h after transfection of HEK293T cells with *pcDNA3.1-Cdk2-Myc*, and *pcDNA3.1-Spdya*^*WT*^*-HA*, or *pcDNA3.1-Spdya*^*A125V*^*-HA* expression vectors, the cultures were treated with cycloheximide (50 μg/ml) for 0–24 h. Immunoblots were used to detect the Spdya^WT^-HA or *Spdya*^*A125V*^-HA protein levels.

### Bulk RNA sequencing and data analyses

The bulk RNA sequencing was performed by Novogene Corporation Inc. Total RNA was purified from RA11.50 *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes (mid-late pachytene testes) using Trizol reagent (Invitrogen) according to the supplier’s instructions. The RNA quality and quantity were evaluated via Bioanalyzer (Agilent) and Qubit (Life Technologies), respectively. The assay was performed with an Illumina HiSeq PE150 (Novogene). Normalization was performed using Novomagic software (Novogene) to generate Fragments Per Kilobase Million (FPKM). Protein-coding genes having an average FPKM > 1 in both groups were included in the transcriptional profile comparison. Differential expression analysis was performed using DESeq2, and genes with FDR-adjusted *P* value < 0.05 and |log_2_ Fold change | >1 were considered to be differentially expressed.

### Single-cell library preparation and sequencing

The single-cell library preparation was carried out by Novogene Corporation Inc. Briefly, RA11.75 *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes (mid-late pachytene testes) from 5 mice per genotype were pooled and subjected to enzyme digestion, and the sorted single-cell suspension was loaded into Chromium microfluidic chips with 3′ (v3) chemistry and barcoded with a 10× Chromium Controller (10× Genomics). RNA from the barcoded cells was subsequently reverse-transcribed using a Chromium Single Cell 3′ (v3) reagent kit (10× Genomics). The library was sequenced using the Illumina Novaseq X plus system.

### Single-cell RNA sequencing data analysis

The gene expression matrices were obtained using Cell Ranger (version 4) and were filtered using Seurat v4.0.4. Doublets were removed using DoubletFinder. Bioinformatics analyses, such as UMAP clustering and differential gene expression analysis, were conducted using Omicsmart, an interactive online platform designed for real-time data analysis (http://www.omicsmart.com).

### TEM analysis

Mice were sacrificed, and the testes were collected and transferred into an Eppendorf tube with fresh TEM fixative (Servicebio) for 2 h at RT and then stored at 4 °C for transportation. Resin embedding, sectioning, and TEM imaging were performed by Wuhan Servicebio Technology Co., Ltd. (Wuhan, China). As previously described (Lin et al, 2024), the tissues were post-fixed with 1% OsO_4_ (Ted Pella Inc), dehydrated, and embedded in EMBed 812. After polymerization, the resin blocks were cut into 60–80 nm ultrathin sections using an ultramicrotome (Leica UC7). The sections were then placed on 150 mesh copper grids, stained with 2% uranium acetate and 2.6% lead citrate, and imaged by TEM (HITACHI, HT7800).

### Phosphoproteomic analysis

The data-independent acquisition (DIA)-based phosphoproteomic analysis was performed by Shanghai Luming Biological Technology Co., LTD (Shanghai, China). RA10.25 *Sync-Spdya*^*fl/fl*^ and *Sync-Spdya*^*cKO*^ testes (2 days after the second tamoxifen injection) were ground in liquid nitrogen and homogenized on ice in lysis buffer (Beyotime) with Phosphatase inhibitor cocktail (Beyotime). After centrifugation, the supernatant was collected, and the protein concentration was quantified with a BCA kit. After trypsin digestion, the peptides were desalted on a Sep-Pak C18 Cartridge (Waters), vacuum-dried, and reconstituted in 50% acetonitrile with 0.1% formic acid (Thermo Scientific) according to the manufacturer’s instructions. The phosphopeptides were enriched using a High-Select Fe-NTA Phosphopeptide Enrichment Kit (Thermo Scientific). Each sample was mixed with the indexed retention time (iRT) internal-standard mixture (Biognosys) at a ratio of 20:1. Peptide samples were analyzed on a nanoElute liquid chromatography system (Bruker) coupled with a TimsTOF Pro2 mass spectrometry (Bruker). The resulting DIA raw data were analyzed by searching the constructed spectral library with a Spectronaut Pulsar 18.7 (Biognosys). The main parameters of the software–Precursor Qvalue cutoff and Protein Qvalue cutoff–were both set to 0.01.

### SUN1 protein kinase assay

The production and purification of TrxA-6×His-SUN1_1–217_ (WT) or TrxA-6×His-SUN1_1–217_ (S48A) recombinant proteins were carried out by Mabnus Biotech, Inc. (Wuhan, China). Briefly, the cDNAs encoding mouse SUN1 amino acids 1–217, either WT or the S48A mutant, were subcloned into the *pET-32a* (+) vector and expressed in *Escherichia coli*. The cells were cultured at 37 °C and then induced with 1 mM IPTG for 12 h at 18 °C. Following cell collection, sonication, and centrifugation, the soluble fractions were purified using Ni-NTA Agarose. The purified proteins were subsequently dialyzed in EB buffer containing 80 mM β-glycerophosphate, 20 mM EGTA, and 15 mM MgCl_2_, pH 7.3. The protein purity was analyzed with 4–20% SDS-PAGE and Coomassie brilliant blue staining.

To determine the endogenous kinase activity of the SpdyA complex in pachytene spermatocytes, fresh testes from PD17 *Spdya*^*HA/HA*^ and *Spdya*^*+/+*^ mice were decapsulated and lysed in EBN^++^ buffer containing 80 mM β-glycerophosphate (pH 7.3), 20 mM EGTA, 15 mM MgCl_2_, 150 mM NaCl, 1 mg/ml ovalbumin, and 0.5% NP-40 supplemented with Complete Protease Inhibitor on ice for 30 min. The extracts were then centrifuged at 13,000×*g* for 30 min at 4 °C. The supernatants were used for immunoprecipitation.

A total of 3 mg of the testis protein lysates from each group were incubated with Anti-HA Agarose at 4 °C on a tube rotator overnight. The immunoprecipitation beads were then washed twice in cold EBN^++^ buffer and twice in EB^++^ buffer (EBN^++^ buffer without NaCl and NP-40) and then incubated with 3 μg TrxA-6×His-SUN1_1–217_ (WT) or TrxA-6×His-SUN1_1–217_ (S48A) peptides, 15 mM ATP (MedChemExpress), and 10 mM DTT in EB^++^ buffer for 1 h at 37 °C. Reactions were terminated in 1× SDS-loading buffer, boiled for 5 min, and subjected to immunoblotting analyses.

### Statistical analysis

Statistical analyses were conducted using GraphPad Prism software version 10.0 (GraphPad Software Inc.). For statistical analysis of the differences between two groups, two-tailed unpaired Student’s *t* tests were used. For statistical analyses of data presented as scatter plots and c-PARP^+^ cell ratio comparisons, nonparametric two-tailed Mann–Whitney tests were used. Investigators were not blinded to mouse genotypes or cell genotypes during the experiments.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The bulk RNA-Seq data have been deposited to the Gene Expression Omnibus (GEO) repository under accession number GSE276678. The scRNA-seq raw data are available from the Genome Sequence Archive in the National Genomics Data Center (https://www.cncb.ac.cn/) with accession number CRA026315 from project PRJCA040919. Mass spectrometry proteomics and phosphoproteomic data have been deposited with the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository (Chen et al, 2022; Ma et al, 2019) with the dataset identifier PXD056108. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00528-8.

# Supplementary material for: Speedy A governs non-homologous XY chromosome desynapsis as a unique prerequisite for XY loop-axis organization
**Source:** EMBO J. 2025 Aug 18;44(19):5509–36. doi: 10.1038/s44318-025-00528-8
**Supplement:** Supplementary file 1 — Appendix

1 **Appendix for**

2

3 **Speedy A governs non-homologous XY desynapsis as a unique prerequisite for**  
4 **XY loop-axis organization**

5

6 By Dongteng Liu et al.

7

8 **Table of Contents:**

|    |                                                                                                     |    |
|----|-----------------------------------------------------------------------------------------------------|----|
| 9  | <b>Supplementary Result 1.</b> Validation of the mouse model of synchronized meiotic                |    |
| 10 | prophase I. ....                                                                                    | 3  |
| 11 | <b>Supplementary Result 2.</b> Specific disruption of the <i>Trf1</i> gene in mouse pachytene       |    |
| 12 | spermatocytes. ....                                                                                 | 3  |
| 13 | <b>Supplementary Result 3.</b> Absence of TRF1 disrupted Tel-NE attachment, leading to              |    |
| 14 | the demise of pachytene spermatocytes. ....                                                         | 4  |
| 15 | <b>Supplementary Result 4.</b> The mouse SpdyA <sup>A125V</sup> protein exhibited defective protein |    |
| 16 | production and shortened half-life. ....                                                            | 5  |
| 17 | <b>Appendix Figure S1.</b> Manipulation of retinoic acid signaling allows synchronous               |    |
| 18 | development of germ cells. ....                                                                     | 6  |
| 19 | <b>Appendix Figure S2.</b> Normal DSB formation in the PAR and meiotic progression in               |    |
| 20 | <i>Sync-SpdyA<sup>CKO</sup></i> pachytene spermatocytes. ....                                       | 8  |
| 21 | <b>Appendix Figure S3.</b> Bulk RNA-seq analysis revealed similar transcriptional profiles          |    |
| 22 | between <i>Sync-SpdyA<sup>fl/fl</sup></i> and <i>Sync-SpdyA<sup>CKO</sup></i> mid-late pachytene    |    |
| 23 | testes. ....                                                                                        | 9  |
| 24 | <b>Appendix Figure S4.</b> Tamoxifen-induced knockout of <i>SpdyA</i> in juvenile mice leads to     |    |
| 25 | persistent meiotic arrest and absence of spermatozoa in                                             |    |
| 26 | adulthood. ....                                                                                     | 10 |
| 27 | <b>Appendix Figure S5.</b> Knockout of <i>SpdyA</i> did not impair autosomal desynapsis. ....       | 11 |

|    |                                                                                                         |    |
|----|---------------------------------------------------------------------------------------------------------|----|
| 28 | <b>Appendix Figure S6.</b> Normal X-Y loop-axis organization in late pachytene <i>Sync-</i>             |    |
| 29 | <i>Spdya</i> <sup>CKO</sup> and <i>Spdya</i> <sup>A125V</sup> spermatocytes with end-to-end X-Y         |    |
| 30 | configuration. ....                                                                                     | 12 |
| 31 | <b>Appendix Figure S7.</b> Normal telomeric localization of TRF1, TERB1 and MAJIN on                    |    |
| 32 | sex chromosome in early pachytene <i>Sync-Spdya</i> <sup>CKO</sup>                                      |    |
| 33 | spermatocytes. ....                                                                                     | 13 |
| 34 | <b>Appendix Figure S8.</b> Deletion of the <i>Trf1</i> gene in pachytene spermatocytes in               |    |
| 35 | mice. ....                                                                                              | 14 |
| 36 | <b>Appendix Figure S9.</b> Identification of a homozygous missense mutation in human                    |    |
| 37 | <i>SPDYA</i> gene in a NOA patient. ....                                                                | 15 |
| 38 | <b>Appendix Figure S10.</b> The A125V substitution reduces the stability of SpdyA protein               |    |
| 39 | in HEK293T cells. ....                                                                                  | 16 |
| 40 | <b>Appendix Figure S11.</b> Normal meiotic progression and crossover formation in                       |    |
| 41 | <i>Spdya</i> <sup>A125V</sup> pachytene spermatocytes. ....                                             | 17 |
| 42 | <b>Appendix Figure S12.</b> The p-SUN1(S48) were specifically localized at telomeres in                 |    |
| 43 | prophase I mouse spermatocytes. ....                                                                    | 18 |
| 44 | <b>Appendix Figure S13.</b> Functional validation of <i>Ddx4-Cre</i> <sup>ERT2</sup> knockin mice using |    |
| 45 | <i>mT/mG</i> reporter mice. ....                                                                        | 19 |
| 46 | <b>Appendix Table S1.</b> Information of the primers used for genotyping, Sanger                        |    |
| 47 | sequencing and quantitative PCR. ....                                                                   | 20 |
| 48 | <b>Appendix Table S2.</b> Clinical and semen characteristics in the proband with the bi-                |    |
| 49 | allelic <i>SPDYA</i> variant with A126V missense                                                        |    |
| 50 | mutation. ....                                                                                          | 21 |
| 51 | <b>Appendix Table S3.</b> List of antibodies. ....                                                      | 22 |
| 52 | <b>Appendix Reference.</b> ....                                                                         | 24 |
| 53 |                                                                                                         |    |

## Supplementary Results

### 1. Validation of the mouse model of synchronized meiotic prophase I.

Briefly, PD2 neonatal male mouse pups were *s.c.* injected with WIN 18,446 (100 mg/kg body weight) daily for 7 consecutive days to suppress spermatogonial differentiation. At PD9, mice were *s.c.* injected with RA (12.5 mg/kg body weight) to synchronously restore spermatogenesis. To validate the state of synchronous prophase I, we collected testes at different days post RA restoration and performed immunostaining for SYCP3/SYCP1 or  $\gamma$ H2AX/H1t on the testis sections.

The analysis provided a timeline of synchronized prophase I spermatocytes as summarized in Appendix Fig. S1A. As shown in Appendix Fig. S1B (a-a''), at RA7.25 the synchronized seminiferous tubules only contained leptotene spermatocytes without SYCP1 signals. These spermatocytes developed quickly and became zygotene cells with incomplete SYCP1 signals at RA7.75 (Appendix Fig. S1B, b-b''). At RA9.75, the seminiferous tubules contained early pachytene spermatocytes with all SYCP1 signals overlapping the SYCP3 signals on all autosomes (Appendix Fig. S1B, c-c'') along with aggregated  $\gamma$ H2AX signals at the sex body area (Appendix Fig. S1B-c'''), while H1t signal was absent in the nucleus (Appendix Fig. S1B-c'''). At RA11.75, the synchronized tubules harbored mid-to-late pachytene spermatocytes with moderate H1t signals (Appendix Fig. S1B, d-d'') that became much stronger at RA13.25 when the first wave of synchronized spermatocytes were in late pachytene stage (Appendix Fig. S1B, e-e''). Note that the second wave of spermatocytes entered leptotene stage at that moment. Lastly, at RA15 and RA15.75 the first wave of synchronized spermatocytes became diplotene cells (Appendix Fig. S1B, f-f'') and metaphase I cells (Appendix Fig. S1B, g-g'').

### 2. Specific disruption of the *Trf1* gene in mouse pachytene spermatocytes.

The *Trf1*<sup>fl/fl</sup> mice were separately crossed with the germ cell-specific *Stra8-EGFPCre*

mouse line and with the tamoxifen-inducible *Ddx4-Cre<sup>ERT2</sup>* mouse line. The resulting fertile *Trf1<sup>fl/-</sup>* mice (Wang *et al*, 2018) and *Trf1<sup>fl/fl</sup>;Ddx4-Cre<sup>ERT2</sup>* mice were then crossed with each other to generate *Trf1<sup>fl/-</sup>;Ddx4-Cre<sup>ERT2</sup>* mice and littermate *Trf1<sup>fl/fl</sup>* mice. After multiple tests, we established a method to obtain conditional *Trf1*-knockout (*Trf1<sup>cko</sup>*) pachytene spermatocytes. Briefly, two consecutive *i.p.* injections of tamoxifen (20 mg/kg) were given to synchronized male *Trf1<sup>fl/-</sup>;Ddx4-Cre<sup>ERT2</sup>* and *Trf1<sup>fl/fl</sup>* mice at RA6 and RA7 (i.e., PD15 and PD16) and their testes were collected at RA10 (i.e., PD19, illustrated in Appendix Fig. S8A).

When probed with a TRF1 antibody, the control synchronized (*Sync*)-*Trf1<sup>fl/fl</sup>* spermatocytes at RA10 displayed TRF1 signals at telomeres (Appendix Fig. S8B, a and a', arrowheads), whereas the *Sync-Trf1<sup>cko</sup>* pachytene spermatocytes showed a marked loss of TRF1 signals at telomeres (Appendix Fig. S8B, b and b', arrows). Similar to *Sync-Trf1<sup>fl/fl</sup>* pachytene spermatocytes, the *Sync-Trf1<sup>cko</sup>* cells exhibited normal pachytene SYCP1 signals in all autosomes (Appendix Fig. S8C-b, arrowheads) and aggregated  $\gamma$ H2AX signals in the sex body region (Appendix Fig. S8C-b, arrow). Quantitative analysis revealed that 98.1% of cells in the *Sync-Trf1<sup>fl/fl</sup>* group and 91.6% of cells in the *Sync-Trf1<sup>cko</sup>* group were pachytene spermatocytes (Appendix Fig. S8C-c).

### **3. Absence of TRF1 disrupted Tel-NE attachment, leading to the demise of pachytene spermatocytes.**

As expected, compared to *Sync-Trf1<sup>fl/fl</sup>* early pachytene cells in which all telomeres were attached to the NE (Appendix Fig. S8D-a), *Sync-Trf1<sup>cko</sup>* cells exhibited impaired Tel-NE attachment, with telomeres localized within the nuclear interior (Appendix Fig. S8D-b, arrows). As a result, *Sync-Trf1<sup>cko</sup>* testes appeared smaller than *Sync-Trf1<sup>fl/fl</sup>* testes at RA13 (Appendix Fig. S8E-a). Histological analysis further revealed that, in contrast to *Sync-Trf1<sup>fl/fl</sup>* seminiferous tubules at RA13, which contained late

pachytene spermatocytes (Appendix Fig. S8E-b), *Sync-Trf1<sup>ckO</sup>* seminiferous tubules were devoid of spermatocytes (Appendix Fig. S8E-c, asterisk). These findings suggest that TRF1 is essential for Tel-NE attachment in pachytene spermatocytes and for the survival of these cells.

#### **4. The mouse SpdyA<sup>A125V</sup> protein exhibited defective protein production and shortened half-life.**

To investigate the functional defects of the SpdyA<sup>A125V</sup> protein, we transfected HEK293T cells with *pcDNA3.1-SpdyA<sup>WT</sup>-HA* or *pcDNA3.1-SpdyA<sup>A125V</sup>-HA*, along with *pcDNA3.1-Cdk2-Myc* plasmids. CDK2 was consistently co-transfected with SpdyA, as it is known to stabilize SpdyA expression in transfected cells (Chen *et al*, 2021). We observed that the expression level of SpdyA<sup>A125V</sup>-HA was markedly reduced compared to SpdyA<sup>WT</sup>-HA in HEK293T cells (Appendix Fig. S10A).

To examine whether the lower level of SpdyA<sup>A125V</sup> protein was due to an enhanced proteasomal degradation via ubiquitination (Al Sorkhy *et al*, 2009), we treated the transfected cells with a proteasome inhibitor MG132. As shown in Appendix Fig. S10B, both SpdyA<sup>WT</sup>-HA and SpdyA<sup>A125V</sup>-HA protein levels were strongly elevated in the presence of MG132 compared to the DMSO control. However, the SpdyA<sup>A125V</sup>-HA protein level remained consistently lower than that of SpdyA<sup>WT</sup>-HA, suggesting that the translation/production of the SpdyA<sup>A125V</sup> protein *per se* may be defective.

We next examined the protein half-life. HEK293T cells were treated with cycloheximide, a protein synthesis inhibitor (Schneider-Poetsch *et al*, 2010), and harvested at various time points post-treatment. As shown in Appendix Fig. S10C, the half-life of SpdyA<sup>WT</sup>-HA was 13.11 hours, whereas SpdyA<sup>A125V</sup>-HA exhibited a significantly shortened half-life of 7.59 hours. These results indicate that the SpdyA<sup>A125V</sup> mutant protein is intrinsically less stable.

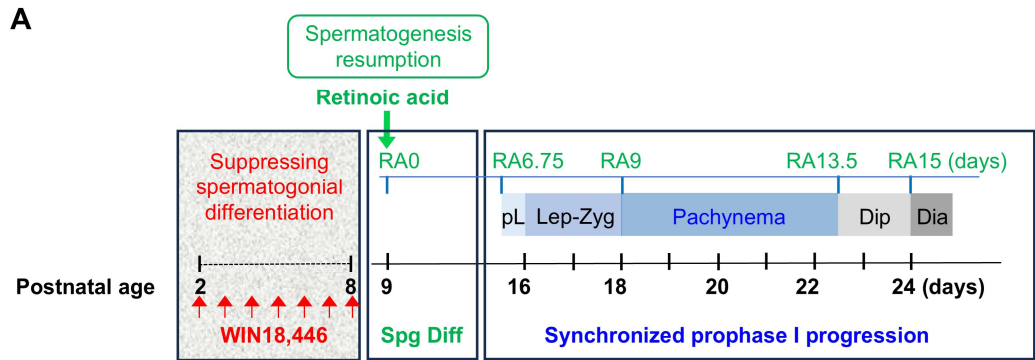

**Appendix Figure S1. Manipulation of retinoic acid signaling allows synchronous development of germ cells.**

(A) Illustration of synchronization procedures and timeline for synchronous development of mouse spermatocytes. PD2 neonatal male mouse pups were s.c. injected with WIN 18,446 (100 mg/kg body weight) for 7 consecutive days to suppress spermatogonial differentiation. At PD9, treated mice were s.c. injected with RA (12.5 mg/kg body weight) to restore spermatogenesis. At around RA6.75, the spermatogenic cells entered pre-leptonema and developed through leptotene and zygotene stages from RA7 to RA9. At RA9 the spermatocytes entered pachytene stage, which will last for about 4.5 days, until RA13.5. The spermatocytes then entered diplotene stage at RA13.5 and diakinesis stage at RA15.5.

(B) A series of immunostaining for SYCP3 (red) and SYCP1 (green) on testis sections collected at different days post RA restoration, validating the state of synchronous prophase I. L, leptotene spermatocyte; Z, zygotene spermatocyte; EP, early pachytene spermatocyte; MP, mid-pachytene spermatocyte; LP, late pachytene spermatocyte; D, diplotene spermatocyte; MI, metaphase I spermatocyte. Scale bars, 20  $\mu$ m. (c<sup>'''</sup>, d<sup>'''</sup> and e<sup>'''</sup>) H1t and  $\gamma$ H2AX co-staining on testis sections showing that no H1t signals in early pachytene spermatocytes (RA9.75, c<sup>'''</sup>), moderate H1t signals in mid-pachytene spermatocytes (RA11.75, d<sup>'''</sup>) and strong H1t signals in late pachytene spermatocytes (RA13.25, e<sup>'''</sup>). Scale bars, 20  $\mu$ m.

**B**

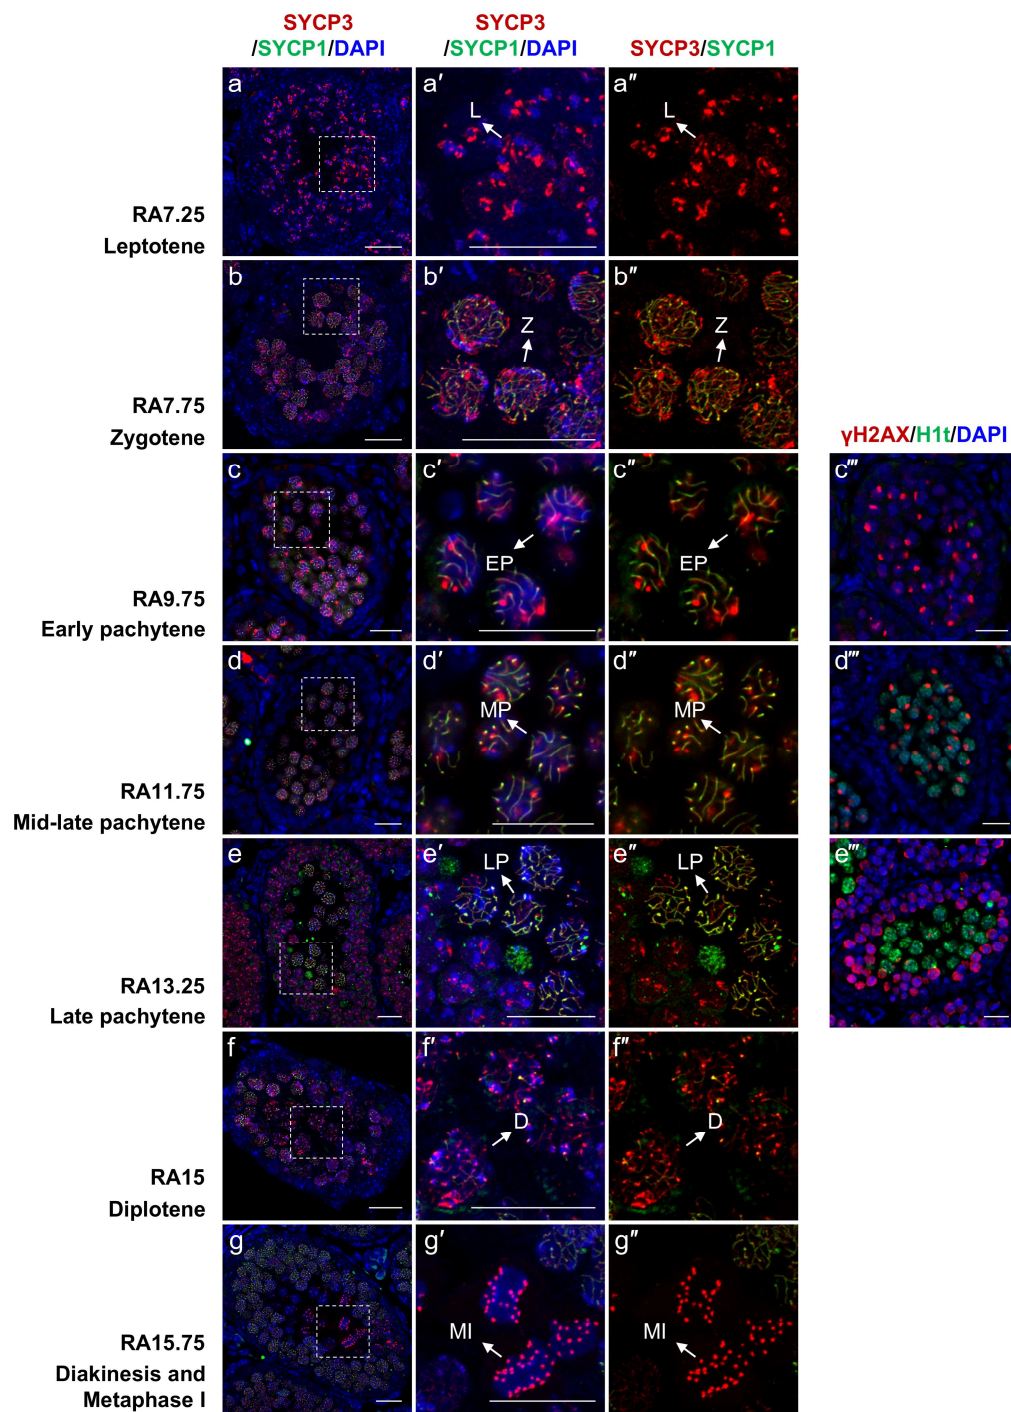

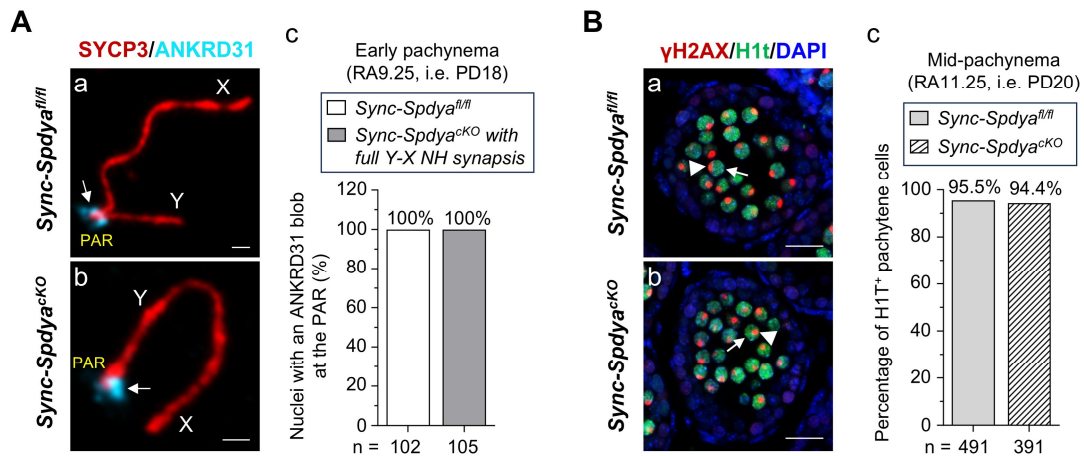

**Appendix Figure S2. Normal DSB formation in the PAR and meiotic progression in *Sync-Spdya<sup>cKO</sup>* pachytene spermatocytes.**

(A) A normal ANKRD31 blob was observed at the PAR in early pachytene (RA9.25) *Sync-Spdya<sup>cKO</sup>* cells with full Y-X NH synapsis (b). Scale bars, 1  $\mu$ m. (c) Percentages of nuclei with an ANKRD31 blob at the PAR in each genotype.

(B) IF analyses of *Sync-Spdya<sup>fl/fl</sup>* (a) and *Sync-Spdya<sup>cKO</sup>* (b) testis sections stained for H1t (green, arrows),  $\gamma$ H2AX (red, arrowheads) and DAPI (blue), showing whole-nucleus distribution of H1t in *Sync-Spdya<sup>cKO</sup>* pachytene spermatocyte. Scale bars, 30  $\mu$ m. (c) Percentages of H1t-positive pachytene cells in each genotype.

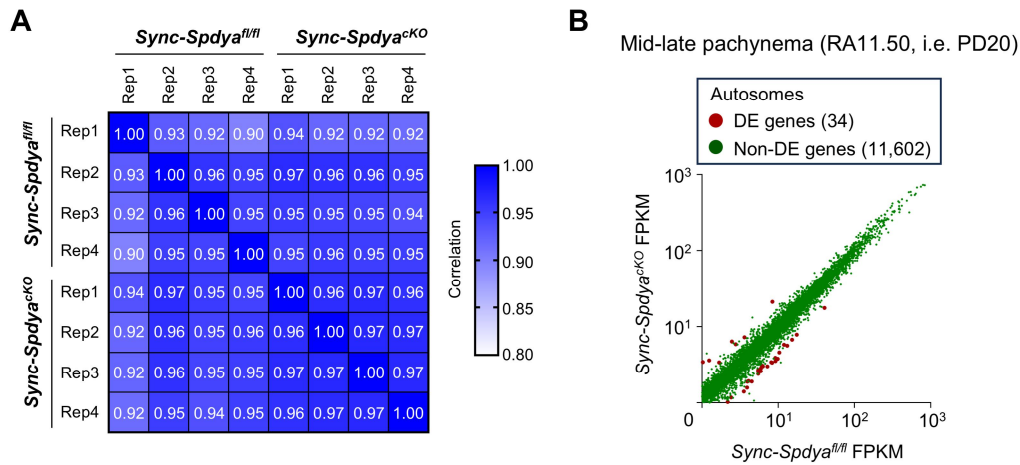

**Appendix Figure S3. Bulk RNA-seq analysis revealed similar transcriptional profiles between *Sync-Spdya<sup>fl/fl</sup>* and *Sync-Spdya<sup>CKO</sup>* mid-late pachytene testes.**

(A) Correlation plots of RNA-seq data from *Sync-Spdya<sup>fl/fl</sup>* and *Sync-Spdya<sup>CKO</sup>* testes collected at RA11.50 (n = 4 mice per genotype). The correlation coefficients were calculated based on reads counts from all genes in both groups.

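Over all 54532 genes, Pearson's r between the log2(FPKM + 1) values of 2 libraries, computed across genes, which are not independent replicates, ranged from 0.969 to 0.990. Control replicate 1 had the lowest values, from 0.969 to 0.980 with the other 7 libraries, which correlated with one another at 0.981 to 0.990. The mean over the 12 pairs within groups was 0.985 and over the 16 pairs between groups 0.983. The difference of 0.00137 was reached by 2 of the 35 splits of the 8 libraries into 4 and 4 (exact permutation test, one-sided, p = 0.0571). Ranking the genes (Spearman) moved it to 0.00134 with p = 0.0286 in the same exact permutation test, the smallest p it can give. Without control replicate 1 the difference was 0.00261 and without control replicate 4 it was 0.00374 (exact permutation test, p = 0.0286 for each). Without cKO replicates 2, 3 or 4 it was below 0, at -0.000136, -0.000506 and -0.000799.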

(B) Differentially expressed (DE) autosomal genes in *Sync-Spdya<sup>CKO</sup>* vs. *Sync-Spdya<sup>fl/fl</sup>* spermatocytes. The numbers of DE genes (red dots) and Non-DE genes (green dots) in mid-late pachytene *Sync-Spdya<sup>CKO</sup>* testes relative to *Sync-Spdya<sup>fl/fl</sup>* testes are shown. 

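All 34 genes of Dataset EV1 were among the autosomal genes tested here, and all 34 changed in the direction the paper gives, 27 lower and 7 higher in the *Sync-Spdya* cKO libraries. Each had an unadjusted limma p below 0.05, and 27 had an absolute log2 fold change above 1. Over all genes tested 2 of the 34 were called, *Ccdc42* and *5330417C22Rik*. Adjusted over the list alone, 34 had an adjusted p below 0.05, which is not independent evidence because the study chose the list on these libraries. The groups did not overlap in 30 of the 34 genes, where chance gives 2.86% of unselected genes. With array weights 28 were called.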

Only protein-coding genes with an average FPKM (fragments per kilobase million) > 1 in both groups were included. *Sync-Spdya<sup>CKO</sup>* pachytene testes shared a similar transcriptional profile with *Sync-Spdya<sup>fl/fl</sup>* testes.

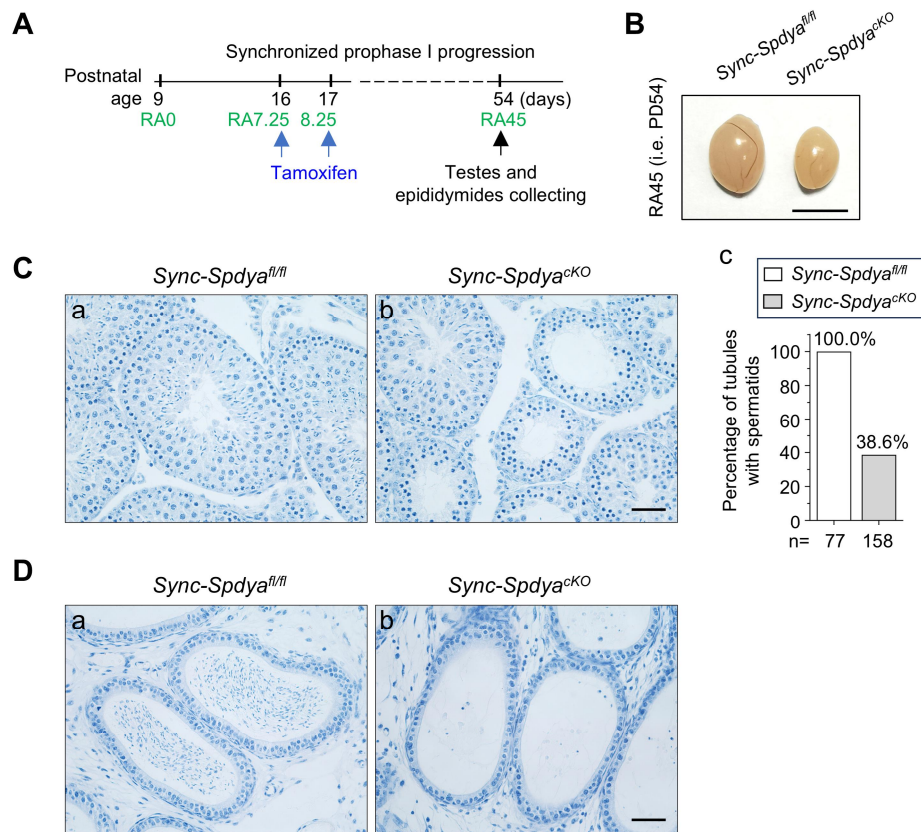

**Appendix Figure S4. Tamoxifen-induced knockout of *Spdya* in juvenile mice leads to persistent meiotic arrest and absence of spermatozoa in adulthood.**

(A) Synchronized mice treated with tamoxifen were allowed to grow to adulthood, and testes and epididymides were collected at RA45 (i.e., PD54, approximately 37 days after the second tamoxifen injection at RA8.25).

(B) The *Sync-Spdya<sup>cKO</sup>* testis was smaller in size than the control *Sync-Spdya<sup>fl/fl</sup>* testis. Scale bar, 5 mm.

(C) Histological analysis revealed meiotic arrest at the zygotene stage in majority of seminiferous tubules in adult *Sync-Spdya<sup>cKO</sup>* testes. Normal spermatogenesis was observed in some tubules, potentially derived from unaffected spermatogonia. Scale bars, 50  $\mu$ m. (c) Percentages of tubules containing spermatids in the two groups. “n” represents the total number of seminiferous tubules examined.

(D) Compared to *Sync-Spdya<sup>fl/fl</sup>* mice, *Sync-Spdya<sup>cKO</sup>* caudal epididymides collected at RA45 lacked spermatozoa. Scale bars, 50  $\mu$ m.

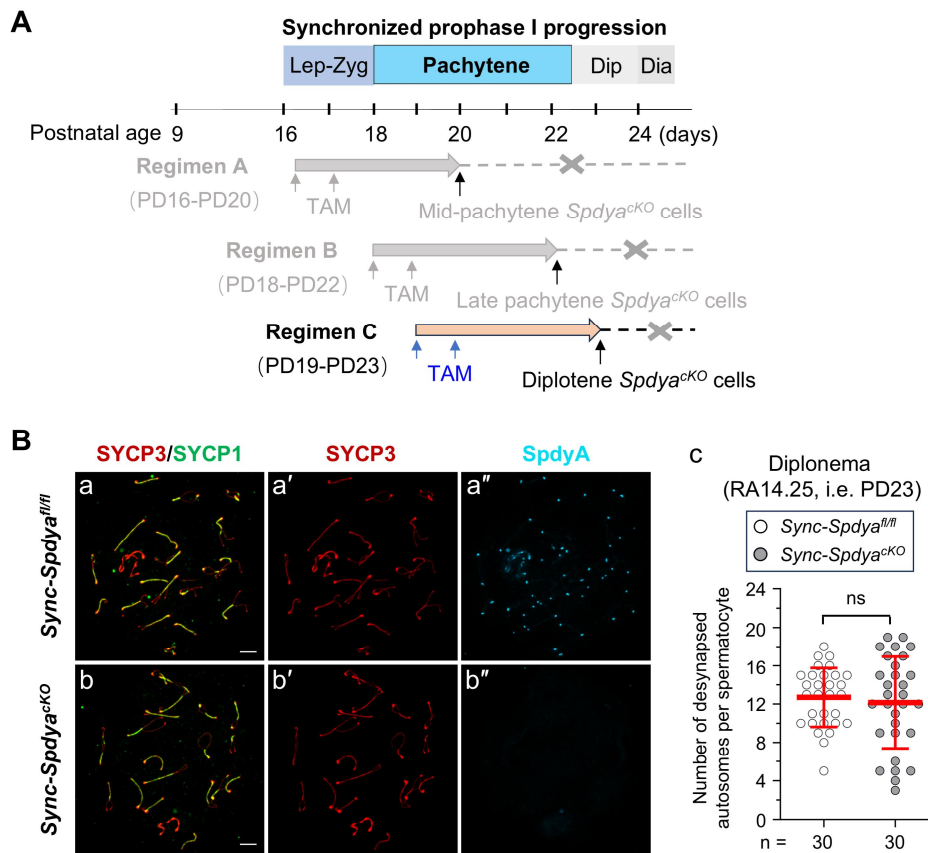

**Appendix Figure S5. Knockout of *Spdya* did not impair autosomal desynapsis.**

**(A)** Tamoxifen treatment regimen for generating diplotene *Sync-Spdya*<sup>CKO</sup> spermatocytes.

**(B)** Chromosome spreads of diplotene *Sync-Spdya*<sup>fl/fl</sup> and *Sync-Spdya*<sup>CKO</sup> spermatocytes immunostained for SYCP3 (red), SYCP1 (green) and SpdyA (light blue). Scale bars, 5  $\mu$ m. **(c)** Quantification desynapsed autosomes per diplotene spermatocyte in both genotypes. Each dot represents a single nucleus. Data are presented as mean  $\pm$  SD; ns, not significant (Mann–Whitney test).

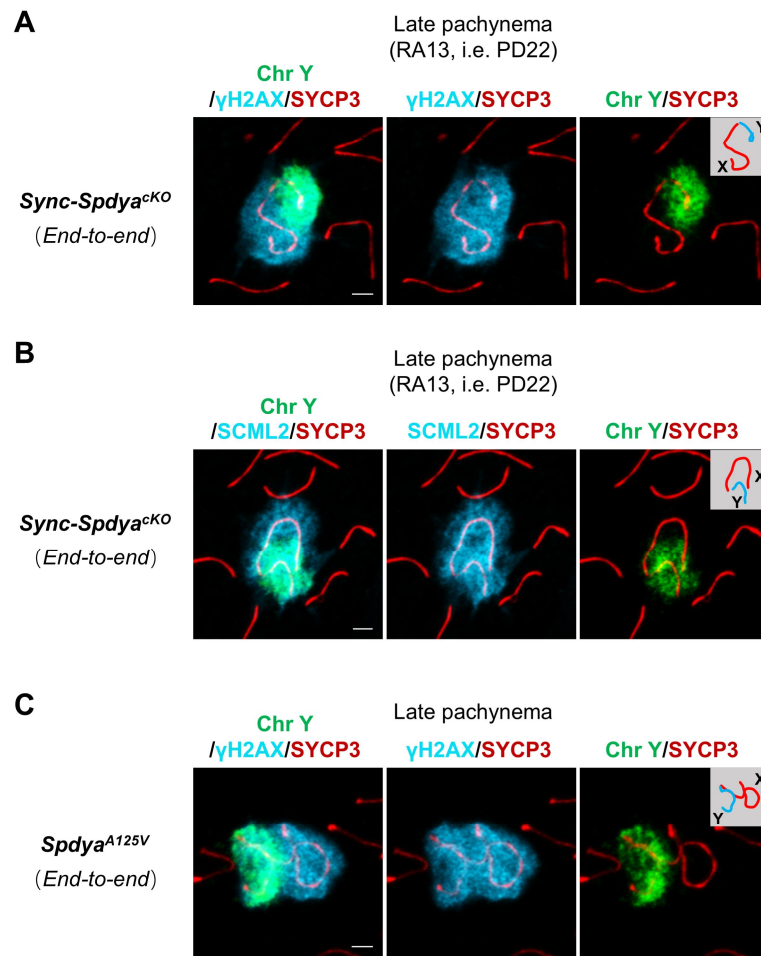

**Appendix Figure S6. Normal X-Y loop-axis organization in late pachytene *Sync-Spdya<sup>cKO</sup>* and *Spdya<sup>A125V</sup>* spermatocytes with end-to-end X-Y configuration.**

(A) Immuno-FISH analysis of late pachytene *Sync-Spdya<sup>cKO</sup>* spermatocytes with end-to-end X-Y configuration, stained for γH2AX (light blue), Chr Y (green) and SYCP3 (red). Scale bar, 2 μm.

(B) Immuno-FISH analysis of late pachytene *Sync-Spdya<sup>cKO</sup>* spermatocytes with end-to-end X-Y configuration, stained for SCML2 (light blue), Chr Y (green) and SYCP3 (red). Scale bar, 2 μm.

(C) Immuno-FISH analysis of late pachytene *Spdya<sup>A125V</sup>* spermatocytes with end-to-end X-Y configuration, stained for γH2AX (light blue), Chr Y (green) and SYCP3 (red). Scale bar, 2 μm.

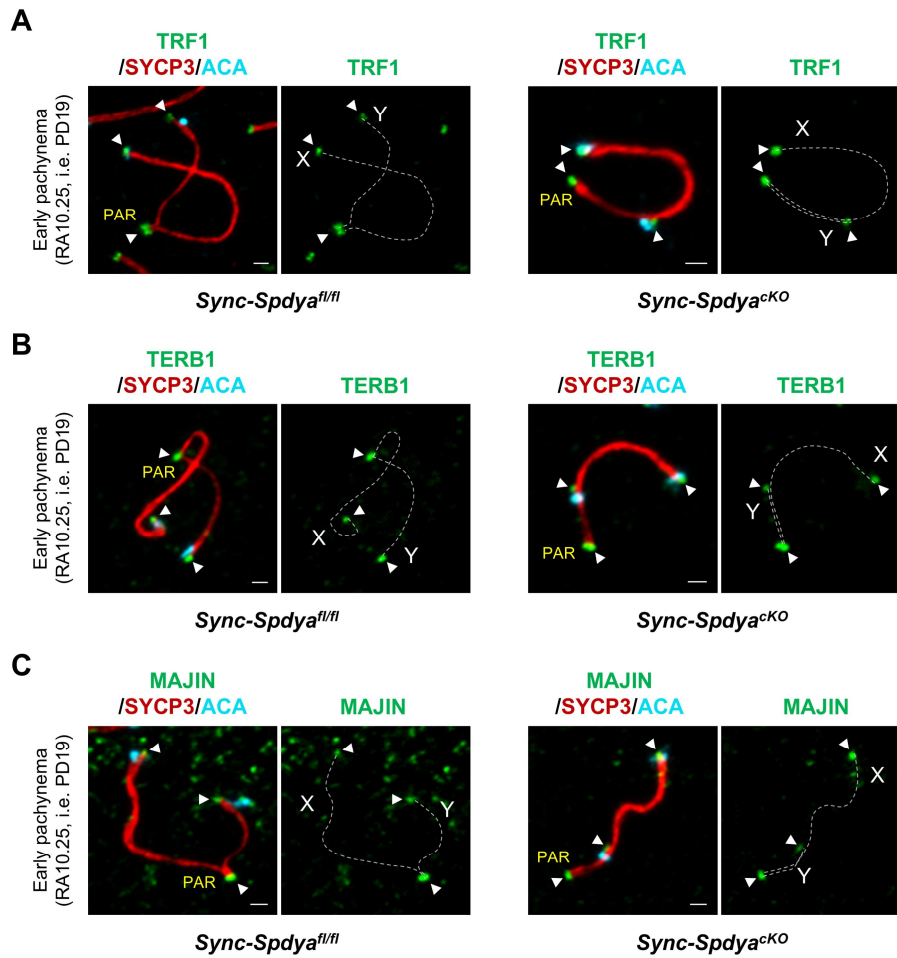

**Appendix Figure S7. Normal telomeric localization of TRF1, TERB1 and MAJIN on sex chromosome in early pachytene *Sync-Spdya<sup>CKO</sup>* spermatocytes.**

(A) Immunostaining with TRF1 (green), SYCP3 (red) and ACA (light blue). Arrowheads mark telomeres; Dashed lines outline X-Y chromosome axes. Scale bars, 1  $\mu$ m.

(B) Immunostaining with TERB1 (green), SYCP3 (red) and ACA (light blue). Scale bars, 1  $\mu$ m.

(C) Immunostaining with MAJIN (green), SYCP3 (red) and ACA (light blue). Scale bars, 1  $\mu$ m.

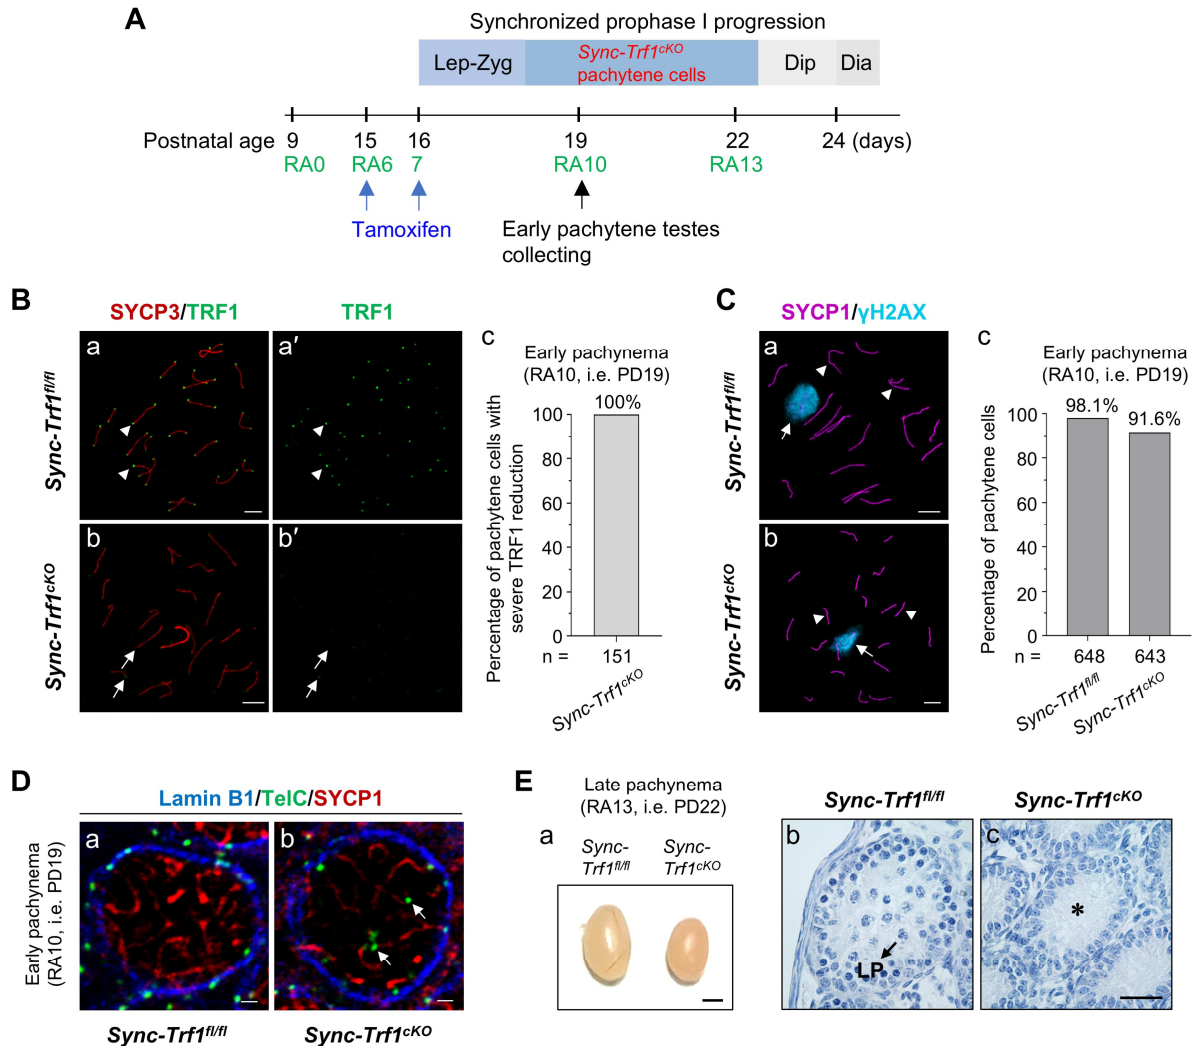

### Appendix Figure S8. Deletion of the *Trf1* gene in pachytene spermatocytes in mice.

(A) Tamoxifen treatment regimen used to obtain early pachytene *Sync-Trf1<sup>cKO</sup>* spermatocytes in synchronized *Trf1<sup>fl/-</sup>;Ddx4-Cre<sup>ERT2</sup>* male mice.

(B) Chromosome spreads of *Sync-Trf1<sup>fl/fl</sup>* (a-a') and *Sync-Trf1<sup>cKO</sup>* (b-b') spermatocytes immunostained for TRF1 (green) and SYCP3 (red). Arrowheads indicate intact TRF1 signals; arrows indicate largely disappeared TRF1 signals. Scale bars, 5 μm. (c) All analyzed pachytene cells in testes from *Trf1<sup>fl/-</sup>;Ddx4-Cre<sup>ERT2</sup>* mice exhibited a marked loss of TRF1 signals.

(C) Continuous SYCP1 signals (purple) were observed at well-synapsed autosomes (arrowheads), along with aggregated γH2AX signals (light blue) at sex chromosome areas (arrows) in *Sync-Trf1<sup>cKO</sup>* pachytene cells. Scale bars, 5 μm. (c) Percentages of pachytene cells in *Sync-Trf1<sup>fl/fl</sup>* and *Sync-Trf1<sup>cKO</sup>* testes.

(D) Immuno-FISH analysis of testis sections stained for Lamin B1 (blue), SYCP1 (red) and TelC (green) showed impaired Tel-NE attachment in *Sync-Trf1<sup>cKO</sup>* pachytene spermatocytes (b) at RA10. Arrows indicate telomeres displaced towards the nuclear interior, away from the NE. Scale bars, 1 μm.

(E) At RA13, *Sync-Trf1<sup>cKO</sup>* testes were smaller and lacked spermatocytes. LP, late pachytene spermatocytes. Asterisk indicates loss of spermatocytes. Scale bars, 1 mm in (a); 30 μm in (b-c).

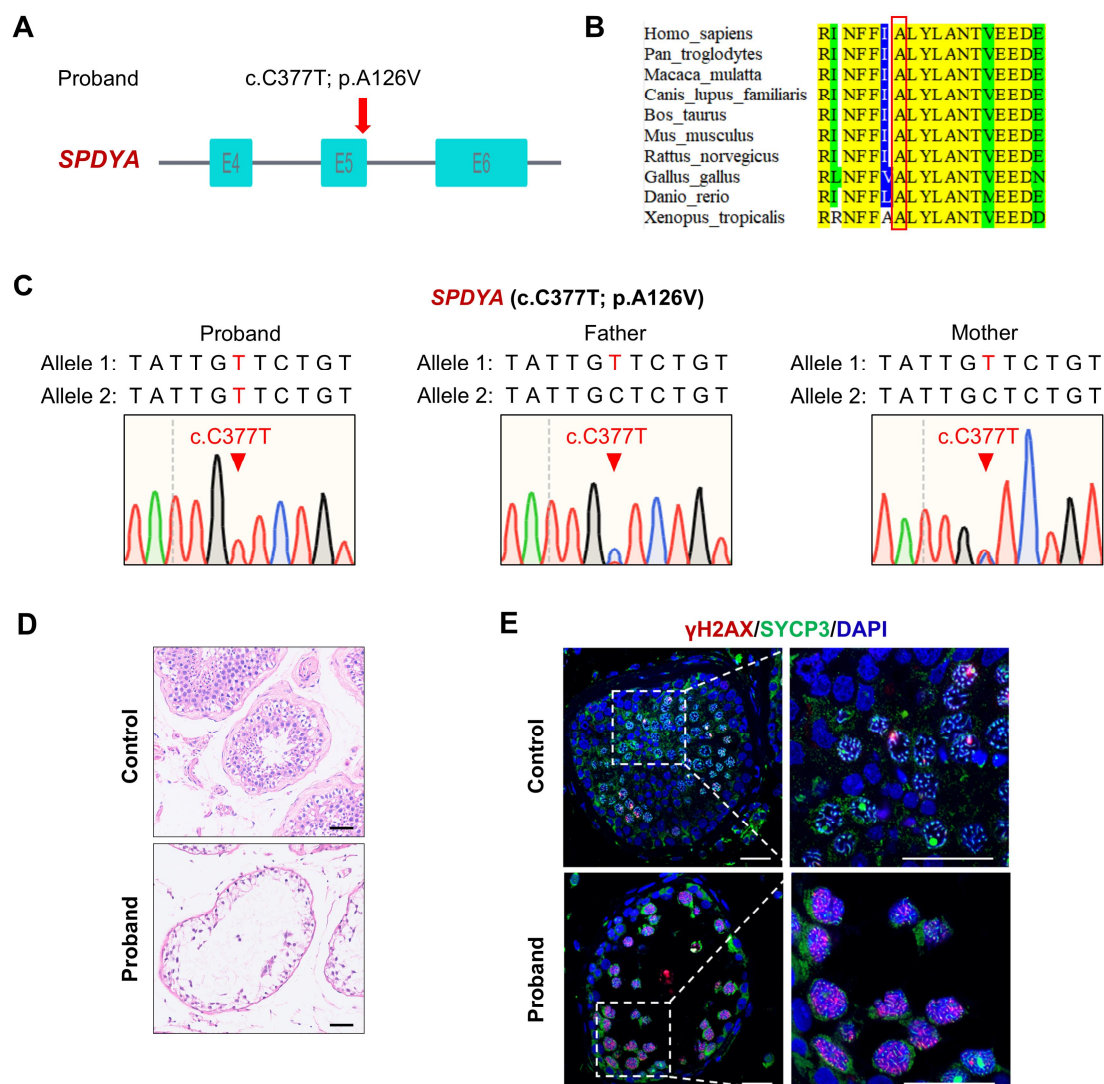

# **Appendix Figure S9. Identification of a homozygous missense mutation in human *SPDYA* gene in a NOA patient.**

(A) Schematic representation of a homozygous missense mutation (c.C377T) in exon 5 of the *SPDYA* gene in the proband. This mutation results in an alanine (A)-to-Valine (V) substitution at the 126<sup>th</sup> residue of human *SPDYA* protein.

(B) The mutated alanine residue is highly conserved across multiple species and the substitution was predicted to be deleterious.

(C) Consistent with an autosomal recessive mode of inheritance, Sanger sequencing revealed that the unaffected parents were heterozygous carriers of the same *SPDYA* mutation. Arrowheads indicate the mutation sites.

(D) Histological analyses of testis sections from an OA patient (as control) and the proband (P21492) showed germ cell developmental arrest at the spermatocyte stage in the proband. Scale bars, 50  $\mu$ m.

(E) IF analyses of testis sections stained with SYCP3 and  $\gamma$ H2AX demonstrated that spermatocytes in the proband were arrested at the zygotene stage. Scale bars, 50  $\mu$ m.

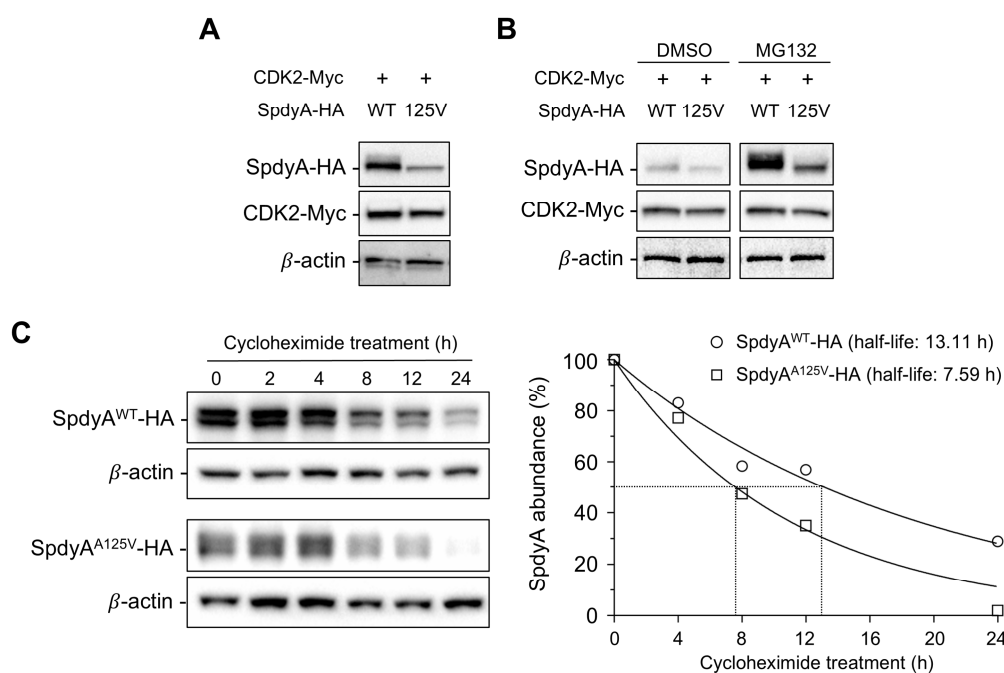

**Appendix Figure S10. The A125V substitution reduces the stability of SpdyA protein in HEK293T cells.**

(A) The SpdyA<sup>A125V</sup> mutant protein exhibited reduced stability compared to wild type SpdyA, despite the presence of CDK2. WT: wild type; 125V: A125V mutant.

(B) Even in the presence of the proteasome inhibitor MG132, SpdyA protein levels in the 125V group remained substantially lower than those in the WT group.

(C) Protein Half-lives of SpdyA<sup>WT</sup>-HA and SpdyA<sup>A125V</sup>-HA proteins in HEK293T cells following cycloheximide treatment. The right plot shows the protein half-life.

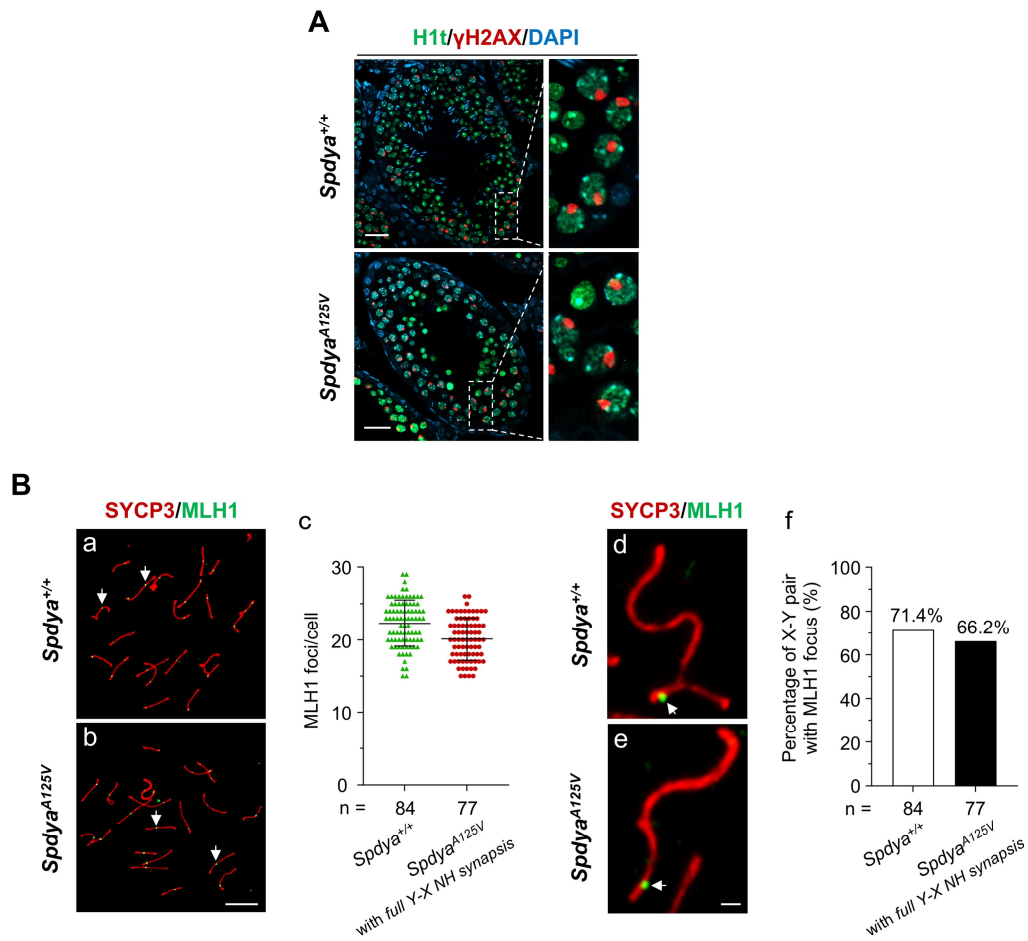

**Appendix Figure S11. Normal meiotic progression and crossover formation in *Spdya*<sup>A125V</sup> pachytene spermatocytes.**

(A) IF analyses of adult *Spdya*<sup>+/+</sup> and *Spdya*<sup>A125V</sup> testis sections immunostained for H1t (green) and γH2AX (red). Nuclei were counterstained with DAPI. Scale bars, 30 μm.

(B) Surface spreads of *Spdya*<sup>+/+</sup> and *Spdya*<sup>A125V</sup> spermatocytes immunostained for SYCP3 (red) and MLH1 (green; arrows). Scale bars, 5 μm. (c) Scatter plot of MLH1 foci numbers per cell in *Spdya*<sup>+/+</sup> (green triangles) and *Spdya*<sup>A125V</sup> (red dots) pachytene spermatocytes. Data are presented as mean ± SD. (d-e) Representative images of sex chromosomes with a single MLH1 focus (arrows) in *Spdya*<sup>+/+</sup> and *Spdya*<sup>A125V</sup> pachytene cells. Scale bars, 1 μm. (f) The percentage of XY pairs with an MLH1 focus in the PAR was comparable between *Spdya*<sup>+/+</sup> and *Spdya*<sup>A125V</sup> pachytene spermatocytes with full Y-X NH synapsis.

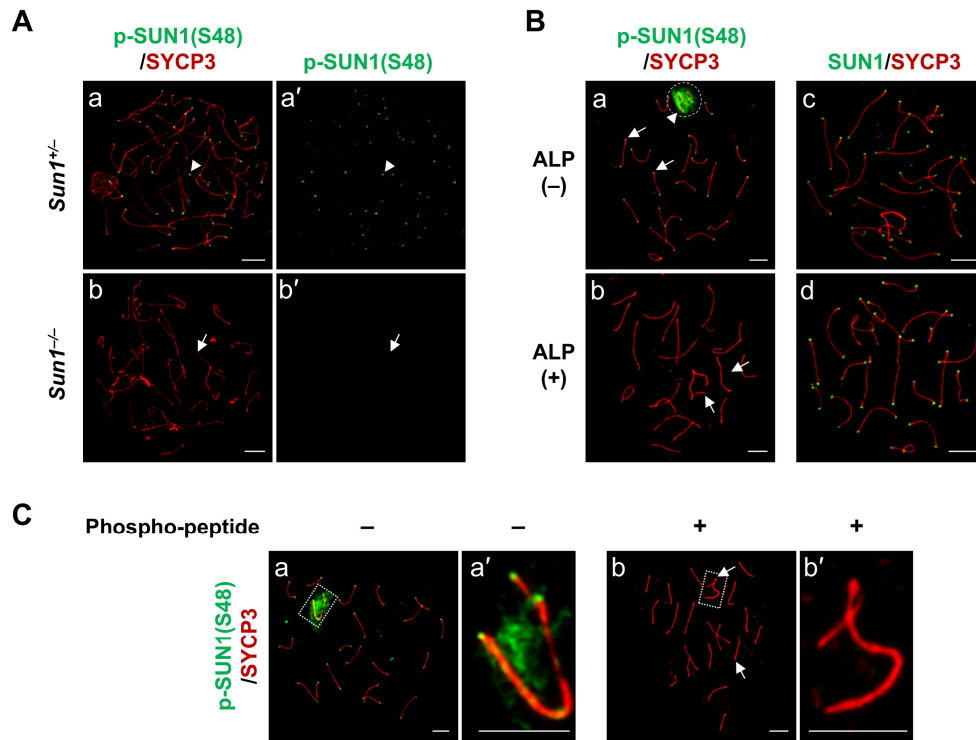

**Appendix Figure S12. The p-SUN1(S48) were specifically localized at telomeres in prophase I mouse spermatocytes.**

(A) In *Sun1*<sup>+/-</sup> zygote spermatocytes, p-SUN1(S48) signals were clearly detected at telomeres (a-a', arrowheads), whereas in *Sun1*<sup>-/-</sup> zygote-like cells, p-SUN1(S48) signals were absent from telomeres (b-b', arrows). Scale bars, 5  $\mu$ m.

(B). In wild type pachytene cells, p-SUN1(S48) signals at telomeres (a, arrows) were abolished following alkaline phosphatase (ALP) treatment (b, arrows), while total SUN1 signals remained unaffected (d). Arrowhead with dashed circle in (a) marks a non-specific p-SUN1(S48) signal at sex chromosome area in pachytene cells. Scale bars, 5  $\mu$ m.

(C) Preabsorption of the antibody with the phosphorylated antigenic peptide abolished p-SUN1(S48) signals at telomeres in wild-type pachytene cells (b, arrows), confirming signal specificity. Scale bars, 5  $\mu$ m.

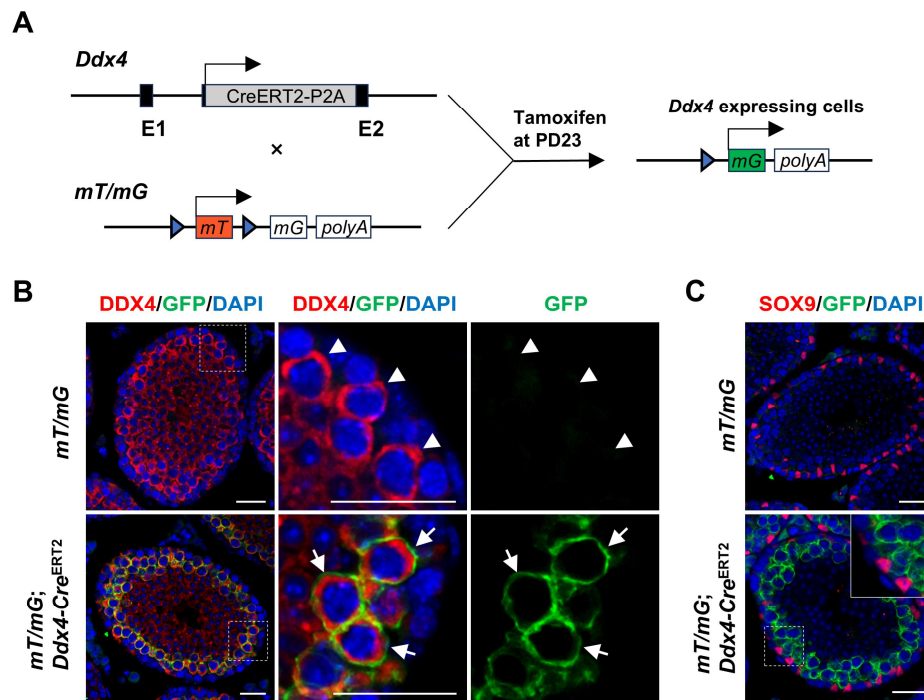

**Appendix Figure S13. Functional validation of *Ddx4-Cre<sup>ERT2</sup>* knockin mice using *mT/mG* reporter mice.**

(A) Schematic illustration of tamoxifen-induced labeling of germ cells in *mT/mG;Ddx4-Cre<sup>ERT2</sup>* mice. A single *intraperitoneal (i.p.)* injection of tamoxifen (20 mg/kg body weight) was administered to PD23 *mT/mG* and *mT/mG;Ddx4-Cre<sup>ERT2</sup>* mice. Testes were collected and analyzed 2 days after tamoxifen treatment.

(B) IF analyses of testis sections immunostained for GFP and the germ cell specific marker DDX4 showed EGFP fluorescence specifically in DDX4-positive cells (arrows), indicating germ cell-specific and tamoxifen-inducible Cre recombinase activity in *Ddx4-Cre<sup>ERT2</sup>* mice. As a control, no Cre activity was observed in DDX4-positive cells of *mT/mG* mice treated with the same tamoxifen regimen (arrowheads). Scale bars, 30  $\mu$ m.

(C) IF analyses of testis sections immunostained for GFP and the somatic marker SOX9 (sertoli cells) showed no evidence of Cre activity in somatic cells following tamoxifen induction. Scale bars, 30  $\mu$ m.

**Appendix Table S1.** Information of the primers used for genotyping, Sanger sequencing and quantitative PCR.

| Information                                                            | Name              | Sequence (5'-3')           |
|------------------------------------------------------------------------|-------------------|----------------------------|
| For genotyping of the <i>Spdya</i> conditional knockout mice           | Spdya-flox/cKO-F4 | TATTAGGTATAGCCTCACCTCCAGC  |
|                                                                        | Spdya-flox-R4     | AGATCCTAATGAGACCCTCTGATCT  |
|                                                                        | Spdya-cKO-R5      | TTCTTACTTTTTTCACAATGTTCC   |
| For genotyping of the <i>Ddx4-Cre<sup>ERT2</sup></i> knock-in mice     | Ddx4CreERT2-F4    | TAAAGATCACCCCTTAGGCAAGACG  |
|                                                                        | Ddx4CreERT2-F5    | CGCATTCCTTGCAAAAGTATTACA   |
|                                                                        | Ddx4CreERT2-R5    | ATGCAGATAAACACTGAAACAGGC   |
| For genotyping of the <i>Trf1</i> conditional knockout mice            | Trf1-flox/cKO-F1  | GACATGGTAGTACATAACTGTGTTCC |
|                                                                        | Trf1-flox-R1      | CTGGCCATCTTGGAACCTTCCTAT   |
|                                                                        | Trf1-cKO-R3       | AAGGTTTACAGCACAACTCTAACC   |
| For genotyping of the <i>Stra8-EGFPCre</i> knock-in mice               | Stra8EGFPCre-F1   | GATGGATTTCGGTCTCTGGTGTAG   |
|                                                                        | Stra8EGFPCre-F2   | GTCAGAGAAGGTTGTATCGAACTGG  |
|                                                                        | Stra8EGFPCre-R1   | CCCATTTAATCTCCTCCTTCTCCG   |
| For Sanger sequencing of the <i>Spdya</i> <sup>A125V</sup> mutant mice | Spdya-WT/125V-F1  | AACGATTCAAGTGGATTAACTCTGG  |
|                                                                        | Spdya-WT/125V-R1  | TGGCATGTAATGTAAGGCCAATGA   |

**Appendix Table S2.** Clinical and semen characteristics in the proband with the bi-allelic *SPDYA* variant with A126V missense mutation.

|                                                    | Subject |            |
|----------------------------------------------------|---------|------------|
|                                                    | P21492  | Reference  |
| <b>Age (years)</b>                                 | 30      | /          |
| <b>Testicular volume (left) (ml)</b>               | 12      | 12~15      |
| <b>Testicular volume (right) (ml)</b>              | 12      | 12~15      |
| <b>FSH (IU/L)</b>                                  | 3.11    | 1.27~19.26 |
| <b>LH (IU/L)</b>                                   | 2.15    | 1.24~8.62  |
| <b>T (µg/L)</b>                                    | 2.93    | 1.75~7.81  |
| <b>Karyotype</b>                                   | 46, XY  | 46, XY     |
| <b>Y Chromosome Microdeletions</b>                 | N       | N          |
| <b>Semen parameters</b>                            |         |            |
| <b>Semen volume (ml)</b>                           | 2.50    | ≥1.5       |
| <b>Sperm concentration (10<sup>6</sup>/ml)</b>     | 0       | ≥15        |
| <b>PR (%)</b>                                      | 0       | ≥32        |
| <b>NP (%)</b>                                      | 0       | /          |
| <b>IM (%)</b>                                      | 0       | /          |
| <b>Centrifuged spermatozoa number (/ejaculate)</b> | 0       | /          |

Abbreviations: FSH, follicle-stimulating hormone; LH, luteinizing hormone; T, testosterone; PR, progressive; NP, non-progressive; IM, immobility; N, normal phenotype.

161 **Appendix Table S3.** List of antibodies.

| <b>Antibody</b>       | <b>Host</b> | <b>Dilution</b>           | <b>Company</b>                                                   | <b>Cat #</b> |
|-----------------------|-------------|---------------------------|------------------------------------------------------------------|--------------|
| SYCP3                 | Mouse       | IF: 1:200                 | Abcam                                                            | ab97672      |
| SYCP3                 | Chicken     | IF: 1:200                 | This paper                                                       | NA           |
| SYCP1                 | Guinea pig  | IF: 1:200<br>IHC: 1:200   | This paper                                                       | NA           |
| SYCE1                 | Rabbit      | IF: 1:200                 | Proteintech                                                      | 11063-1-AP   |
| TEX12                 | Rabbit      | IF: 1:200                 | Proteintech                                                      | 17068-1-AP   |
| SPDYA                 | Rat         | IF: 1:200                 | This paper                                                       | NA           |
| $\gamma$ H2AX         | Mouse       | IF: 1:2000<br>IHC: 1:1000 | Millipore                                                        | 05-636       |
| $\gamma$ H2AX         | Rabbit      | IF: 1:400<br>IHC: 1:400   | Cell Signaling Technology                                        | 9718         |
| SCML2                 | Rabbit      | IF: 1:200                 | Kindly provided by Prof. Mengcheng Luo (Luo <i>et al</i> , 2015) | NA           |
| FK2                   | Mouse       | IF: 1:100                 | Millipore                                                        | 04-263       |
| ACA                   | Human       | IF: 1:200<br>IHC: 1:100   | Antibodiesinc                                                    | 15-234       |
| H1t                   | Rat         | IHC: 1:200                | This paper                                                       | NA           |
| MLH1                  | Mouse       | IF: 1:50                  | BD Pharmingen™                                                   | 51-1327GR    |
| TRF1                  | Mouse       | IF: 1:100<br>IHC: 1:100   | Abcam                                                            | ab10579      |
| TERB1                 | Rabbit      | IF: 1:200                 | This paper                                                       | NA           |
| MAJIN                 | Rabbit      | IF: 1:100                 | This paper                                                       | NA           |
| SUN1                  | Rabbit      | IF: 1:400                 | This paper                                                       | NA           |
| KASH5                 | Rabbit      | IF: 1:200                 | This paper                                                       | NA           |
| ANKRD31               | Rabbit      | IF: 1:200                 | This paper                                                       | NA           |
| p-SUN1(S48)           | Rabbit      | IF: 1:200<br>WB: 1:1000   | This paper                                                       | NA           |
| HORMAD1               | Rabbit      | IHC: 1:200                | Proteintech                                                      | 13917-1-AP   |
| Lamin B1              | Rabbit      | IHC: 1:200                | Proteintech                                                      | 12987-1-AP   |
| Cleaved PARP (Asp214) | Rabbit      | IHC: 1:200                | Cell Signaling Technology                                        | 94885        |
| macroH2A1             | Rabbit      | IF: 1:100                 | Sigma-Aldrich                                                    | ABE215       |
| GFP                   | Chicken     | IHC: 1:200                | Abcam                                                            | Ab13970      |
| DDX4                  | Mouse       | IHC: 1:200                | Abcam                                                            | Ab27591      |
| SOX9                  | Rabbit      | IHC: 1:200                | Millipore                                                        | AB5535       |
| CDK2                  | Rabbit      | WB: 1:1000                | Abcam                                                            | ab32147      |

|      |        |             |                              |            |
|------|--------|-------------|------------------------------|------------|
| ACTB | Mouse  | WB: 1:10000 | Proteintech                  | 66009-1-IG |
| HA   | Rabbit | WB: 1:1000  | Cell Signaling<br>Technology | 3724       |
| FLAG | Rabbit | WB: 1:1000  | Cell Signaling<br>Technology | 14793      |
| MYC  | Mouse  | WB: 1:1000  | Proteintech                  | 60003-2-IG |
| HIS  | Rabbit | WB: 1:1000  | Proteintech                  | 10001-0-AP |

162

**Appendix Reference**

- Al Sorkhy M, Craig R, Market B, Ard R, Porter LA (2009) The cyclin-dependent kinase activator, SpylA, is targeted for degradation by the ubiquitin ligase NEDD4. *The Journal of biological chemistry* 284: 2617-2627
- Chen Y, Wang Y, Chen J, Zuo W, Fan Y, Huang S, Liu Y, Chen G, Li Q, Li J *et al* (2021) The SUN1-SPDYA interaction plays an essential role in meiosis prophase I. *Nature communications* 12: 3176
- Luo M, Zhou J, Leu NA, Abreu CM, Wang J, Anguera MC, de Rooij DG, Jasin M, Wang PJ (2015) Polycomb protein SCML2 associates with USP7 and counteracts histone H2A ubiquitination in the XY chromatin during male meiosis. *PLoS genetics* 11: e1004954
- Schneider-Poetsch T, Ju J, Eyler DE, Dang Y, Bhat S, Merrick WC, Green R, Shen B, Liu JO (2010) Inhibition of eukaryotic translation elongation by cycloheximide and lactimidomycin. *Nat Chem Biol* 6: 209-217
- Wang L, Tu Z, Liu C, Liu H, Kaldis P, Chen Z, Li W (2018) Dual roles of TRF1 in tethering telomeres to the nuclear envelope and protecting them from fusion during meiosis. *Cell death and differentiation* 25: 1174-1188

# Supplementary material for: Speedy A governs non-homologous XY chromosome desynapsis as a unique prerequisite for XY loop-axis organization
**Source:** EMBO J. 2025 Aug 18;44(19):5509–36. doi: 10.1038/s44318-025-00528-8

After the kinase reaction, the mixture was divided into two aliquots and loaded onto two separate SDS-PAGE gels.

Membrane 1

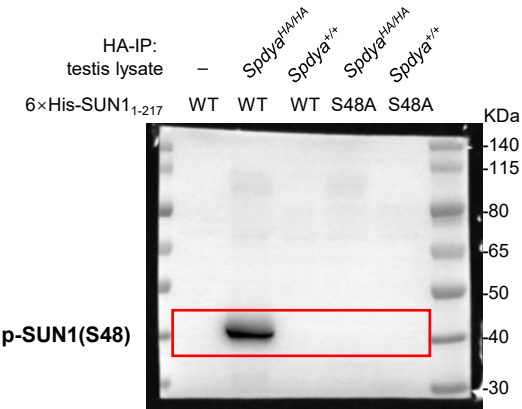

Strip & Blot  
next antibody

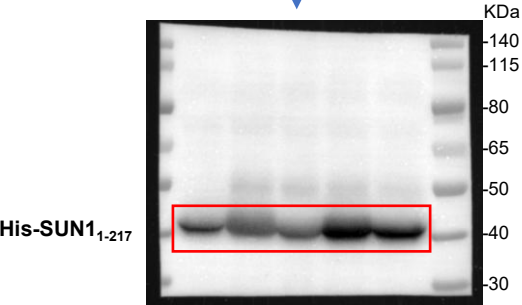

Membrane 2

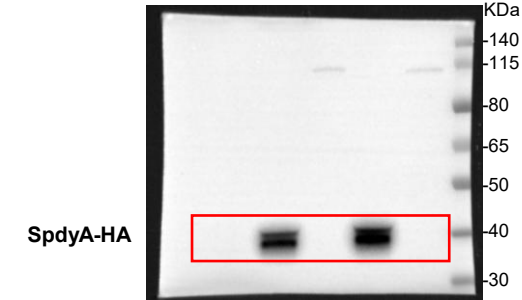

Strip & Blot  
next antibody

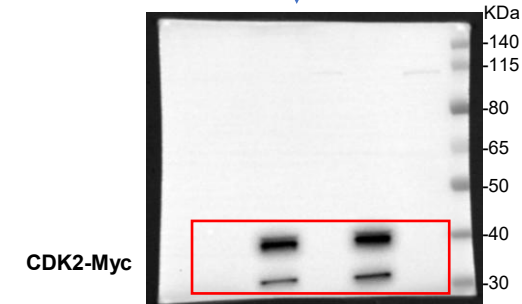

**Supplement:** Supplementary file 11 — Source data Fig. 7

# Supplementary material for: Speedy A governs non-homologous XY chromosome desynapsis as a unique prerequisite for XY loop-axis organization
**Source:** EMBO J. 2025 Aug 18;44(19):5509–36. doi: 10.1038/s44318-025-00528-8
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

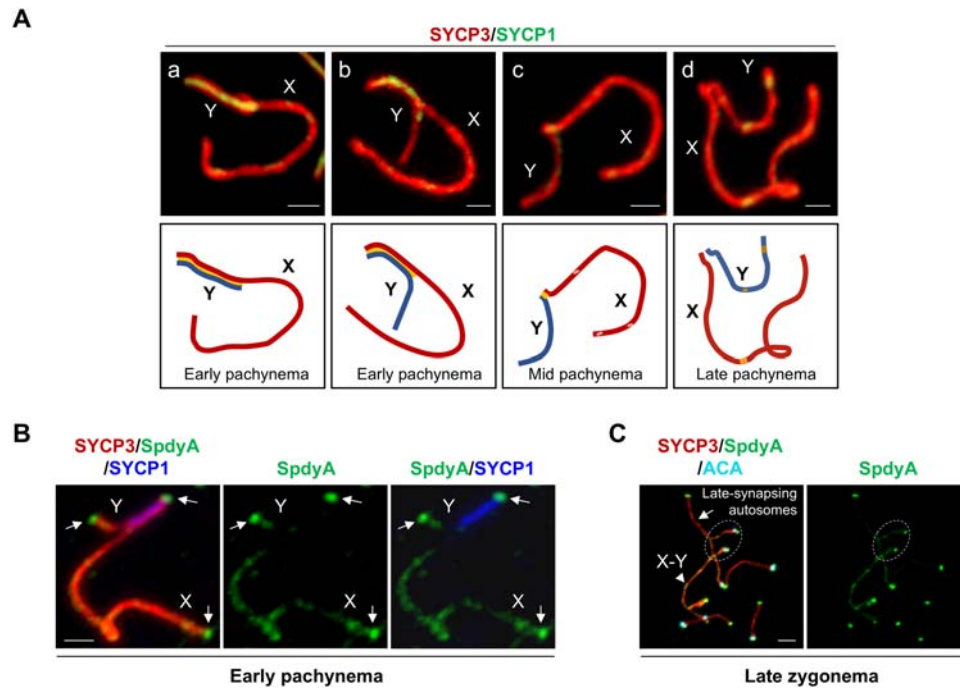

**Figure EV1. Dynamic configuration changes of X and Y chromosomes and SpdyA localization at sex chromosome axes and telomeres during pachynema.**

(A) Illustration of the dynamic changes in the X and Y chromosome configuration during pachynema. X and Y chromosomes were immunostained for SYCP3 (red) and SYCP1 (green). (a) At early pachynema, the X and Y chromosomes exhibit extensive side-by-side pairing, with the Y chromosomal axis fully aligned along the X chromosomal axis and with synaptonemal complex (SC) formation occurring between the aligned regions. This configuration is transient and rarely observed. (b) As pachynema progresses, the SC between the X and Y chromosomes gradually shortens. (c) By mid-pachynema, the SC becomes restricted to the PAR. (d) At late pachynema, desynapsis occurs and a chiasma forms, resulting in an "end-to-end" attachment between the X and Y chromosomes. Scale bars, 1  $\mu$ m. (B) The localization of SpdyA at telomeres (arrows) and at the unsynapsed axes of X and Y chromosomes at early pachynema. X and Y chromosomes were immunostained for SYCP3 (red), SYCP1 (blue) and SpdyA (green). Scale bar, 1  $\mu$ m. (C) SpdyA localization at the unsynapsed region (dashed circle) of late-synapsing autosomes at late zygonema. Scale bar, 2  $\mu$ m.

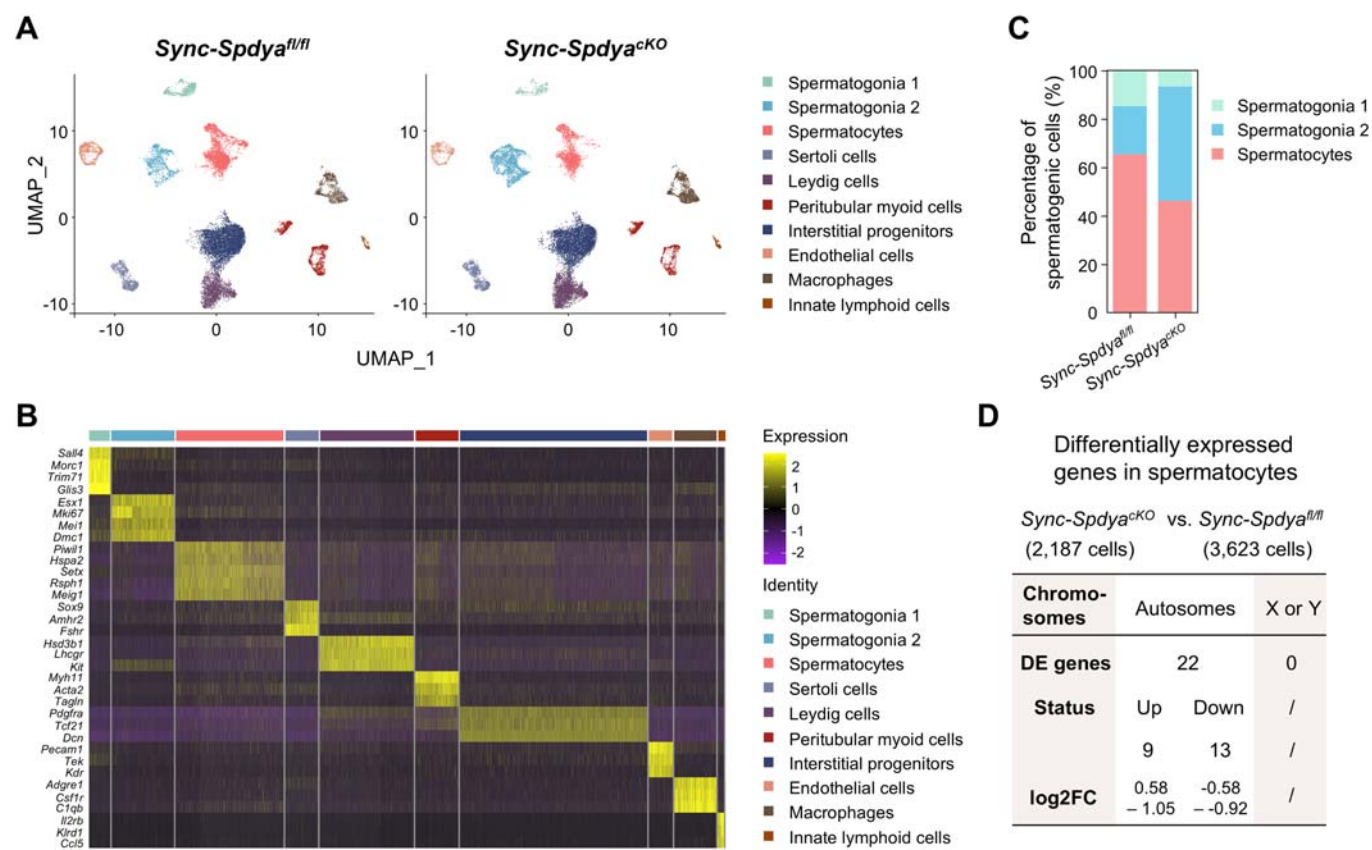

**Figure EV2. Single-cell RNA-seq analysis revealed no differential expression of sex chromosome-linked genes in mid-late *Sync-Spdya<sup>CKO</sup>* pachytene spermatocytes.**

(A) UMAP and clustering analysis of single-cell transcriptome data from testicular cells collected at RA11.75 from tamoxifen-treated *Spdya<sup>fl/fl</sup>* and *Spdya<sup>fl/fl</sup>;Ddx4-Cre<sup>ERT2</sup>* mice. Each dot represents a single cell, colored according to its cluster identity. UMAP, Uniform Manifold Approximation and Projection. (B) Heatmap showing expression of marker genes for 10 identified cell types (right). The pachytene cell marker *Hspa2* is highly expressed in spermatocytes. Spermatogonia 1 and 2 likely represent undifferentiated and differentiating spermatogonia, respectively, based on their marker gene profiles. (C) Proportion of the three types of spermatogenic cell types. (D) Differential expression analysis of 2187 *Sync-Spdya<sup>CKO</sup>* and 3623 *Sync-Spdya<sup>fl/fl</sup>* pachytene spermatocytes. DE genes, differentially expressed genes; Log2FC, log<sub>2</sub> fold change. Cutoff criteria: |log2FC| ≥ 0.58 and adjusted *P* value < 0.05.

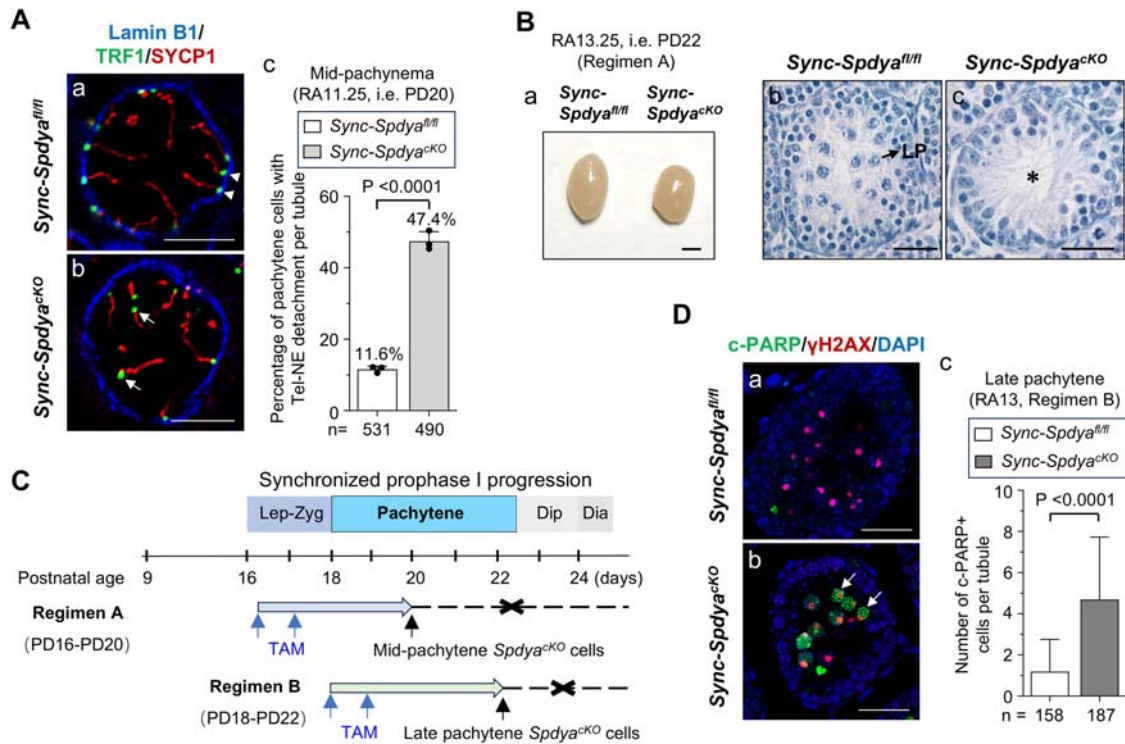

**Figure EV3. Spdya is essential for spermatocyte survival throughout pachynema.**

(A) Compared to *Sync-Spdya*<sup>fl/fl</sup> cells (a), mid-pachytene (RA11.25) *Sync-Spdya*<sup>CKO</sup> cell (b) exhibited severe Tel-NE detachment (arrows). Testis sections were immunostained for TRF1 (green), SYCP1 (red) and Lamin B1 (blue). Arrowheads indicate Tel-NE attachment. Scale bars, 5 μm. (c) Percentages of pachytene cells with Tel-NE detachment in mid-pachytene *Sync-Spdya*<sup>fl/fl</sup> and *Sync-Spdya*<sup>CKO</sup> testes at RA11.25. "n" represents the total number of pachytene spermatocytes scored from three mice per genotype. (B) Following tamoxifen regimen shown in Fig. 2A, the *Sync-Spdya*<sup>CKO</sup> testes collected at RA13.25 were smaller in size and lacked late pachytene spermatocytes. LP, late pachytene spermatocyte; asterisk indicates loss of spermatocytes. Scale bars, 30 μm. (C) Summary of tamoxifen treatment regimens used to obtain mid- and late pachytene *Sync-Spdya*<sup>CKO</sup> spermatocytes. Regimens A and B correspond to those shown in Figs. 2A and 3A, respectively. Dashed lines with crosses indicate stages at which *Sync-Spdya*<sup>CKO</sup> spermatocytes could not be obtained. (D) Following Regimen B, late pachytene *Sync-Spdya*<sup>CKO</sup> spermatocytes collected at RA13 exhibited apoptosis. Testis sections were immunostained for c-PARP (green) and γH2AX (red). Nuclei were counterstained with DAPI. Scale bars, 30 μm. "n" represents the total number of seminiferous tubules scored from three mice per genotype. Data information: All values are presented as the mean ± SD. Statistical analyses were performed using two-tailed Student's *t* test in (A) with  $P = 0.000025$ , and Mann-Whitney test in (D) with  $P < 0.0000000000000001$ .

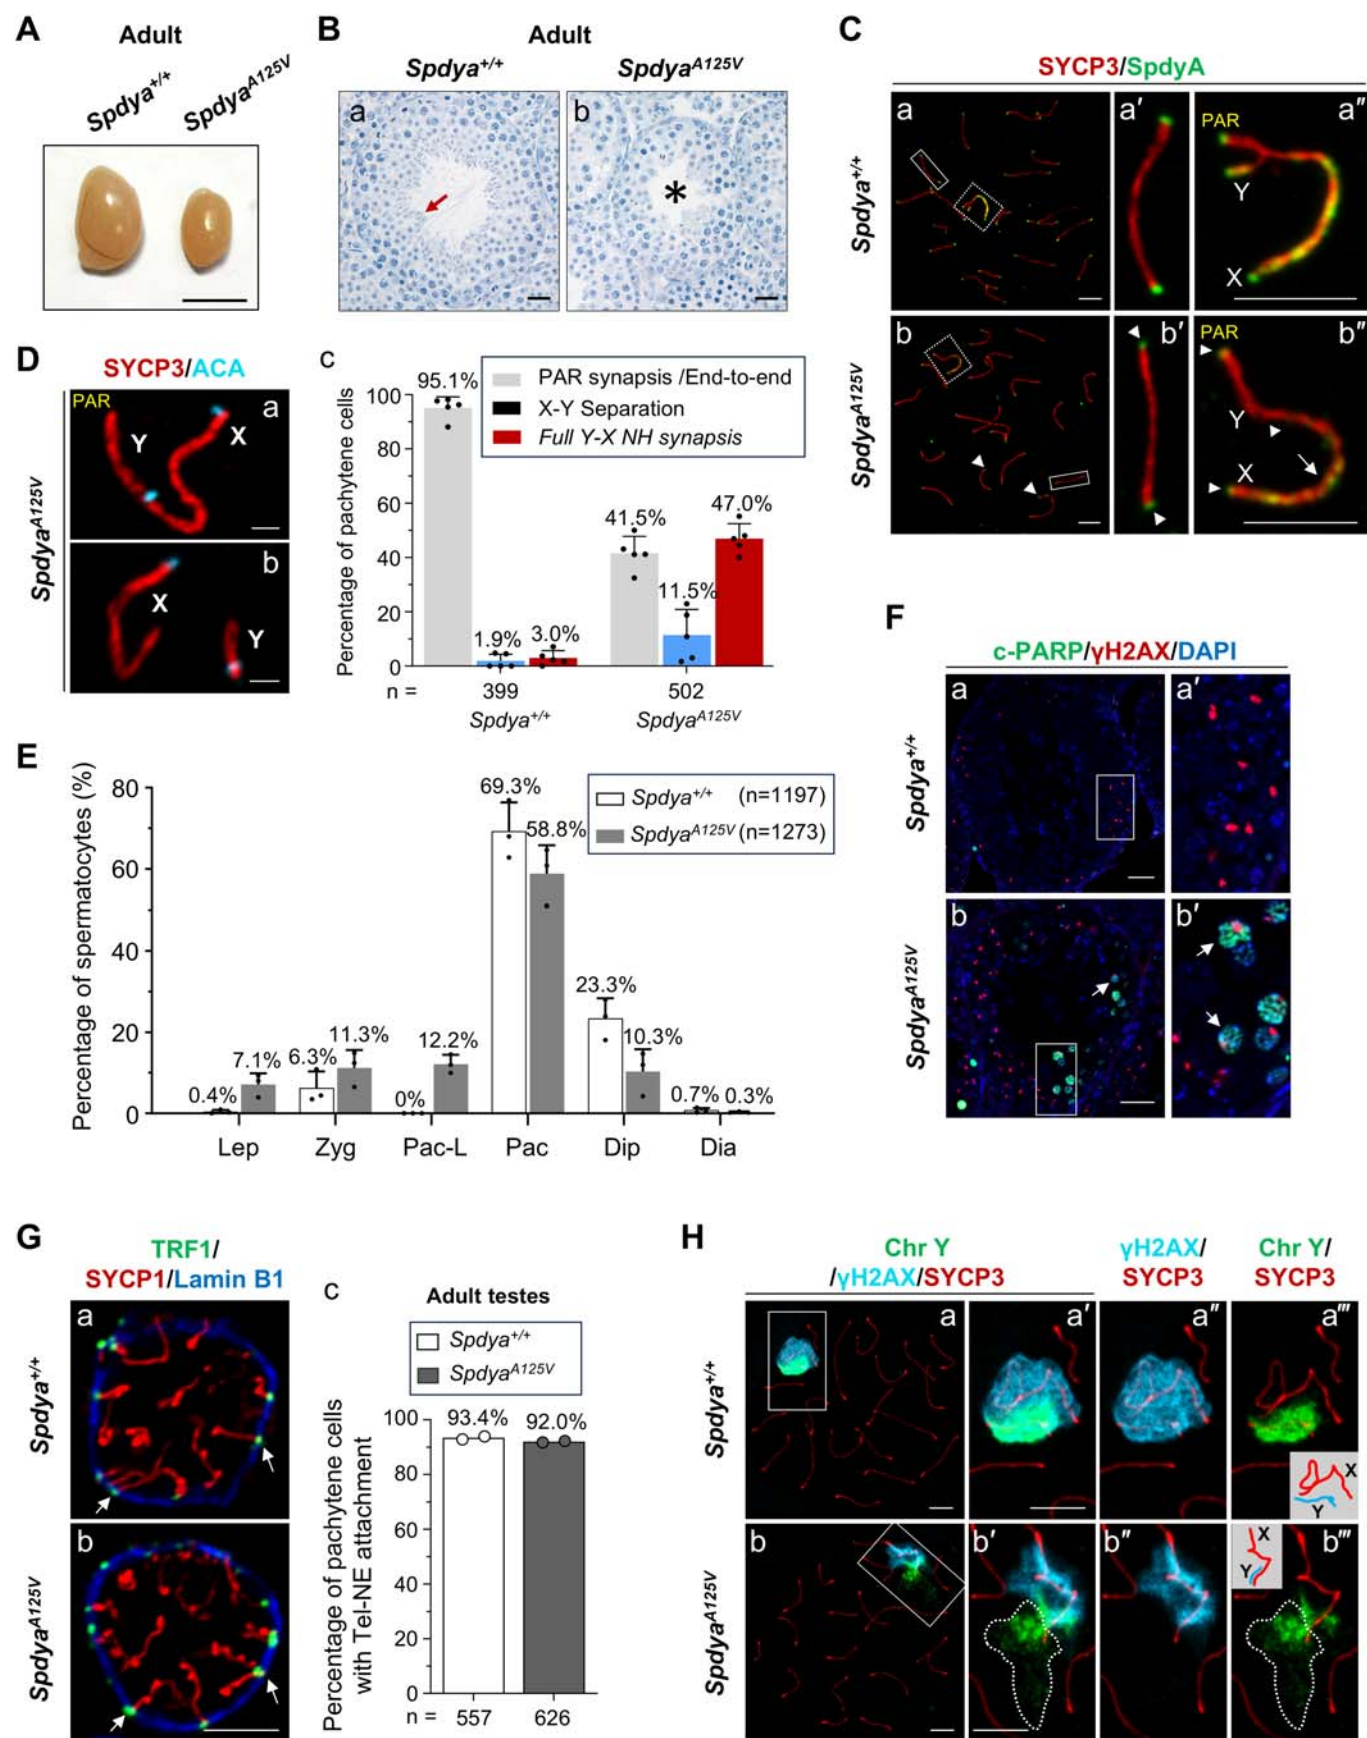

**Figure EV4. Adult *SpdyA*<sup>A125V</sup> mice is a hypomorphic-SpdyA model in which pachytene spermatocytes exhibited full Y-X NH synapsis and apoptosis.**

(A) The size of testis was smaller in the 3-month-old (adult) *SpdyA*<sup>A125V</sup> mice. Scale bar, 5 mm. (B) Histological analyses of testes from adult *SpdyA*<sup>+/+</sup> (a) and *SpdyA*<sup>A125V</sup> (b) mice. Red arrow indicates great amounts of elongated spermatids in *SpdyA*<sup>+/+</sup> seminiferous tubule, but they were difficult to find in *SpdyA*<sup>A125V</sup> seminiferous tubule (asterisk). Scale bars, 30  $\mu$ m. (C) SpdyA signal intensity was strikingly reduced at telomeres (b-b', arrowheads) and sex chromosome axes (b'', arrow) in *SpdyA*<sup>A125V</sup> pachytene spermatocyte. Magnified views (a'-a'', b'-b'') are indicated by solid and dashed rectangles in (a-b). Scale bars, 5  $\mu$ m. (D) Numbers of *SpdyA*<sup>A125V</sup> pachytene cells exhibited full Y-X NH synapsis (a) and X-Y separation (b). Scale bars, 1  $\mu$ m. (e) Percentages of pachytene cells with different X-Y configurations in testes from *SpdyA*<sup>+/+</sup> and *SpdyA*<sup>A125V</sup> adult male mice. (E) Analyses of meiotic stages in spermatocytes from adult *SpdyA*<sup>+/+</sup> and *SpdyA*<sup>A125V</sup> mice, based on immunostaining of chromosome spreads. Lep, leptotene; Zyg, zygotene; Pac-L, pachytene-like; Pac, pachytene; Dip, diplotene; Dia, diakinesis spermatocytes. (F) IF analyses of *SpdyA*<sup>+/+</sup> (a-a') and *SpdyA*<sup>A125V</sup> (b-b') testis sections immunostained for c-PARP (green) and  $\gamma$ H2AX (red). Solid rectangles indicate areas magnified in (a'-b'). Arrows indicate apoptotic spermatocytes. Scale bars, 30  $\mu$ m. (G) IF analyses of *SpdyA*<sup>+/+</sup> and *SpdyA*<sup>A125V</sup> testis sections with Lamin B1 (blue), TRF1 (green) and SYCP1 (red). Arrows indicate Tel-NE attachment. Scale bars, 5  $\mu$ m. (h) Percentages of *SpdyA*<sup>+/+</sup> and *SpdyA*<sup>A125V</sup> pachytene cells with intact Tel-NE attachment. (H) Sex chromosomes in late pachytene *SpdyA*<sup>A125V</sup> spermatocytes with full Y-X NH synapsis displayed disrupted loop-axis organization. Chromosome spreads were subjected to immuno-FISH staining for  $\gamma$ H2AX (light blue), Chr Y (green) and SYCP3 (red). Magnified views (a'-a'', b'-b'') are indicated by solid rectangles in (a, b). White dashed line-enclosed area indicates Y chromatin signals located outside the  $\gamma$ H2AX area. Scale bars, 5  $\mu$ m. Data information: In (D, E), values are presented as the mean  $\pm$  SD; In (G), data are presented as the mean with individual values. "n" represents the total number of pachytene spermatocytes scored per genotype: from five mice in (D), from three mice in (E), and from two mice in (G).

How the deposited data were processed for this re-analysis (not part of the article)

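RNA was measured in whole testes of 4 *Sync-Spdya* fl/fl and 4 *Sync-Spdya* cKO mice at RA11.50, with 1 library per mouse. The paper's methods state that the libraries were sequenced as paired ends by a sequencing company, that its software made the FPKM values, and that the authors called DE genes with DESeq2. The aligner, the counting tool, the genome build and the use of strand are not named in the paper's text. The authors deposited FPKM values in a table of 54532 genes with a gene length in bases, and the same values in a file per library, in which all 54532 rows were equal to the table. The gene coordinates in the table were compared with GENCODE vM21 on GRCm38: 99.9% of the genes were present there, and of these 98.3% had the same start and end, so coordinates are given on GRCm38. No value column was left unused except where a file repeats the table.

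FPKM multiplied by gene length was a whole multiple of 1 fragment's worth in 100% of values above 0, with a tolerance of 0.02. The fragments per library recovered this way ranged from 13978342 to 19583091. The library size within the deposited FPKM equalled a median-of-ratios size factor multiplied by the geometric mean of the 8 fragment totals. Per-library scaling by the authors is therefore already part of the values. At this depth 1 fragment on a gene of 1 kilobase is worth less than 0.1 FPKM.

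The test of all genes was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean trend) on log2(FPKM + 0.1), 4 libraries against 4 without covariates, over protein-coding genes with a mean FPKM above 1 in both groups, the paper's filter. Calls used the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The X-linked genes were also tested as a set with limma's camera and fry. X- and Y-linked levels relative to autosomes and 12 gene lists were tested as 1 value per library with exact permutation tests over the 70 assignments of 8 libraries, two-sided. A list gene was used with a mean FPKM above 0.1 over all libraries. The procedure was tested on simulated fragments for the 12141 genes with 200 changed by 1.5 on the log2 scale: 200 were called with 3 false calls at a dispersion of 0.02, and 192 (96%) with 0 false calls at 0.05. An adjusted threshold is easier to pass with 200 changed genes than with few. These shares therefore do not give the power for fewer or smaller changes. In the real libraries 2 of the 34 Dataset EV1 genes were called. Figures were drawn with matplotlib 3.10.9.

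The genes named in the text follow a rule set before the data were examined: genes the paper names, up to 3 autosomal calls that rose most and up to 3 that fell most without overlap between the groups, and the 5 sex-linked genes with the smallest p. Other genes named were chosen after their values were seen, and the text says so. The replicates were compared: the least different pair still differed by 4.36 times the sampling noise per gene, so each library was counted as 1 sample. Replicate numbers are shared by the groups. The deviations of same-numbered libraries correlated at 0.0757 to 0.406, below 0.1 in 1 of the 4 pairs. Those of differently numbered control and cKO libraries correlated at -0.474 to 0.162, so these values do not argue against pairing. The paper describes littermate controls, but its text does not say that a replicate number marks a litter. The numbers were therefore not taken to pair the mice in the main fit, and pairing stays open.

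The alternatives tried were other pseudocounts, filters on FPKM and biotype, centring and rescaling of the libraries, a replicate block, array weights, eBayes without trend, voom on the recovered fragments, other ways to adjust p and to threshold the fold change, each library left out in turn, and for sets of genes the median in place of the mean and the removal of multicopy families. The paper's single-cell, proteomic and imaging data were not analysed here.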

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

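Apart from those of control replicate 1, the tests in this part were chosen after the values were seen.

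The mitochondrial share of fragments was 0.464% in control replicate 1, against 2.97% to 3.39% in the other 3 *Sync-Spdya* fl/fl libraries. This library also stood apart over all genes. Several technical explanations were tested on its distance from the other 7 libraries. Lower depth was argued against: with the other libraries thinned to its fragment total, they still correlated with one another at a mean of 0.986, against 0.975 for control replicate 1. Without the mitochondrial genes and the 20 genes with the most fragments, its highest correlation was 0.9802, below the lowest among the other 7 at 0.9809. Its deviation from the other controls correlated with gene length at -0.145 and with GC content at 0.221 (Spearman's rho across genes), within the range of the other libraries. Its levels lay outside the other 7 in 1 of 9 lists of cell type genes. No test distinguished a difference in RNA preparation from one in the animal. With control replicate 1 left out, 2 autosomal genes were called, as with it.

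*5330417C22Rik* in cKO replicate 2 was at 4.53 FPKM, against 3.47 to 3.62 in the other 3 *Sync-Spdya* cKO libraries, and *Ofd1* in control replicate 4 was at 7.04 FPKM, against 5.95 to 6.05 in the other 3 *Sync-Spdya* fl/fl libraries. Together with the mitochondrial share these were 3 libraries far from the rest of their group among 50 groups tested, where chance gives about 2.5. As many or more arise by chance with a probability of 0.459, so their number is what chance gives. The count takes no account of size: the mitochondrial share of control replicate 1 lay below that of all 7 other libraries, 2.20% to 3.74%, and is not explained by this count. Both gene values lie toward the other group, and neither gene's groups overlapped. No biological explanation was tested.

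*Scml1*, which the table lists as a lincRNA (ENSMUSG00000086540, chromosome X, 161817734 to 161819587) and which the paper's protein-coding filter leaves out, was at 1.72 ± 0.716 FPKM in the *Sync-Spdya* fl/fl libraries and 14.1 ± 3.36 in the *Sync-Spdya* cKO libraries (SD, n = 4 each). Its log2 fold change was 3.06 (standard error 0.35, limma adjusted p = 0.0429 when all biotypes with a mean FPKM above 1 in both groups were tested, and 0.0371 with all biotypes above 0.1 over all libraries), higher in 4 of 4 libraries and between 2.68 and 3.22 with each library left out. Few fragments do not account for it: the lowest 95% Poisson limit of a *Sync-Spdya* cKO library was 9.52 FPKM, above the highest limit of a *Sync-Spdya* fl/fl library at 3.40 FPKM. These limits cover counting error only. Fragments shared with the related gene *Scml2* are also argued against, since *Scml1* rose by 2.52 more than *Scml2* on the log2 scale (exact permutation test, two-sided, p = 0.0286). The neighbouring lincRNA *Gm15205* (161821366 to 161832112) rose by 2.67 (limma adjusted p = 0.126 in the second of these fits). Counting without strand and a genetic difference between the lines near this locus stay open and were not tested, as does an effect of the cKO on this region of X. *Gm15205* was named after its values were seen.

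*Gm14095*, a lincRNA on chromosome 2 (132483212 to 132501148), was at 3.92 ± 0.288 FPKM in the *Sync-Spdya* fl/fl libraries and 1.40 ± 0.255 in the *Sync-Spdya* cKO libraries (SD, n = 4 each), a log2 fold change of -1.44 (standard error 0.17, limma adjusted p = 0.0429 and 0.0371 in the same 2 fits), lower in 4 of 4 libraries. It had 9 to 36 fragments per library. The 95% Poisson limits were separate in 11 of the 16 pairs of a *Sync-Spdya* fl/fl and a *Sync-Spdya* cKO library. Summed per group, 128 against 50 fragments differed by more than counting error given the library sizes (exact binomial test, two-sided, p = 8.05e-11), so few fragments do not account for the difference. That test covers counting error only, not the spread between mice. No biological explanation was tested.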

How the results depend on the processing

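All alternatives were set before the data were examined, except those of the counts at an unadjusted p and the correlation of recovered fragments, which was added because the paper's legend names read counts. The cause of a change was not tested unless stated.

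With array weights, which gave control replicate 1 a weight of 0.161 and cKO replicate 3 one of 4.45, the calls rose to 2 sex-linked and 55 autosomal DE genes (12 higher and 43 lower), and the genes at an adjusted p below 0.05 to 15 sex-linked and 439 autosomal, with 28 of the Dataset EV1 genes called. With all biotypes tested, 1 sex-linked gene was DE, which was also the 1 at adjusted p; this is *Scml1*, which the protein-coding filter excludes. The autosomal DE genes, the autosomal genes at adjusted p and the Dataset EV1 genes called, each 2, all became 0 with no filter, 0 with a mean FPKM above 5 in both groups, which left 6 of the 34 Dataset EV1 genes to test, and 0 with the replicate block. They became 1 each with median centring on autosomal genes and 1 each with rescaling to TPM. Across the 8 fits that each left out 1 library they ranged from 0 to 3, 0 to 3 and 0 to 2. Voom, both pseudocounts, eBayes without trend, the lower filter, adjustment over all biotypes, fold changes from mean FPKM and the lower fold change threshold each gave 2 autosomal DE genes. *Ccdc42* lost its adjusted p below 0.05 under 7 alternatives and *5330417C22Rik* under 10, and the 5 sex-linked genes gained it under 1 each, array weights. The genes at an unadjusted p below 0.05, 47 sex-linked and 1274 autosomal, became 103 and 2439 with array weights and 25 and 719 with a mean FPKM above 5, the sex-linked ones 72 with no filter, and with each library left out they ranged from 24 to 73 and from 659 to 1826.

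The replicate block removed the calls of both autosomal genes (limma adjusted p of 0.0852 for *Ccdc42* and 0.121 for *5330417C22Rik*). The paper describes littermate controls, but does not say that the numbers mark litters, so the main fit did not pair the mice. Same-numbered libraries deviated together at correlations of 0.0757 to 0.406, each above 0. Differently numbered control and cKO libraries did so at -0.474 to 0.162. Pairing therefore stays open, and the 2 autosomal calls depend on leaving it out. The block left 0 sex-linked calls, and camera's p for the X-linked genes at the preset correlation was 0.000439. Fry and the estimated correlation were not run with the block. For lists and levels the block is a sign-flip test whose smallest p is 0.125, so it says nothing about their stability.

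Camera's test of the X-linked genes at the preset correlation kept its direction and a p below 0.05 under the alternatives run with it, from 1.49e-07 to 0.0474. With the estimated correlation p was 0.406, and under fry it was 0.266, both above 0.05. The X-linked level kept its sign under all its alternatives, from 0.0493 without cKO replicate 4 to 0.139 without cKO replicate 1, and so did *Spdya*, from 0.0301 without cKO replicate 1 to 0.289 without cKO replicate 4. The 9 other lists than those named below kept their sign. With 4 libraries against 4 the smallest exact p is 0.0286, and after adjustment over 12 lists only 7 or more lists at that p would pass 0.05, so the adjusted p of the lists says little about their stability. The difference of the Y-linked level, 0.03, was -0.105 with a mean FPKM above 0.1, -0.0682 with no filter, -0.0509 with the median over genes and -0.0343 without multicopy families, and -0.0332 to 0.123 with each library left out. The MSCI X-linked and MSCI Y-linked lists, at -0.0082 and -0.0080, became 0.0133 and 0.0136 with median centring and 0.0701 and 0.0722 with rescaling to TPM, and -0.0694 to 0.0449 and -0.0558 to 0.0679 with each library left out. The spermatid list, at 0.04, ranged from -0.0724 to 0.192 with each library left out, and was 0.227 with a pseudocount of 0.01.

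The within-minus-between difference in profile correlation, 0.00137, was -0.0217 on linear FPKM, where a few genes with the highest values carry r, 0.00134 with Spearman's rho (p = 0.0286), 0.000981 on log2 of recovered fragments, and from -0.00080 to 0.00374 with each library left out.

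Other splits of the 8 libraries into 4 and 4 were also fitted. Of the 35 splits, 1, the real one, gave as many autosomal DE genes, 1 as many autosomal genes at adjusted p, and 1 as many Dataset EV1 genes called. The last of these counts is no evidence against chance, because the study chose Dataset EV1 on the real split. In 2 of the 35 as many sex-linked genes had an unadjusted p below 0.05, and in 17 of the 35 the camera p of the X-linked genes was as small as the real one.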

Differences from the paper's values

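The paper's calls come from a count-based test, which was not run here; the values here come from limma on log2(FPKM + 0.1). The paper reports 34 autosomal DE genes, and 2 were called here. Voom on the recovered fragments, which models their counts with limma, also called 2. None of the alternatives set before the data were examined came within 1.5 times the paper's number; array weights came nearest with 55, of which 28 were genes of the paper's list.

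In the source data of Fig. 2E, 7 sex-linked genes have the paper's adjusted p below 0.05, 6 of them higher in the *Sync-Spdya* cKO libraries, and here 0 had one. The same difference in tests applies, and voom on the recovered fragments also gave 0. None of the alternatives set before the data were examined came within 1.5 times of 7. Array weights gave 15, of which 6 are among the paper's 7, and the test of all biotypes gave 1. With array weights 2 sex-linked genes also passed the fold change threshold, and with all biotypes 1, where the paper reports 0; at the settings used here the number was 0.

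The paper's lowest correlation between 2 libraries is about 0.90 in Appendix Fig. S3A, read by eye, and its highest about 0.97. The values here were 0.969 and 0.990. Over genes with a mean FPKM above 1 in both groups they were 0.912 and 0.983, both within the spread between pairs of the paper's. Spearman's rho gave 0.904 for the lowest, which is within the spread, and 0.921 for the highest, which is not, and linear FPKM gave 0.272 and 0.995, of which the second is within its wide spread. Log2(FPKM + 0.1) closed neither gap, at 0.957 and 0.975. Log2 of recovered fragments, an alternative chosen after the values were seen, gave 0.977 and 0.987 and closed neither.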

Other observations

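Apart from the exceptions named next, the tests in this part were chosen after the result was seen. The exceptions are the permutation tests of single gene lists. They also include the tests of the X-linked level against cell mixture, silencing, multicopy families and control replicate 1.

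X-linked genes were higher relative to autosomal genes in the *Sync-Spdya* cKO libraries by 0.08 on the log2 scale, within the spread between libraries. In 17 of the 35 splits of the libraries camera's p at the preset correlation was as small as the real one, so chance among the libraries stays open. Because the difference does not exceed its spread, the tests excluded none of the technical explanations. The difference was 0.092 without the multicopy families (exact permutation test, two-sided, p = 0.486), 0.077 after the trend with gene length was removed (p = 0.486 in the same exact permutation test), 0.108 after that with GC content was removed (p = 0.2) and 0.053 without control replicate 1 (p = 0.6). It kept its direction in all 4, but multicopy families, gene length, GC content and control replicate 1 stay open. A smaller share of spermatocytes also stays open as the cause: the mean of 6 lists of other cell types rose by 0.67 against the mid to late pachytene list (exact permutation test, two-sided, p = 0.0571). The paper does report a lower percentage of spermatocytes in *Sync-Spdya* cKO testes, from single-cell data of pooled mice at a later time. Those data were not analysed here, and whether that loss accounts for the X-linked difference was not settled. Release from silencing stays open as well, since the X-linked spermatogonial list moved by -0.0895 against the autosomal spermatogonia list, with a standard error of 0.20.

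The other 9 lists moved as follows, on the log2 scale, *Sync-Spdya* cKO minus *Sync-Spdya* fl/fl: spermatogonia 0.18, early prophase I -0.24, mid to late pachytene -0.29, spermatid 0.04 (6 of its 10 genes detected), Sertoli 0.13, Leydig 0.68, peritubular myoid 0.27, endothelial 0.43 and macrophage 0.58. The exact permutation p of the endothelial and macrophage lists was 0.0286 each, the smallest that 4 libraries against 4 allow, and 0.171 after adjustment over the 12 lists. Of the lists other than the spermatid list, the early prophase I list moved to -0.15 and the Sertoli list to 0.07 without control replicate 3, the Sertoli list to 0.08 without cKO replicate 4, and the peritubular myoid list to 0.16 without control replicate 2. With each library left out, the spermatid list ranged from -0.07 without control replicate 3 to 0.19 without control replicate 2. All 8 macrophage genes and 1 of the 18 mid to late pachytene genes were higher in the *Sync-Spdya* cKO libraries. Of the genes on the 12 lists, *Spo11*, *Hormad1*, *Mei4*, *Rec114*, *Hspa2*, *Hist1h1t*, *Scml2*, *Stra8* and *Sox9* are also named in the paper's text.

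Not every gene the paper names was looked up. Of the 28 that were, 27 passed the FPKM filter. Of these, 5 had an unadjusted limma p below 0.05 (*Terb1*, *Terb2*, *Scml2*, *Rec114* and *Ccdc36*), 0 had an adjusted p below 0.05 over all genes tested, and 1 did when adjusted over the list alone. Among these 27 the lowest log2 fold change was that of *Terb1*, -0.85 (standard error 0.25, limma adjusted p = 0.276), and the highest that of *Scml2*. *Stra8*, which was not among the 28 and was named here after its values were seen, fell by more, at -1.46 (standard error 0.44, limma adjusted p = 0.280), with overlap between the groups.

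The genes that fell most included several of the axoneme, the core of the sperm flagellum. A hypothesis is that the flagellar genes as a group were lower in the *Sync-Spdya* cKO libraries. Over 55 genes named Cfap, Dnah, Dnai, Tekt or Rsph, without the 30 genes with the smallest p, the mean log2(FPKM + 0.1) was 2.43 ± 0.16 in the *Sync-Spdya* fl/fl libraries and 1.94 ± 0.15 in the *Sync-Spdya* cKO libraries (SD, n = 4 each), with 51 of the 55 lower. The exact permutation test gave the smallest p it can (two-sided, p = 0.0286), but the group was chosen because some of its members fell most in these libraries, so the test does not argue against chance, which stays open. These genes fell by 0.20 more than the mid to late pachytene list (p = 0.0286 in the exact permutation test) and by 0.25 more than the early prophase I list (p = 0.0571), and the spermatogonia list rose by 0.18. These values go against a lower share of germ cells alone, but they do not exclude it, because the genes were picked for their fall and the second p is above 0.05. A slower passage through pachynema, or fewer late germ cells, was not tested.

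*Spdya* was not lower in the *Sync-Spdya* cKO libraries. If no fragment came from exon 2, its level would move by -0.174 on the log2 scale, and the measured 0.15 lay more than 2 standard errors above that, but an exact permutation test of the difference gave p = 0.114. Leaving out 1 library moved the measured value to between 0.03 (without cKO replicate 1) and 0.29 (without cKO replicate 4). Whether loss of exon 2 is hidden by counting over the whole gene therefore cannot be told apart from other causes without values per exon.

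Of the 5 sex-linked genes with the smallest p, 3 lie past 160 Mb on X. A hypothesis is that X-linked genes toward this end were higher as a group. Without those 5 genes, the 27 genes past 160 Mb were higher than the other 442 by 0.05 (exact permutation test, two-sided, p = 0.286), a difference within the spread between libraries, and with the 5 genes the 30 were higher by 0.09 (p = 0.114 in the same exact permutation test). The lincRNAs *Scml1* and *Gm15205*, also past 160 Mb, were not part of the test, and were named after their rise had been seen. A regional effect stays open, as does chance among the libraries.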
